# A systems biology approach reveals neuronal and muscle developmental defects after chronic exposure to ionising radiation in zebrafish

**DOI:** 10.1038/s41598-019-56590-w

**Published:** 2019-12-27

**Authors:** Sophia Murat El Houdigui, Christelle Adam-Guillermin, Giovanna Loro, Caroline Arcanjo, Sandrine Frelon, Magali Floriani, Nicolas Dubourg, Emilie Baudelet, Stéphane Audebert, Luc Camoin, Olivier Armant

**Keywords:** Embryogenesis, Transcriptomics, Systems analysis

## Abstract

Contamination of the environment after the Chernobyl and Fukushima Daiichi nuclear power plant (NPP) disasters led to the exposure of a large number of humans and wild animals to radioactive substances. However, the sub-lethal consequences induced by these absorbed radiological doses remain understudied and the long-term biological impacts largely unknown. We assessed the biological effects of chronic exposure to ionizing radiation (IR) on embryonic development by exposing zebrafish embryo from fertilization and up to 120 hours post-fertilization (hpf) at dose rates of 0.5 mGy/h, 5 mGy/h and 50 mGy/h, thereby encompassing the field of low dose rates defined at 6 mGy/h. Chronic exposure to IR altered larval behaviour in a light-dark locomotor test and affected cardiac activity at a dose rate as low as 0.5 mGy/h. The multi-omics analysis of transcriptome, proteome and transcription factor binding sites in the promoters of the deregulated genes, collectively points towards perturbations of neurogenesis, muscle development, and retinoic acid (RA) signaling after chronic exposure to IR. Whole-mount RNA *in situ* hybridization confirmed the impaired expression of the transcription factors *her4.4* in the central nervous system and *myogenin* in the developing muscles of exposed embryos. At the organ level, the assessment of muscle histology by transmission electron microscopy (TEM) demonstrated myofibers disruption and altered neuromuscular junctions in exposed larvae at 5 mGy/h and 50 mGy/h. The integration of these multi-level data demonstrates that chronic exposure to low dose rates of IR has an impact on neuronal and muscle progenitor cells, that could lead to motility defects in free swimming larvae at 120 hpf. The mechanistic understanding of these effects allows us to propose a model where deregulation of RA signaling by chronic exposure to IR has pleiotropic effects on neurogenesis and muscle development.

## Introduction

Living organisms have evolved robust genetic networks to detect DNA damage induced by genotoxic stress and to arrest the cell cycle, allowing time for repairing the damages. The induction of DNA damage either generated from reaction with byproducts of the metabolism or induced by external genotoxic stressors such as ionizing radiations (IR) must be tightly controlled to avoid profound impacts on cell functions. Large scale contaminations of the environment after the Chernobyl and Fukushima Daiichi nuclear power plant (NPP) disasters exposed a large number of humans and wild animals to radioactive substances^1,2^. If the acute exposure phase following these releases led to rather well characterized effects, the sub-lethal effects due to chronic exposures to IR remain understudied and hence, the long-term biological impacts largely unknown. Studies on wild animals reported that brains of birds and monkey fetuses from Chernobyl^3^ and Fukushima Daiichi NPP^4^ areas respectively, have a smaller size. In addition, epidemiological studies on children born from Hiroshima and Nagasaki survivors demonstrated brain development defects^5^ and reduced cognitive capacities^6^, for doses of IR as low as 0.31 Gy^7^.

IR induces DNA double stranded breaks (DSBs) that are detrimental for cell survival if not repaired. DSBs lead to the phosphorylation of the histone variant H2AX on serine 139 by the phospho-inositol-3 kinase ATM and the formation of γ-H2AX nuclear foci at the sites of DSBs that are detectable by specific antibodies, thereby providing a simple assay to assess genotoxicity. Studies on the effects of low dose rates of IR (< 6 mGy/h)^8^ on rodents are contradictory as genotoxic effects could be observed in some studies but not in others^9–12^. In addition, these studies were performed on adult organisms which are more resilient to genotoxic stressors than developing embryos. A study on zebrafish embryos exposed at 0.03 mGy/h and 24 mGy/h showed an acceleration of hatching rate, induction of oxidative stress and DNA damage^13^. In another study zebrafish eggs were exposed at 0.54 to 10.9 mGy/h and analysed by high-throughput sequencing at early gastrulation stage, near 5.5 hours post fertilization (hpf)^14^. Changes in important developmental pathways such as lateral inhibition (Notch signaling) and retinoic acid (RA) pathway (involved in anteroposterior patterning) were observed in early gastrula embryos, but a direct assessment of the consequences of these early changes at later developmental stages was not assessed.

The complex gene regulatory networks active in all multicellular organisms are the product of transcriptional regulators interacting with cis-regulatory modules (CRM) like promoters, enhancers, silencers and locus control regions that, together with epigenetics processes, regulate the expression of genes. Molecular changes obtained from transcriptomics and proteomics data are widely used in system biology approaches to generate hypothesis on the physiological effects observed at higher organisational levels, as well as for the identification of biomarkers. However, as cell-signaling target ultimately transcription factors (TF) to modify gene expression, identifying TF that drives changes in gene expression may reveal the key signaling pathways during disease progression. To regulate transcription, TF bind specific DNA sequences in the promoter of the target genes, referred as transcription factor binding sites (TFBS). The enrichment of TFBS in the promoters of the co-expressed genes can be used to predict the TF that drive changes in gene expression and ultimately reveal the underlying regulatory mechanisms of disease progression^15–17^. In this context, establishing links between molecular and physiological alterations leading to adverse effects such as lethality, carcinogenesis or behavioural alterations, fits very well with the concept of adverse outcome pathway (AOP) which establishes causal relationships between an initiating molecular event and the adverse effects at a biological level relevant for risk assessment^18,19^.

In the present study we focused on the *in vivo* effects of low to moderate dose rates of IR on embryonic development using zebrafish embryos, a model commonly used in toxicogenomics, disease modelling and developmental biology^20–22^. We assessed the biological effects of chronic exposure of low to moderate dose rates of IR at different levels of organisation from molecular alterations to higher-order alterations such as behaviour. Morphological and functional measurements were performed at various developmental stages, from 24 hpf to 120 hpf larvae and after exposure at three different dose rates of gamma radiation ranging from 0.5 mGy/h to 50 mGy/h. We assessed the potential effects on behaviour by measuring embryonic activity at 24 hpf and performed a visual motor response test on 120 hpf larvae. At the molecular levels we performed a multi-OMICS analysis by studying the effects of IR on both the transcriptome and the proteome. Analysis of the TFBS in the promoters of the deregulated genes pin-points perturbations of key TF in embryonic development. Changes in gene expression were further confirmed by whole mount RNA *in situ* hybridization, and histology assessed by transmission electron microscopy (TEM).

## Results

### Chronic exposure to low dose rates of IR increases DNA damages and alters behaviour

We challenged zebrafish embryos to chronic exposures of IR from early developmental stage (1 hpf) up to late larval stage (120 hpf) (Fig. 1a). Acute exposures to high doses of gamma rays increase the occurrence of developmental defects^23^ and induce DSBs in zebrafish cells^24^. DSBs are difficult to repair and may lead to irreversible effects such as developmental impairments and cancer. To assess these adverse effects, we analysed γ-H2AX foci by whole-mount immunostaining in 24 hpf embryos and 48 hpf larvae and studied embryonic development over a 96 h period. We detected a significant increase of γ-H2AX foci in 24 hpf embryos and 48 hpf larvae for the highest dose (adjusted p-value < 10^−3^ and < 0.01 respectively), but no significant change was observed at lower dose rates (Fig. 1b,c). Other macroscopic endpoints such as embryonic lethality, hatching success and body length were largely unaffected (Table 1, Fig. 1d), which suggests that, in the conditions tested here, chronic exposure to 50 mGy/h of IR induces DNA damages without affecting embryonic survival.

**Figure 1:**
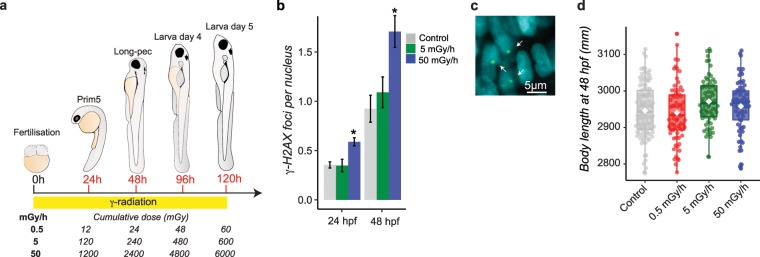
(**a**) Experimental design and dosimetry. The cumulative dose in Gy are indicated for each developmental stages and sampling time (in red). (**b**) Detection of γ-H2AX foci in 24 hpf and 48 hpf embryos by whole-mount immunocytochemistry. Standard-error to the mean is indicated for each exposure (Kruskall-wallis test followed by a pairwise Wilcoxon rank sum post-hoc test and adjusted by the Holm method, adjusted p-value: * < 0.05). (**c**) Examples of positive γ-H2AX foci (green, white arrows) detected in DAPI stained nucleus (blue) by confocal microscopy. (**d**) Means of body length measured at 48 hpf (in mm) are indicated as white lozenge. Dots represent individual data.

**Table 1:** Percentage (%) of Embryonic mortality at 24 hpf and hatching rate at 72 hpf with the corresponding 95% confidence intervals (CI) indicated in brackets.

Dose rate (mGy/h)	% Survival rate at 24 hpf (95% CI)	% Hatching rate at 72 hpf (95% CI)
Control	84.9 (80.6–88.4)	100 (98.4–100)
0.5	91.3 (85.5–95.0)	100 (96.8–100)
5	88.1 (81.8–92.5)	100 (96.7–100)
50	82.1 (75.6–87.2)	99.3 (95.8–100)

We next assessed if chronic exposure to IR could affect cardiac activity and behaviour, two physiologically integrated parameters proposed to be more sensitive than macroscopic endpoints^25^. Cardiac activity measured in 48 hpf larvae showed a complex non-linear response to the dose rate, as we observed a significant decrease of cardiac beats per minute at the lowest dose rate (0.5 mGy/h, adjusted p-value < 0.05, n = 69), and an increase at the two higher dose rates (5 mGy/h adjusted p-value < 0.05, n = 69; 50 mGy/h: adjusted p-value < 0.05, n = 68) (Fig. 2a). Zebrafish embryonic activity is heavily used to assess chemical toxicity, as it is easily done^26,27^. Such assays detect embryonic burst activity, which correspond to the number of spontaneous tail-coiling of 24 hpf embryos. Twenty-four hour-long chronic exposure to low dose rate of IR induced a significant increase (p-value < 0.05, n = 156) of embryonic activity at 5 mGy/h, but not at 0.5 mGy/h nor at the highest dose rate of 50 mGy/h (Fig. 2b). This effect was retrieved consistently in three independent experiments which indicates that this non-linear dose-response is robust. We next measured larval motility at 120 hpf under stress conditions^28^. In this visual motor response test, larvae are exposed to three sharp changes of light intensity to elicit a stress response. A significant decrease of larval motility was observed in the dark phase at the three dose rates (permutation test, p-value < 0.05, Fig. 2c), which suggests that exposures to IR can alter zebrafish escape behaviour at a dose rate as low as 0.5 mGy/h.

**Figure 2:**
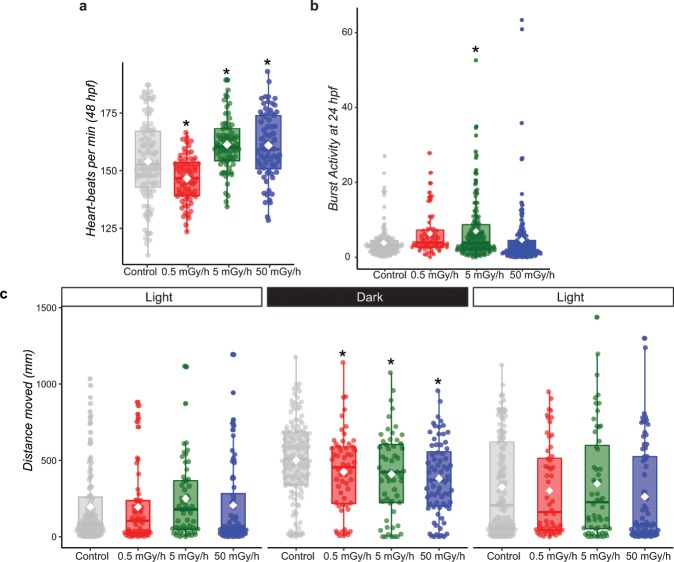
(**a**) Box-plot of cardiac activity shown as heart beats per minute in 48 hpf larvae. Dots represent individual data. Means are indicated as white lozenge (Kruskall-wallis test followed by a pairwise Wilcoxon rank sum post-hoc test and adjusted by the Holm method, adjusted p-value: * < 0.05). (**b**) Box-plot of embryonic burst activity at 24 hpf. Means are indicated as white lozenge (significance of permutation test p-value: * < 0.05). (**c**) Box-plot of larval motility with the visual motor response test 120 hpf followed over three consecutive light cycles of 5 min (indicated at the top). The mean distance travelled by larvae is indicated as white lozenge. Results of a permutation test are indicated (* p-value < 0.05).

### Transcriptomics analysis reveals impairment of major developmental pathway after chronic exposure to IR

Transcriptomics analysis was performed in order to identify the genetic pathways altered upon chronic exposure to low doses of IR. 

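RNA was sequenced from pools of embryos or larvae, and each pool made 1 sample. The authors aligned the stranded paired-end reads of 50 bases to the GRCz11 assembly with STAR and deposited its counts per gene, without normalization, for 32057 Ensembl genes in 58 samples. The dose rates were 0.5, 5 and 50 mGy/h, and the samples came from 3 irradiation batches, named I10, I17 and I32 in the sample labels. Samples exposed at 5 and 50 mGy/h belonged to batch I17 at every stage and shared its controls. Samples exposed at 0.5 mGy/h belonged to batches I32 and I10 at 24 hpf and to batch I10 at 48 hpf and 96 hpf, each with controls of its own. No batch held both 0.5 mGy/h and a higher dose rate, so the batch and this step in dose rate cannot be told apart. The comparisons used the 46 samples kept in Supplementary Fig. S1b. The authors removed 7 samples as potential outliers in hierarchical clustering: replicates 1, 4 and 5 of 0.5 mGy/h and control replicate 4 of batch I32 at 24 hpf, replicate 8 of 5 mGy/h at 48 hpf, and replicate 9 of 50 mGy/h and control replicate 12 of batch I10 at 96 hpf. These entered only alternative analyses. So did 5 samples of batch I10 at 24 hpf (3 exposed at 0.5 mGy/h and 2 controls), with 1 exception. Their 2 controls also marked 24 hpf in a measure of developmental timing. Neither panel of that figure shows these 5, with no reason given. Each comparison set 3 exposed samples against 3 controls, with 4 exceptions: 5 controls at 24 hpf and 4 controls at 48 hpf for 0.5 mGy/h, and 2 exposed samples at 48 hpf for 5 mGy/h and at 96 hpf for 50 mGy/h. The samples of a comparison came from 1 irradiation batch. Its n, SD, standard errors and p-values thus refer to pools within that batch and not to repeated irradiations. The reads counted on genes totalled between 28278920 and 49971607 per sample, with a median of 35489525. Counts were scaled with edgeR's TMM method within each stage and batch, after removal of genes with low counts by its filterByExpr function, and tested with its quasi-likelihood test. P-values were adjusted over the genes of a comparison by the Benjamini-Hochberg method, and DEG were called at the paper's threshold. Expression is given as CPM after the same scaling.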

Global analysis of the transcriptome was performed at 24 hpf, 48 hpf and 96 hpf to follow the dynamics of gene expression during zebrafish development. A total of 5.7 billion of good quality reads (Q > 30) was produced and differential gene expression assessed in pairwise comparison between the embryos or larvae exposed at 0.5 mGy/h, 5 mGy/h or 50 mGy/h and the stage specific controls. The total number of differentially expressed genes (DEG) within our significance threshold (|fold change| ≥ 1.5 and adjusted p-value < 0.01) decreased with the developmental stage (the complete list of significantly deregulated genes is provided in Supplementary Table T4). In addition, fewer genes were differentially expressed for the lower dose rate (0.5 mGy/h) compared to the two highest dose rates (5 mGy/h and 50 mGy/h) (Fig. 3a–c). 

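In 24 hpf embryos, the edgeR test found 1816 DEG among 18358 genes at 5 mGy/h, 1227 higher and 589 lower than in controls, and 1079 DEG at 50 mGy/h, 765 higher and 314 lower. In 48 hpf larvae, 31 DEG were found at 5 mGy/h (28 higher, 3 lower) and 302 at 50 mGy/h (150 higher, 152 lower) among 19802 genes. In 96 hpf larvae, 56 DEG were found at 5 mGy/h (20 higher, 36 lower) and 33 at 50 mGy/h (12 higher, 21 lower) among 20378 genes. Counted over the 3 dose rates, 2043 genes were DEG at 24 hpf, 309 at 48 hpf and 75 at 96 hpf. A limit of 0.05 on the adjusted p, the alternative that moved these counts most over the 9 comparisons together, gave 3861 and 3026 DEG at 5 and 50 mGy/h at 24 hpf, 319 and 1530 at 48 hpf, and 213 and 1302 at 96 hpf (edgeR, Benjamini-Hochberg adjustment). Over all mapped samples, removed ones included, edgeR found 8 and 43 DEG at 5 and 50 mGy/h at 48 hpf and 27 and 6 at 96 hpf, and the counts at 24 hpf do not change. The DESeq2 package at the paper's own limit gave 3425, 1414 and 1249 genes over the 3 dose rates at these stages, and at 48 hpf and 5 mGy/h another balance, 225 higher and 271 lower. Between 24 hpf and 96 hpf, the effect of exposure itself differed at an adjusted p under 0.01 for 2587 of 21470 genes at 5 mGy/h and for 1962 at 50 mGy/h (edgeR interaction test, Benjamini-Hochberg adjustment). Of the genes among these that were tested at both stages, 2488 of 2556 and 1873 of 1927 changed in opposite directions, which choosing genes by a difference between stages favours by itself. Among DEG with an average log2 CPM of at least 1 and every exposed sample beyond every control, the 2 largest log2 fold changes in each direction are given for each comparison, as fixed in advance. At 24 hpf they were 4.65 for si:ch1073-155h21.1 (ENSDARG00000007582), 3.72 for cdx1a (ENSDARG00000114554), -2.87 for mt-atp8 (ENSDARG00000063910) and -2.55 for si:dkey-11n6.3 (ENSDARG00000095557) at 5 mGy/h. The first 2 genes also rose most at 50 mGy/h, by 5.04 and 4.26, while si:dkey-11n6.3 fell by 2.45 and znf1179 (ENSDARG00000104613) fell by 2.27. At 48 hpf, si:ch211-57n23.4 (ENSDARG00000078557) rose by 4.82 at 5 mGy/h and 4.38 at 50 mGy/h, prtg (ENSDARG00000040442) by 3.53 at 5 mGy/h and si:dkey-239j18.2 (ENSDARG00000095254) by 4.45 at 50 mGy/h. Controls of batch I17 held 1.52 to 3.11 CPM of si:ch211-57n23.4 and 0.421 to 0.842 CPM of prtg, whereas every control of batch I10 at the same stage held at least 23.0 CPM of the former and 6.35 CPM of the latter. The largest falls at 48 hpf were those of emilin3a (ENSDARG00000078052), -2.05 and -2.11 at 5 and 50 mGy/h, npas3 (ENSDARG00000109820), -1.21 at 5 mGy/h, and the gene ENSDARG00000053323, -1.80 at 50 mGy/h. At 96 hpf and 5 mGy/h, si:ch211-153b23.3 (ENSDARG00000104919) rose by 3.40, si:dkey-239b22.1 (ENSDARG00000031588) rose by 3.02, si:dkey-22i16.7 (ENSDARG00000094910) fell by 2.01 and pla2g1b (ENSDARG00000009153) fell by 1.66. At 96 hpf and 50 mGy/h, gnpda2 (ENSDARG00000024443) rose by 1.34, the gene ENSDARG00000097279 rose by 1.31, si:dkey-14d8.7 (ENSDARG00000045834) fell by 1.76 and ctrb.3 (ENSDARG00000039730) fell by 1.64.

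**Figure D1:**
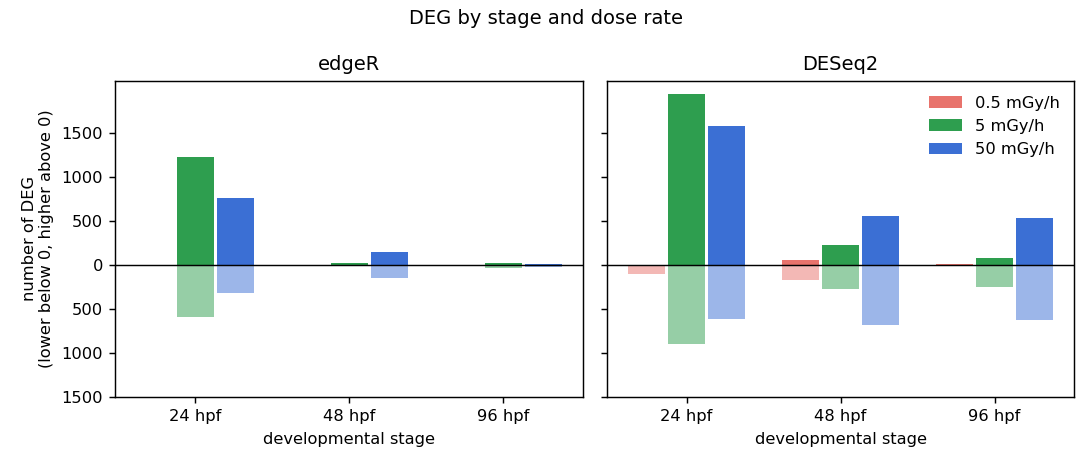
Number of DEG higher (above 0) and lower (below 0) than in controls at each stage and dose rate, with edgeR on the left and DESeq2 on the right. The edgeR counts at 5 and 50 mGy/h were highest at 24 hpf, 1816 and 1079, and those at 0.5 mGy/h were 13, 10 and 0.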

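In the 0.5 mGy/h comparisons, the edgeR test found 13 DEG among 18721 genes at 24 hpf, 1 higher and 12 lower, and 10 DEG among 19821 genes at 48 hpf, 1 higher and 9 lower. Over all mapped samples, with both batches, 0 were found at 24 hpf, where 723 genes had an unadjusted p under 0.05. None was found among 19708 genes at 96 hpf, where the lowest adjusted p was 0.0438 (edgeR, Benjamini-Hochberg adjustment) and 4097 genes had an unadjusted p under 0.05. The genes with an unadjusted p under 0.05 numbered 2513 and 3981 at the earlier stages. The common dispersion of the counts, a measure of the spread between replicates, was lower in the 0.5 mGy/h samples and their controls than in batch I17 at 24 hpf (0.0147 against 0.0335) and at 48 hpf (0.0152 against 0.0390), and higher at 96 hpf (0.0401 against 0.0230). The largest log2 fold changes among DEG at 24 hpf were 1.14 for ENSDARG00000082753, which has no symbol, -1.28 for a gene named her4.2 (ENSDARG00000056729) and -1.19 for unkl (ENSDARG00000037838). In the samples of batch I10 alone, ENSDARG00000082753 changed in the other direction, by -0.27. At 48 hpf they were 0.90 for duox (ENSDARG00000062632), -2.23 for gnb3 (ENSDARG00000004358) and -1.40 for eevs (ENSDARG00000087873). Because the 0.5 mGy/h samples came from other batches than those at the higher dose rates, no test compared them directly.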

The quality of mRNAseq data was checked by TaqMan quantitative RT-PCR; the Pearson’s correlation coefficients between the two methods (ρ > 0.6) were consistent with previous studies (Supplementary Fig. S3)^29,30^. 

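The DEG common to the 3 dose rates numbered 2 of the 2043 genes called at any dose rate at 24 hpf, and 0 at 48 hpf and at 96 hpf. At 24 hpf both changed in the same direction at the 3 dose rates. Independent calls over the 18066 genes tested at all dose rates would share 0.0776 genes on average. The calls at 5 and 50 mGy/h were not independent, since they shared controls and 858 genes. That value is therefore too low to measure chance here. The DEG at 0.5 mGy/h included 7 of the DEG at 5 mGy/h and 2 of those at 50 mGy/h at 24 hpf, and 0 and 3 of them at 48 hpf. The alternative that raised the common genes most was DESeq2 at 48 hpf, with 81 of 1414 genes, all 81 changed in the same direction. Under DESeq2 there were also 12 of 3425 genes at 24 hpf and 7 of 1249 at 96 hpf, and 0 of the 7 had the same direction at the 3 dose rates.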

Very few genes were found to be mis-regulated in common between the three dose rates at any of the three stages studied: 12 genes in 24 hpf embryos, 78 genes in 48 hpf larvae and 7 genes in 96 hpf larvae (Fig. 3a–c). The highest overlaps were observed consistently for the two highest dose rates (21% to 49%), indicating that the transcriptional responses under these two conditions were more similar compared to the lower dose-rate.

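Of the genes called at 5 mGy/h or 50 mGy/h, 858 of 2037 (42.1%) were DEG at both dose rates at 24 hpf, 31 of 302 (10.3%) at 48 hpf and 14 of 75 (18.7%) at 96 hpf. All of them changed in the same direction at both. The shared genes made up 47.2% of the DEG at 5 mGy/h and 79.5% of those at 50 mGy/h at 24 hpf, and at 48 hpf all of the former and 10.3% of the latter. Across all genes tested, the log2 fold changes at 5 and 50 mGy/h had a Pearson correlation of 0.82 at 24 hpf, 0.76 at 48 hpf and 0.77 at 96 hpf (Spearman 0.82, 0.77 and 0.82). Those at 0.5 mGy/h had a Pearson correlation with 5 mGy/h of 0.44, 0.53 and -0.39 at the same stages, and with 50 mGy/h of 0.37, 0.54 and -0.42. These are correlations across genes, which are not independent replicates. Since the controls of batch I17 served both higher dose rates, their noise entered both sets of fold changes. With different control samples for each of them, the alternative that moved this correlation most, it ranged from 0.54 to 0.79 over 6 assignments at 24 hpf, from 0.46 to 0.60 at 48 hpf and from 0.34 to 0.59 at 96 hpf. An exposure change against a control sample correlated in absolute value by at most 0.49, 0.096 and 0.38 with the difference between the remaining controls.

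**Figure D2:**
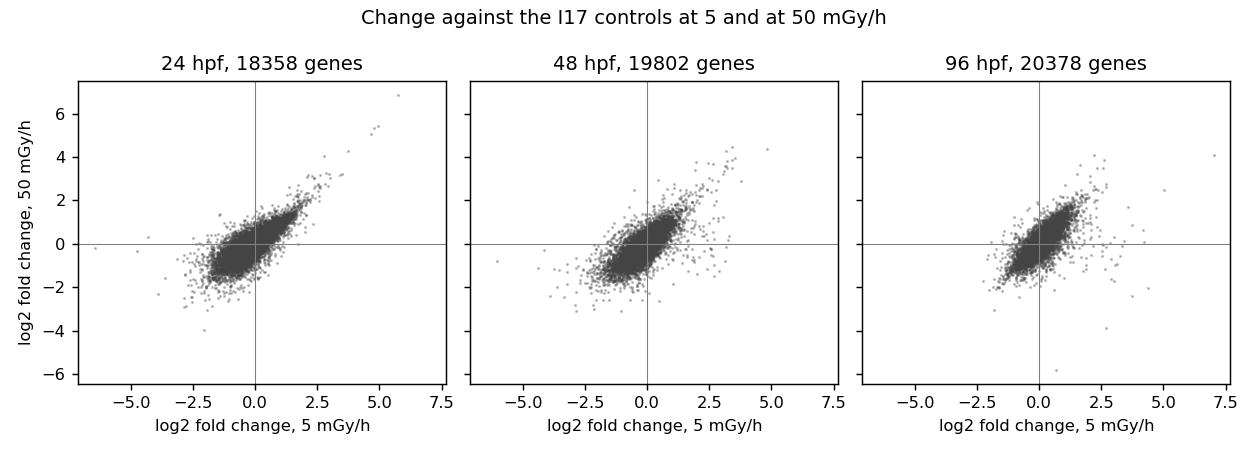
Log2 fold change against controls of each gene at 5 mGy/h (horizontal axis) and 50 mGy/h (vertical axis), at 24 hpf, 48 hpf and 96 hpf. At these stages 83.8%, 80.2% and 83.7% of the genes had the same sign at both dose rates.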

**Figure 3:**
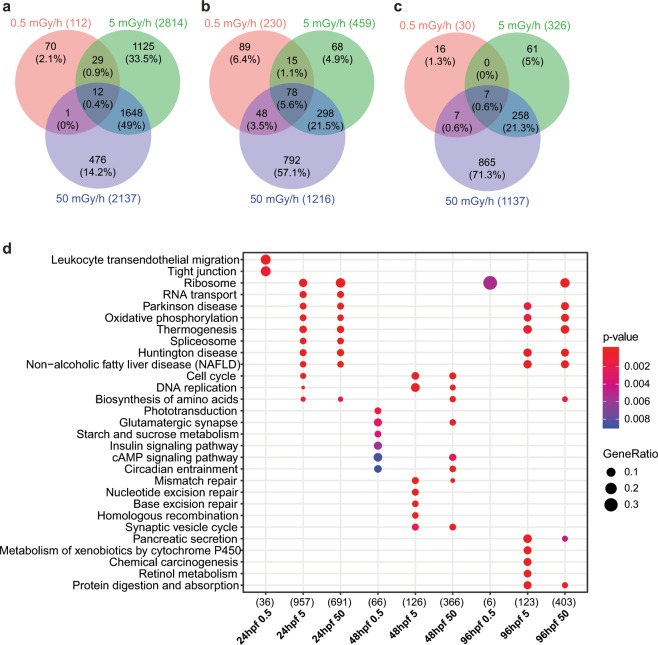
Venn diagram of differentially expressed genes at the three dose rates (|fold change| ≥ 1.5 and adjusted p-value < 0.01), at (**a**) 24 hpf, (**b**) 48 hpf and (**c**) 96 hpf. The number of up or down-regulated genes are indicated in brackets. (**d**) Dot plot of KEGG enrichment with human orthology showing the top-enriched pathways. The total numbers of deregulated genes within the KEGG pathways selected on the dot plot are indicated in brackets. Colours indicate the enrichment p-values from exact Fisher’s test, and dots size is proportional to the number of genes constituting the given pathway.

Searching shared functions among different conditions is a common way to incorporate the biological knowledge provided by biological ontologies. 

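Lists of genes for 17 processes, fixed before the counts were seen, were tested with limma's camera, which asks whether the genes of a list change more than the other genes, and adjusted over the 9 comparisons by the Benjamini-Hochberg method. The list of neuronal differentiation and synapse genes had a mean log2 fold change of -0.57 at 5 mGy/h in 24 hpf embryos, where 37 of its 43 genes were lower (camera adjusted p = 1.69e-06), and of -0.52 at 50 mGy/h (37 lower, adjusted p = 3.31e-07). At 48 hpf it fell by 0.61 at 5 mGy/h (43 of 45 genes lower, camera adjusted p = 1.29e-16) and by 0.73 at 50 mGy/h (44 lower, adjusted p = 4.3e-20). At 96 hpf its mean changes were 0.085 and 0.043 (camera adjusted p = 0.147 and 0.672). The list of mitotic cell cycle genes rose at 48 hpf, by 0.62 at 5 mGy/h and 0.55 at 50 mGy/h, with all 21 genes higher in both comparisons (camera adjusted p = 1.93e-15 and 5.41e-10). At 24 hpf its changes of 0.15 and 0.11 had camera adjusted p of 0.142 and 0.307. The camera test assumes a correlation of 0.01 between the genes of a list. With that correlation estimated from the data, the alternative that moved the lists most, no list reached an adjusted p under 0.05, and the lowest was 0.25 (camera, Benjamini-Hochberg adjustment). List genes that were DEG in 3 comparisons, 24 hpf at 5 and 50 mGy/h and 48 hpf at 50 mGy/h, included grin1b (ENSDARG00000025728), with log2 fold changes of -2.41, -1.69 and -0.97, and syt1a (ENSDARG00000030614), with -0.90, -1.03 and -1.01. A shift in developmental timing was not separated from the changes of these lists.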

We performed pathways enrichment analysis using the KEGG (with human orthologous genes) and GO repositories (with zebrafish and human orthologues) and found that the most deregulated pathways at the two higher dose rates were related to neurological disorders, cell cycle, neurogenesis and synaptic transmission (Fig. 3d, Supplementary Fig. S4 and S5). A complete list of zebrafish GO terms enriched in each condition is provided in Supplementary Table T5. Key developmental processes such as neurogenesis (GO:0050767, Fisher’s exact test p-value < 1.10^−4^), somite development (GO:0061053, p-value < 1.10^−5^), retinol metabolism (GO:0042572, p-value < 0.01) and hematopoiesis (GO:0048534, p-value < 1.10^−4^) were impacted at the two highest dose rates (50 mGy/h and 5 mGy/h). 

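The genes that a shortened copy of Supplementary Table T5 lists under these GO terms were looked up in the counts. Regulation of neurogenesis had 21 listed genes at 48 hpf and 50 mGy/h, 17 lower and 4 higher, with a median log2 fold change of -0.86. At 5 mGy/h and 48 hpf it had 10, 5 in each direction. Somite development had 20 tested genes at 24 hpf, 17 higher and 3 lower at both dose rates, with medians of 0.96 at 5 mGy/h and 1.20 at 50 mGy/h. Hematopoietic or lymphoid organ development had 21 genes at 24 hpf, 17 higher at 5 mGy/h and 16 at 50 mGy/h, with medians of 0.79 and 0.75. The 4 genes of retinol metabolic process were lower at 96 hpf at both dose rates, with medians of -0.85 and -1.04. The edgeR test called 16 genes of somite development at each dose rate, 14 and 10 of hematopoietic development, 0 and 2 of neurogenesis at 48 hpf, and 0 of retinol metabolism, where all 4 had an unadjusted p under 0.05. The DESeq2 package called every tested gene of these terms. As the paper lists genes by its own calls on the same counts, this overlap is no independent evidence. Of the lists fixed in advance, somite clock and presomitic mesoderm genes rose by a mean log2 fold change of 1.25 at 5 mGy/h and 1.36 at 50 mGy/h, with 15 of 20 genes higher in both (camera adjusted p = 1.23e-05 and 8.96e-07). With the adjustment over the 20 genes alone, 15 of them passed the DEG threshold at each dose rate, against 14 and 13 with the adjustment over all genes. Erythroid genes rose by 0.49 at 5 mGy/h (13 of 16 higher, camera adjusted p = 2.53e-04) and by 0.25 at 50 mGy/h (12 higher, adjusted p = 0.0430). Exposed 24 hpf embryos also lay behind their controls on the control change from 24 to 48 hpf (differences of -18.1 and -19.5 percent). This shift in developmental timing was not separated from the changes with exposure at that stage.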

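At 0.5 mGy/h and 24 hpf, the shortened copy of Supplementary Table T5 lists 3 genes under negative regulation of cell cycle and 1, cdh5, under blood vessel lumen ensheathment. All 4 were lower in exposed embryos. The 3 cell cycle genes had a median log2 fold change of -0.73, and cdh5 (ENSDARG00000075549) one of -0.71 (edgeR adjusted p = 0.0384). The edgeR test called none of the 4 as DEG, though each had an unadjusted p under 0.05, and DESeq2 called all 4.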

Very few biological pathways were generally enriched at 0.5 mGy/h in 48 hpf and 96 hpf larvae due to the small number of DEG detected in these conditions, but we detected a significant enrichment of cell cycle (GO:0045786, p-value < 0.01) and blood vessels development (GO:0097496, p-value < 0.01) in 24 hpf embryos. The enriched GO terms for the 78 DEG mis-regulated in common for the 3 dose rates at 48 hpf (which corresponds to the highest overlap, Fig. 3b), were composed of genes involved in neuron development (GO:0048666, p-value < 0.01), steroid hormone mediated signalling pathway (GO:0043401, p-value < 0.01) and programmed cell death (GO:0010623, p-value < 0.01) (Supplementary Table T6). 

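Supplementary Table T6 lists 6 genes under neuron development, 2 under steroid hormone mediated signalling and 1 under programmed cell death whose identifiers could be read. At 48 hpf, all of them were lower than in controls at the 3 dose rates. The neuron development genes had median log2 fold changes of -0.85 at 0.5 mGy/h, -1.21 at 5 mGy/h and -1.29 at 50 mGy/h, and the steroid hormone genes -0.66, -1.12 and -1.21. The gene listed under programmed cell death changed by -1.58, -2.20 and -1.53. This gene (ENSDARG00000011989) and a steroid hormone gene (ENSDARG00000017007) are also among the neuron development genes, so the terms are not separate evidence. The paper chose these genes by its own calls on the same counts. At 50 mGy/h the edgeR test called 4 of the neuron development genes and 1 of the steroid hormone genes. At 0.5 mGy/h and 5 mGy/h it called none, though each gene had an unadjusted p under 0.05.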

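The gene hsp70l (ENSDARG00000055723) measured 4.03 ± 0.762 CPM (SD, n = 3) at 5 mGy/h and 4.97 ± 0.884 CPM (SD, n = 3) at 50 mGy/h, against 2.12 ± 0.738 CPM (SD, n = 3) in controls at 24 hpf. Its log2 fold change was 0.95 at 5 mGy/h (standard error 0.26, edgeR adjusted p = 0.0159), short of the DEG threshold, and 1.25 at 50 mGy/h (standard error 0.25, adjusted p = 0.00510). DESeq2 called it at 5 mGy/h (adjusted p = 0.00362). For hspb1 (ENSDARG00000041065) the log2 fold changes were 1.23 (standard error 0.22, edgeR adjusted p = 0.00220) and 1.08 (standard error 0.22, adjusted p = 0.00507). Every exposed sample was above every control for both genes at both dose rates. The list of heat shock protein genes rose by a mean of 0.38 at 5 mGy/h, with 17 of 22 genes higher (camera adjusted p = 6.03e-04), and by 0.48 at 50 mGy/h, with 19 higher (adjusted p = 4.87e-05). Its members hsp90aa1.1 (ENSDARG00000010478) and hsp70.3 (ENSDARG00000021924) were DEG at both dose rates, with log2 fold changes of 0.80 and 0.81 for the former and 1.16 and 1.36 for the latter.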

The protein chaperons *hsp70l* and *hspb1* involved in stress response, were upregulated at 24 hpf at 5 and 50 mGy/h. The detailed analysis of gene expression in the different conditions showed a deregulation of developmental processes at different phases of cell specification and differentiation. For instance, *myog*, *lef1*, *tbx16*, *gata6* and *rdh10b*, expressed during the early phase of embryonic development but not at later stage, were mis-regulated at 24 hpf for the two highest dose rates, while *elavl4* and *cux1*, involved later in the neuronal differentiation process, were altered at 48 hpf and 96 hpf (Supplementary Fig. S6).

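At 24 hpf, tbx16 (ENSDARG00000007329) rose by 2.04 on the log2 scale at 5 mGy/h (edgeR adjusted p = 4.75e-04) and by 2.33 at 50 mGy/h (adjusted p = 1.66e-04), from 0.749 ± 0.201 CPM (SD, n = 3) in controls. The log2 fold changes of gata6 (ENSDARG00000103589) were 0.88 and 0.72 (edgeR adjusted p = 0.00216 and 0.00699). For rdh10b (ENSDARG00000012369) they were 0.75 (edgeR adjusted p = 0.0130), short of the threshold, and 0.93 (adjusted p = 0.00581). The log2 fold change of myog (ENSDARG00000009438) at 5 mGy/h was 1.88 (standard error 0.20, edgeR adjusted p = 7.96e-05), from 27.3 ± 6.03 CPM (SD, n = 3) in controls to 100.1 ± 6.51 CPM (SD, n = 3). The changes of lef1 (ENSDARG00000031894), 0.26 and 0.17, left exposed and control samples overlapping (edgeR adjusted p = 0.308 and 0.534), and no setting called it. Supplementary Fig. S6 shows lft1 (ENSDARG00000019920) in its place, which rose by 2.02 and 2.30 (edgeR adjusted p = 1.39e-04 and 5.12e-05). In 48 hpf larvae, elavl4 (ENSDARG00000045639) fell by 1.06 at 5 mGy/h (edgeR adjusted p = 0.0445) and by 1.32 at 50 mGy/h (adjusted p = 0.00494), a DEG only at the latter. At 96 hpf it was above controls, by 0.34 and 0.52 (edgeR adjusted p = 0.166 and 0.0414), and was not called. The gene cux1 (ENSDARG00000078459) fell by 0.45 at 5 mGy/h (edgeR adjusted p = 0.282) and by 0.87 at 50 mGy/h (adjusted p = 0.0146) at 48 hpf, called by DESeq2 and not by edgeR, and changed by 0.24 and 0.30 at 96 hpf (adjusted p = 0.226 and 0.120). At 24 hpf, elavl4 at 5 mGy/h (-0.82, edgeR adjusted p = 0.00517) and cux1 at both dose rates (-0.84 and -1.09, adjusted p = 0.00895 and 0.00323) were already DEG.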

### Deregulation of transcription factors expression after exposure to chronic irradiation

TF are key regulators that orchestrate the developmental program in a time and tissue specific manner. TF were categorized into families based on their DNA-binding domains (see Material and Methods section and Supplementary Table T3) and their differential expression assessed over developmental time at the three dose rates of IR (Fig. 4a). The number of TF significantly deregulated after exposure to IR was higher in 24 hpf embryos and decreased in the subsequent developmental stages at 5 mGy/h and 50 mGy/h. 

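Transcription factors were taken as the 848 genes whose symbols belong to families of DNA-binding proteins, since Supplementary Table T3 was not used here. At 5 mGy/h, 110 of 750 tested TF were DEG at 24 hpf, 2 of 782 at 48 hpf and 1 of 786 at 96 hpf. At 50 mGy/h the numbers were 68, 41 and 1. TF were called more often than other genes at 24 hpf, 14.7% against 9.69% at 5 mGy/h (Fisher's exact test, two-sided, p = 2.61e-05) and 9.07% against 5.74% at 50 mGy/h (p = 3.42e-04, the same exact test), and at 48 hpf and 50 mGy/h, 5.24% against 1.37% (exact test, p = 4.9e-12). Of the called TF, 59 and 39 were higher than in controls at 24 hpf and 8 at 48 hpf and 50 mGy/h. Over fits that each left out 1 replicate, the count at 48 hpf and 50 mGy/h ranged from 0 to 156 TF. The 156 came from leaving out replicate 8 of that group. DESeq2 gave 105 there and 149 and 117 at 24 hpf. All mapped samples gave 3 at 48 hpf and 50 mGy/h. With pooled controls the shares at 24 hpf were 16.6% against 14.8% at 5 mGy/h (Fisher's exact test, p = 0.16) and 8.13% against 7.72% at 50 mGy/h (exact test, p = 0.678).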

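Among TF at 0.5 mGy/h, 2 of 747 tested TF were DEG at 24 hpf, 1 of 782 at 48 hpf and 0 of 760 at 96 hpf, where no gene of any kind was called. Under DESeq2 these numbers were 6, 27 and 4, and without a filter on low counts 10 at 24 hpf and 24 at 48 hpf. At 24 hpf the number was 0 over all mapped samples and in the batch I10 samples alone, and with the batch as covariate or with pooled controls it was 0 at 24 and at 48 hpf.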

At the lower dose rate of 0.5 mGy/h, the number of mis-regulated TF peaked at 48 hpf and remained always lower compared to the two other conditions. We then assessed the expression pattern of the 462 TF displaying a significant change in at least one condition by hierarchical clustering. The expression profiles of TF were very similar over developmental time for the exposures at 5 and 50 mGy/h (Fig. 4b). 

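Across the tested TF, the log2 fold changes at 5 and 50 mGy/h had a Pearson correlation of 0.887 over 750 genes at 24 hpf, 0.88 over 782 at 48 hpf and 0.761 over 786 at 96 hpf. Genes are not independent replicates, and both dose rates were compared with the same controls. In all, 149 TF were DEG in at least 1 of the 9 comparisons under edgeR, and 296 under DESeq2.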

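The TF fold changes at 0.5 mGy/h had Pearson correlations across genes of 0.515 with 5 mGy/h and 0.494 with 50 mGy/h at 24 hpf, and of 0.623 and 0.595 at 48 hpf. At 96 hpf these were -0.453 and -0.476. The 24 hpf values were 0.2398 and 0.183 over all mapped samples and -0.034 and -0.180 in the batch I10 samples alone, where Spearman correlations of the TF were 0.245 and 0.142 and Pearson correlations of all genes 0.319 and 0.174. At 24 hpf the log2 fold changes of all genes had a standard deviation of 0.28 at 0.5 mGy/h, against 0.64 at 5 mGy/h and 0.59 at 50 mGy/h.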

Fewer TF displayed an altered expression profile at 0.5 mGy/h compared to the higher dose rates, as observed before in the global gene expression analysis. Six different clusters were identified based on gene expression pattern. Cluster 1, 2 and 3 were composed of TF downregulated at 24 hpf or 48 hpf, and upregulated or unchanged at 96 hpf. TF belonging to clusters 4, 5 and 6 were in contrast strongly upregulated at 24 hpf and then mostly not changed or upregulated at 48 hpf and 96 hpf (Fig. 4b). Gene Ontology enrichments demonstrated a significant enrichment of TF involved in brain development, somitogenesis and response to cyclic organic compound in all 6 clusters (Fig. 4c). Expression patterns of key master regulators of neurogenesis such as *pax6b*, *her4.4* and *pou4f2*, and mesoderm development, *meox1*, *tal1* and *vox* were impaired (Fig. 4d). 

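At 24 hpf, pax6b (ENSDARG00000045936) had log2 fold changes of -0.95 at 5 mGy/h and -0.72 at 50 mGy/h (edgeR adjusted p = 0.00117 and 0.00543). At 48 hpf it fell at the 3 dose rates, by 0.70 at 0.5 mGy/h, 0.70 at 5 mGy/h and 0.87 at 50 mGy/h, with edgeR adjusted p of 0.0221, 0.0877 and 0.0129, all short of the threshold. DESeq2 called the first and the last. The gene pou4f2 (ENSDARG00000069737) fell at 48 hpf from 23.3 ± 1.21 CPM (SD, n = 3) in controls of batch I17 to 8.55 ± 2.90 CPM (SD, n = 3) at 50 mGy/h, a log2 fold change of -1.45 (standard error 0.22, edgeR adjusted p = 0.00421). Its changes at 0.5 mGy/h and 5 mGy/h were -0.93 and -1.47 (edgeR adjusted p = 0.00434 and 0.0199), and every exposed sample was below every control at the 3 dose rates. In 24 hpf embryos, meox1 (ENSDARG00000007891) rose by 1.44 at 5 mGy/h and 1.22 at 50 mGy/h (edgeR adjusted p = 4.76e-04 and 0.00122), and vox (ENSDARG00000099761) by 1.26 and 1.25 (adjusted p = 3.56e-04 and 3.5e-04). For tal1 (ENSDARG00000019930) the changes were 0.60 (edgeR adjusted p = 0.0132), called by DESeq2 and not by edgeR, and 0.76 (adjusted p = 0.00530). At 48 hpf, vox rose by 1.46 at 50 mGy/h (edgeR adjusted p = 0.00421).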

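In the controls of batch I17, pax6b measured 16.9 ± 1.42 CPM (SD, n = 3) at 24 hpf, 21.9 ± 3.51 CPM (SD, n = 3) at 48 hpf and 12.8 ± 1.82 CPM (SD, n = 3) at 96 hpf. The expression of meox1 was 9.41 ± 0.634 CPM (SD, n = 3), 7.37 ± 1.85 CPM (SD, n = 3) and 5.67 ± 0.415 CPM (SD, n = 3) at these stages. For her4.4 (ENSDARG00000009822) it was 6.22 ± 0.731 CPM (SD, n = 3), 4.37 ± 0.144 CPM (SD, n = 3) and 0.739 ± 0.411 CPM (SD, n = 3), and for vox 7.28 ± 0.855 CPM (SD, n = 3), 2.07 ± 0.488 CPM (SD, n = 3) and 0.255 ± 0.116 CPM (SD, n = 3). Both her4.4 and vox were thus under 1 CPM at 96 hpf, while pax6b and meox1 were not.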

Many of these TF were highly expressed at 24 hpf or 48 hpf, but had little or no expression at 96 hpf (*pax6b*, *meox1*, *her4.4*, *vox* on Fig. 4d), consistent with their role during early cell specification processes. An analysis of the 1084 genes involved in the neurogenesis process (GO:0022008) confirmed that many neuronal genes were mis-regulated after chronic exposure, especially at 5 mGy/h and 50 mGy/h (Supplementary Fig. S7). 

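The proneural gene list, which includes neurog1 and pax6 genes, fell by a mean log2 fold change of 0.45 at 5 mGy/h in 24 hpf embryos, with 16 of 21 genes lower (camera adjusted p = 0.0356), and by 0.41 at 50 mGy/h, with 15 lower (adjusted p = 0.00444). In 48 hpf larvae it fell by 0.38 and 0.54 (camera adjusted p = 0.00444 and 2.5e-05). The list of Notch and neural progenitor genes fell at 24 hpf, by 0.50 at 5 mGy/h and 0.33 at 50 mGy/h (camera adjusted p = 0.00160 and 8.65e-04), and rose at 48 hpf, by 0.54 and 0.47, with 24 and 25 of 29 genes higher (adjusted p = 4.79e-11 and 1.22e-06). Among the 45 neuronal differentiation and synapse genes, 21 passed the DEG threshold at 48 hpf and 50 mGy/h with p-values adjusted over the list alone, and 8 with the adjustment over all genes.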

Together, these data suggest that the developmental programs regulating muscle and central nervous system development are impaired in embryos and larvae exposed to 5 and 50 mGy/h, and to a lesser extent at 0.5 mGy/h.

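The myogenesis list changed by a mean log2 fold change of 0.32 at 5 mGy/h and 0.30 at 50 mGy/h at 24 hpf (camera adjusted p = 0.0794 and 0.129). In both comparisons its genes went in both directions, 9 of 19 higher at 5 mGy/h and 10 at 50 mGy/h, and 6 and 7 of them were DEG. The muscle contraction list changed by -0.11 and -0.22 (camera adjusted p = 0.364 and 0.0179), with 20 and 22 of 38 genes lower. With the controls of all batches pooled these means took the opposite sign, 0.17 and 0.047. From the enrichments among DEG and TF and the patterns of single regulators, the paper proposes that chronic irradiation impairs the developmental programs of muscle and the central nervous system, less so at the lowest dose rate.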

**Figure 4:**
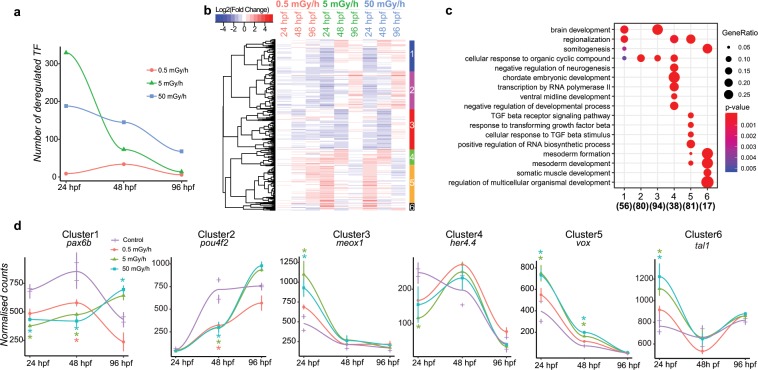
(**a**) Number of transcription factors (TF) with significant deregulation (|fold change| ≥ 1.5 and adjusted p-value < 0.01) over developmental time at three different dose rates. (**b**) Hierarchical clustering of 462 TF misregulated in at least one comparative analysis. Blue indicate downregulation, white no change and red upregulation, as compared to control conditions. Clusters of co-regulated genes are indicated at the right from 1 to 6. (**c**) GO enri**c**hment of TF classified in 6 different clusters. Cluster number are indicated below, the total number of deregulated TF in each GO term in brackets. (**d**) Expression patterns (as normalised count) of key master regulators during development using loess smoothed conditional means. Cluster numbers are indicated at the top. *|fold change| ≥ 1.5 and adjusted p-value < 0.01.

### TF binding sites analysis and proteomics coherently highlight impacts on neurogenesis and muscle development

The global analysis of expression data suggests that the development of the central nervous system and the muscles of embryos exposed to chronic irradiation are impaired. During embryogenesis, master transcriptional regulators orchestrate the expression dynamic of many genes and are central in the regulation of gene regulation networks. Genes with altered expression can be used to predict the master transcriptional regulators that drive changes in gene expression^17^, thereby pin-pointing the key transcriptional processes affected by chronic exposure to IR. To do so, we analysed the promoter of all deregulated genes at 24 hpf, 48 hpf and 96 hpf, focusing on the highest dose rate of 50 mGy/h as this exposure leads to many DEG (required for such promoter analysis) and displays very similar transcriptomics responses compared to 5 mGy/h. 

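A direct test of 50 mGy/h against 5 mGy/h within batch I17 found 0 DEG among 18358 genes at 24 hpf, where 1146 genes had an unadjusted p under 0.05, and 0 among 19802 genes at 48 hpf, with 615. At 96 hpf, 12 of 20378 genes were DEG, all lower at 50 mGy/h, and 764 had an unadjusted p under 0.05. DESeq2 found 0, 2 and 27 DEG in these comparisons. The samples numbered 3 against 3 at 24 hpf, and at the later stages 1 of the groups had 2 samples.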

We found that DNA binding sites of key TF involved in neurogenesis (HEY1, HES1, REST, ASCL1, NEUROG2, POU4F2), synaptogenesis (MEF2 family) and myogenesis (MEOX1) were highly enriched in the promoters of DEG at all stages (Fig. 5). We also noted that retinoic acid responsive elements (RARE), specific to the RA pathway, were also enriched in the promoters of DEG (Fig. 5). To confirm potential binding of TF on the promoter of DEG, we compared the list of potential transcriptional targets identified for HES1 and MEF2 in our study, to the ChIP-Seq data availed in ENCODE project^31^. From the initial 865 DNA-binding sites identified *in silico* for HES1 in our promoter analysis, 166 (20%) were *bona fide* transcriptional targets detected by ChIP-Seq experiments. Similarly, 79 out of 311 binding sites identified *in silico* (25%) were also detected in MEF2B ChIP-Seq data.

**Figure 5:**
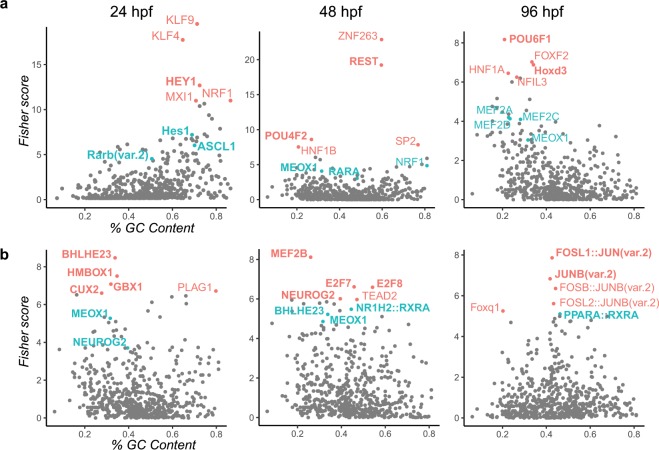
(**a**) Transcription factor binding sites enrichment in the promoters of upregulated genes, and (**b**) in downregulated genes at 24 hpf, 48 hpf and 96 hpf, after exposure to 50 mGy/h. Top 5 enriched transcription factor binding sites are indicated in red, and other binding sites of interest, near the limit of significance, in blue. Master regulators involved in neurogenesis, myogenesis, synaptogenesis and RA pathways are highlighted in bold.

To further characterise the impacts of chronic irradiation stress observed at the transcriptomics scale, we performed a global analysis at the protein level by a proteomics analysis. This analysis was focused on the 96 hpf larvae exposed at the two highest dose rates, as the required protein quantities were limiting for the earlier developmental stages and the 0.5 mGy/h conditions had only mild effects (based on the transcriptomics data). We found respectively 56 (Supplementary Table T7) and 88 (Supplementary Table T8) differentially expressed proteins in 96 hpf larvae exposed at 50 mGy/h and 5 mGy/h (Fig. 6a,b). The molecular pathways significantly enriched in the proteomics data (p-value from Fisher’s exact test < 0.01) were all related to neurogenesis, somitogenesis, synapse organisation and vitamin A metabolic processes (Fig. 6c). We could not find any direct significant correlations between proteins and mRNA expression (data not shown), as already described in previous multi-omics data^32^.

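Proteins of Supplementary Tables T7 and T8 were matched to genes by symbol, 39 of 56 and 58 of 88, of which 38 and 57 were tested in the mRNAseq data at 96 hpf. The main text and the tables' headings assign the tables to dose rates in opposite ways, so each was compared with both. The Spearman correlation of protein and mRNA fold changes for Supplementary Table T7 was -0.0873 at 5 mGy/h (two-sided permutation test with 100000 resamples, p = 0.599) and -0.0373 at 50 mGy/h (permutation p = 0.823). For Supplementary Table T8 it was -0.110 (permutation p = 0.414) and -0.00538 (permutation p = 0.968). The Benjamini-Hochberg adjusted p was 0.968 for each of the 4 correlations, which are across genes and not across independent replicates. At most 2 of the matched genes in a table were DEG.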

**Figure 6:**
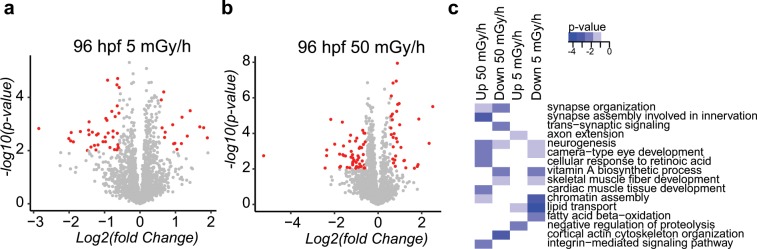
Volcano plots of deregulated proteins in 96 hpf larvae exposed (**a**) at 5 mGy/h and (**b**) at 50 mGy/h. Proteins with significant expression change (|fold change| ≥ 1.5 and p-value < 0.01) after IR exposure are highlighted in red. (**c**) Heatmap of GO terms enriched in the proteomics data. Significant p-values (Fisher’s exact test) are in blue (< 0.01) and non-significant p-value in white.

### Alteration of gene expression patterns and disruption of muscle ultrastructure

As the molecular data points coherently towards impairments of neurogenesis and muscle development after exposure to low dose rates of IR, we investigated if progenitor cell populations could be altered in the developing central nervous system (neural tube) and muscles (called somites in embryos) of zebrafish embryos. Whole mount RNA *in situ* hybridization analysis was produced on 24 hpf embryos (n = 10), a stage at which both neuronal and muscle progenitors are present. At 24 hpf, *her4.4* labels two strips of neuronal progenitors flanking the central canal in the hindbrain (the most posterior part of the anterior forebrain). 

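At 24 hpf, her4.4 measured 4.59 ± 1.11 CPM (SD, n = 3) in embryos exposed at 0.5 mGy/h, against 6.66 ± 1.29 CPM (SD, n = 5) in their controls of batch I32, a log2 fold change of -0.54 (standard error 0.18, edgeR adjusted p = 0.160). At 5 mGy/h it measured 2.72 ± 0.0935 CPM (SD, n = 3) and at 50 mGy/h 3.71 ± 2.19 CPM (SD, n = 3). The log2 fold changes were -1.19 (standard error 0.31, edgeR adjusted p = 0.0126) and -0.76 (standard error 0.30, adjusted p = 0.0861). Every sample at 5 mGy/h was below every control, while the groups overlapped at the other dose rates. The edgeR test called none of the 3 changes, and DESeq2 called that at 5 mGy/h (adjusted p = 0.00295). Its counts, from 66 to 347 per sample of batch I17, were well above the 3 counts taken as the floor.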

We observed gaps and irregular expression of *her4.4* along the central canal in the hindbrain of exposed embryos at the three dose rates (Fig. 7a), which is consistent with the downregulation of *her4.4* observed by mRNAseq at 24 hpf (Fig. 4d). Differentiating muscle progenitors are labelled in control embryos by *myog* in a well-defined chevron-shape pattern characteristic of developing somites. After exposure to 50 mGy/h, we detected ectopic *myog* positive cells located more anteriorly in the trunk compared to control (Fig. 7b). We could not detect such ectopic expression at 5 mGy/h and 0.5 mGy/h, but observed irregular expression of *myog* (asterisks in Fig. 7b) which suggests that somites have lost their classical chevron-shape.

**Figure 7:**
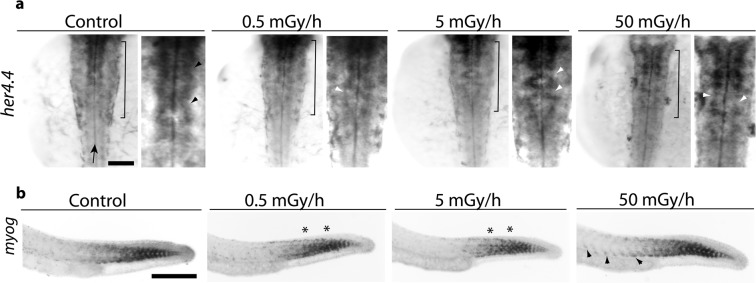
Whole mount RNA *in situ* hybridization on 24 hpf embryos. (**a**) Dorsal view of embryos oriented with anterior (head) towards to the top. Right pictures are higher magnifications of area indicated in the rhombencephalon by the black brackets. Black arrow indicates the position of the central canal. Black arrow heads indicate the position of *her4.4* positive neuronal progenitors flanking the central in control embryos and white arrow heads missing progenitors in exposed embryos. (**b**) Lateral view of 24 hpf embryos labelled with *myog*, anterior to the left. The black arrow heads indicate ectopic expression of *myog* in somites located in the anterior part of the trunk at 50 mGy/h. * Indicates the position of mis-shaped somites in the trunk. Scale bares: 200 µm.

We then performed an analysis of the muscle fibres and neuromuscular junctions at later developmental stage by transmission electron microscopy (TEM), in 96 hpf larvae. Sarcomeres, the structural unit of muscles, are organized in a regular succession of A and Z-bands in control larvae. In addition, we could detect well-defined t-tubules and the two flanking cisterna of the sarcoplasmic reticulum (Fig. 8a). In contrast, a frequent swelling of the Z-bands and detachments of the myofibers were detected in larvae exposed at 50 mGy/h and 5 mGy/h (Fig. 8a). In addition the cisterna of the sarcoplasmic reticulum were not well shaped at 50 mGy/h but looked normal at 5 mGy/h (Fig. 8a). No effects were detected in the striated muscles at 0.5 mGy/h. Myofiber damages observed by TEM were classified into three categories: no damage, moderate or extensive damages. A significantly higher proportion of damaged myofibers (Pearson’s Chi-squared test adjusted by the Holm method, adjusted p-value < 10^−10^) was detected by TEM in larvae exposed to 5 mGy/h and 50 mGy/h compared to control larvae (Fig. 8b).

**Figure 8:**
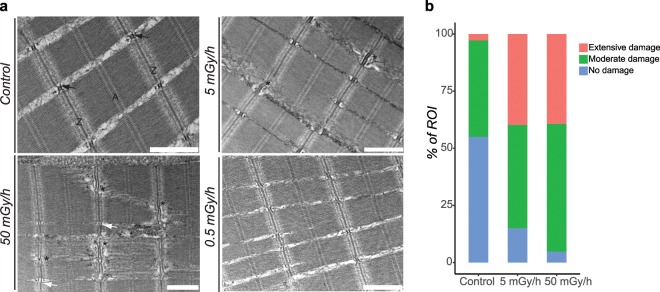
(**a**) Transmission electron microscopy of muscles in 96 hpf larvae. A and Z bands of sarcomeres are indicated. * Indicates altered myofibers. Arrows indicate the triads constituted of t-tubes and the two flanking cisterna of the sarcoplasmic reticulum (black: normal, white: deformed). Scale bares: 1 µm. (**b**) Categorization and quantification of myofiber damage. The percentage of TEM images defined as ROI (region of interest) displaying normal or damaged (moderate or extensive) myofibers was computed from at least 21 independent ROI in triplicate (n > 71 for each group).

## Discussion

We analysed the biological effects of chronic exposure to IR at 0.5 mGy/h, 5 mGy/h and 50 mGy/h on zebrafish development at multiple levels of biological organisation. At the individual level, we observed a decrease of larval motility at 120 hpf at all dose rates during the dark phase of the larval motility test. Previous studies suggested that locomotion is strongly increased during this phase, allowing the detection of fine effects on photokinesis driven by deep-brain photoreceptors^33,34^. In addition to this effect on larval locomotion, we found subtle but significant changes in embryonic and cardiac activities at 24 hpf and 48 hpf respectively. By using TEM analysis on the striated muscles of 96 hpf larvae, we could observe myofiber disruptions and malformed sarcoplasmic reticulum at 5 mGy/h and 50 mGy/h. Muscle contraction being dependent on functional sarcoplasmic reticulum, these results suggest that neuromuscular functions could be impaired after exposure to IR at 5 mGy/h and 50 mGy/h. In favour of such hypothesis, the transcriptomics data showed that zebrafish genes mediating Ca^2+^ release in the sarcoplasmic reticulum, such as *ryr3* and *tnnt2d* were significantly downregulated (fold change < 2 and adjusted p-value < 0.01) in 24 hpf embryos at 5 mGy/h and 50 mGy/h. 

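In controls at 24 hpf, ryr3 (ENSDARG00000071331) measured 106 ± 11.2 CPM (SD, n = 3), against 48.9 ± 3.57 CPM (SD, n = 3) at 5 mGy/h and 42.8 ± 14.8 CPM (SD, n = 3) at 50 mGy/h. Its log2 fold changes were -1.11 (standard error 0.21, edgeR adjusted p = 0.00268) and -1.31 (standard error 0.21, adjusted p = 0.00128). For tnnt2d (ENSDARG00000002988) expression was 12.3 ± 2.41 CPM (SD, n = 3) in controls, 4.88 ± 0.565 CPM (SD, n = 3) at 5 mGy/h and 5.59 ± 1.90 CPM (SD, n = 3) at 50 mGy/h, with log2 fold changes of -1.33 and -1.15 (edgeR adjusted p = 0.00181 and 0.00445). Every exposed sample was below every control for both genes, which 3 samples against 3 give with an exact permutation p of 0.1, the smallest possible. At 48 hpf and 96 hpf neither gene was a DEG, and ryr3 was above controls by 0.58 at 48 hpf and 50 mGy/h (edgeR adjusted p = 0.0545), a call under DESeq2.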

An alteration of myosin filaments at 0.03 mGy/h and 23.75 mGy/h has already been observed after exposure of zebrafish embryos^13^, which is in accordance with our results that show disruption of myofibers by TEM. However, the direct links between altered neuromuscular junctions, somitogenesis defects and decreased larval locomotion remain to be clearly established.

At the molecular and cellular levels, we found that the biological processes of neurogenesis and muscle development were affected at dose rates as low as 0.5 mGy/h. In a precedent transcriptomics analysis of acute exposure of 26 hpf zebrafish embryos to high dose of IR (> 1 Gy), Freeman *et al*. showed misregulation of few genes involved in neurogenesis and cardiovascular development^23^. In the field of low dose rates, a recent study evaluated the effect of IR at 0.54 mGy/h and 10.9 mGy/h on 5.5 hpf embryos and showed that major developmental signalling pathways like Notch, RA signalling and apoptosis, were impaired during early zebrafish embryonic development^14^. However, this transcriptomics analysis was made after relative short irradiation time (5.5 hpf), and on developmental stage (mid-epiboly embryos) where the three embryonic layers (ectoderm, endoderm and mesoderm) are present but no cell-type specifications (such as neurogenesis or myogenesis) occurred yet. The developmental consequences of early perturbations in Notch or RA signalling on neurogenesis were thus not directly assessed in this study. Our analysis extend those findings in the field of chronic low doses and provides a deeper mechanistic understanding of the motility effects observed at the individual level. Our data provide evidence that both neuronal and muscle development are affected at stages where these processes are ongoing (24 hpf to 96 hpf). However, in contrast to Hurem *et al*.^14^, we did not detect drastic phenotypes such as embryonic deformities or mortality in zebrafish embryos exposed at dose rates as high as 50 mGy/h (total absorbed dose = 1.2 Gy at 24 hpf). Other studies that used either acute^35,36^ or chronic^13^ exposures to similar dose of IR did not detect strong developmental defects, in accordance with our data. Such discrepancy at the individual level could be due to differences in the maintenance of zebrafish embryos during the exposure to IR (for instance presence or absence of methylene blue in the embryos medium) or to the use of different gamma-sources (^60^Co and ^137^Cs).

Our transcriptomics analysis showed that only 5.6% of the DEG (78 genes) were common to all dose rates in 48 hpf larvae, while this number dropped to less than 1% at 24 hpf and at 96 hpf. 

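As a share of the genes called at any dose rate, the DEG common to all dose rates made up 0.0979% at 24 hpf and 0% at the later stages with edgeR, and 0.350%, 5.73% and 0.560% with DESeq2. At 48 hpf, 10.0% of the genes called with edgeR were DEG at 5 and 50 mGy/h only, and 0.971% of those called at 0.5 mGy/h or 50 mGy/h were shared by these 2 dose rates.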

We demonstrated that the criterion used to define DEG in our transcriptomics study (|fold change| ≥ 1.5 and adjusted p-value < 0.01) is robust, since we could validate down or up-regulation by qRT-PCR and RNA *in situ* hybridization. The GO term analysis of genes deregulated in common in all conditions at 48 hpf showed that neuronal development, apoptosis and steroid hormone signalling (which includes thyroid hormones, vitamin D, and RA^37^) were impacted at dose rate as low as 0.5 mGy/h.

The study of TF expression profiles is commonly used as a fingerprint of gene regulatory networks activity that can predict adverse outcomes observed at higher organisational levels. In our study the molecular profiling of TF highlighted similar molecular responses at 5 mGy/h and 50 mGy/h for all developmental stages analysed. In comparison the transcriptomics effects at 0.5 mGy/h were moderate, but neurogenesis effects were still detected at the molecular level. 

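In samples exposed at 0.5 mGy/h, the list of neuronal differentiation and synapse genes had a mean log2 fold change of -0.16 at 24 hpf (28 of 43 genes lower, camera adjusted p = 0.0428), -0.36 at 48 hpf (42 of 45 lower, adjusted p = 1.23e-15) and -0.27 at 96 hpf (34 of 46 lower, adjusted p = 0.00424). The proneural list fell at 48 hpf by 0.23 (camera adjusted p = 0.0149), and the Notch and neural progenitor list fell at 24 hpf by 0.22 (adjusted p = 9.52e-04). The somite clock list rose at 24 hpf by 0.21 (camera adjusted p = 0.00103), but its mean was -0.041 over all mapped samples and -0.68 in the samples of batch I10 alone. In the batch I10 samples alone at 24 hpf the list of Notch and neural progenitors changed by -0.11 (camera adjusted p = 0.308) and that of neuronal differentiation and synapse by -0.028 (adjusted p = 0.874). With p-values adjusted over the neuronal list alone, 1, 5 and 0 of its genes passed the DEG threshold at the 3 stages, and with the adjustment over all genes none did. In these samples elavl4 fell by 0.79 at 48 hpf (edgeR adjusted p = 0.0268), and every exposed sample was below every control.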

The proteomics analysis on 96 hpf larvae exposed to 5 mGy/h and 50 mGy/h confirmed our transcriptomics data, as neurogenesis, muscle development and RA signalling were also perturbed at the protein level. Perturbations in synapse organisation were highlighted in the proteomics and the transcriptomics data at 96 hpf and 48 hpf respectively. In addition, the TFBS analysis demonstrated the enrichment of MEF2 DNA binding sites in the promoter of the DEG of the 96 hpf larvae exposed at 50 mGy/h, a gene family is involved in the development of inhibitory and excitatory synapses in the brain of mouse embryos^38^. It is thus possible that synaptogenesis is impaired in the IR exposed 96 hpf zebrafish larvae. Caution must be taken to TF binding site prediction as it is prone to false positive discovery, but the high overlap (> 20%) between TF binding sites prediction and human ChIP-Seq data from the ENCODE project supports the notion that the transcriptional responses to IR could contain direct transcriptional targets of MEF2 or HES1.

RA signalling was perturbed at different levels in our global analysis. Indeed, the transcriptomics data showed a deregulation of the RA pathway at the gene level (Supplementary Fig. S8) and we found an enrichment of RARE in the promoters of DEG. In addition, vitamin A metabolic process, a synonymous term for the RA pathway, was also enriched significantly in the functional analysis of the proteomic data in 96 hpf larvae at 50 mGy/h and 5 mGy/h. These three pieces of evidences strongly suggest that RA signalling is impacted by chronic exposure to IR at 5 mGy/h and 50 mGy/h. 

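Supplementary Fig. S8 names 12 genes of the RA pathway, which matched 16 genes in the counts. As a list they changed by a mean log2 fold change of 0.20 at 5 mGy/h and 0.13 at 50 mGy/h at 24 hpf (camera adjusted p = 0.142 and 0.306), and fell at 96 hpf, by 0.35 at each dose rate, with 12 of the 16 lower (camera adjusted p = 2.19e-04 and 0.00182). At 24 hpf and 5 mGy/h, aldh1a2 (ENSDARG00000053493), rdh1 (ENSDARG00000017882) and the gene named dhrs3 with the identifier ENSDARG00000044803 were DEG, with log2 fold changes of 0.68, 1.05 and 0.75 (edgeR adjusted p = 0.00710, 0.00868 and 0.00509). No gene of the list was a DEG at 48 hpf or 96 hpf. The largest falls at 96 hpf were those of bco2l (ENSDARG00000027620), -0.99 and -1.11 (edgeR adjusted p = 0.0219 and 0.0150), dhrs9 (ENSDARG00000019260), -0.89 and -1.04 (adjusted p = 0.0653 and 0.0279), and rdh1, -0.80 and -1.03 (adjusted p = 0.0564 and 0.0181). DESeq2 called these genes at both dose rates. Of the other members, bco1 (ENSDARG00000104256), rdh5 (ENSDARG00000008306), apc (ENSDARG00000058868) and kdm1a (ENSDARG00000060679) had log2 fold changes at 24 hpf and 50 mGy/h of -0.43, -0.66, -0.72 and 0.22, none of them a DEG under edgeR. The symbols crabp1, dhrs3 and rpe65 each name more than 1 identifier in the counts, and which of them the figure shows is not stated in the paper's text.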

RA signalling was also deregulated in the transcriptomics data gained at 0.5 mGy/h, but changes in gene expression were milder compared to the two highest dose rates. 

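The same list had a mean log2 fold change of 0.22 at 0.5 mGy/h and 96 hpf, with 11 of 16 genes higher (camera adjusted p = 0.0258), the opposite direction to that at the higher dose rates. None of its genes was a DEG at 0.5 mGy/h at any stage. The crabp1 gene with the identifier ENSDARG00000045926 changed there by 0.74 (edgeR adjusted p = 0.222).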

From these we can conclude that RA signalling, neurogenesis and somitogenesis are impaired in embryos exposed to dose rates higher than 5 mGy/h for a duration of at least 24 hpf. 

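At 24 hpf and 0.5 mGy/h, the RA list changed by a mean of 0.079 on the log2 scale, with 10 of 16 genes higher (camera adjusted p = 0.155). The change of rdh10b was 0.28 (standard error 0.090, edgeR adjusted p = 0.153), with every exposed sample above every control, and it was -0.15 in the samples of batch I10 alone.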

Lower dose rate (0.5 mGy/h) or shorter exposure time to IR led also probably to RA deregulation, as observed in our transcriptomics data at 24 hpf and as proposed in Hurem *et al*. on 5 hpf embryos^14^, but further functional analysis on RA signalling and its alteration by IR are needed to clearly establish a direct impact on neurogenesis and somitogenesis.

The RA pathway is a well-known morphogen involved in the anteroposterior patterning of the neural tube^39^ and its function is conserved among vertebrates. Another crucial role of RA is the control of primary neurons number in the spinal cord of fish and amphibians, which forms a neuronal circuit to coordinate escape movements and are thus crucial for larval survival after hatching^40–42^. The deregulation of the RA pathways could thus be one mechanism linking neurogenesis defects and the impairment of embryonic activities at 24 hpf and larval locomotion observed in our study. The RA pathway is also involved in somitogenesis^43^ and in neurites outgrowth^44^. Interestingly, evidences are also accumulating to link reduced or increased RA signalling with developmental defects like microcephaly and craniofacial malformations^45,46^. It is thus likely that the deregulation of this pathway can lead, at least in parts, to the congenital effects observed in exposed fetus in Chernobyl and Fukushima Daiichi. To investigate this possibility, it will be very interesting to raise the chronically irradiated zebrafish embryos to later developmental stages in order to study their brain size as well as the possible induction of apoptosis and DNA repair markers that could lead to cognitive dysfunctions and impairment of learning capabilities.

During neurogenesis, Notch-mediated lateral-inhibition plays a central role in the selection of undifferentiated progenitors to become committed neurons. In vertebrate embryos, the inhibition of the proneural genes *neurog1* and *ascl1*, which direct progenitors towards the neuronal fate, is mediated by transcription factors of the Hairy/Enhancer of Split family^47,48^. In addition, *her4* has another role during development as it is involved in the establishment of peripheral neuron projections in the trigeminal ganglion^49^. Our transcriptomics data showed that the *her4* family members (*her4.1, her4.2, her4.3* and *her4.4*) are downregulated (all fold change < −2 and adjusted p-value < 0.05) in 24 hpf embryos. 

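The her4 genes are close paralogs, and reads that fit more than 1 of them equally well are not in the counts. The identifier ENSDARG00000056729, called her4.2 here, is also named her4.5, which the paper does not list. At 24 hpf and 5 mGy/h, her4.1 (ENSDARG00000056732) had a log2 fold change of -1.94 (standard error 0.43, edgeR adjusted p = 0.00631), and the genes named her4.2 had -1.51 (ENSDARG00000094426, adjusted p = 0.0210) and -1.47 (ENSDARG00000056729, adjusted p = 0.0238). A change of -1.73 for her4.3 (ENSDARG00000070770) had an edgeR adjusted p of 0.0678 and rested on 4 to 38 counts per sample of batch I17. At 50 mGy/h, the 3 samples spread more widely. The log2 fold changes of her4.1, her4.2 (both identifiers) and her4.3 were -0.62, -0.60, -0.46 and -0.39 (edgeR adjusted p = 0.282, 0.324, 0.453 and 0.664). With controls of all batches pooled, her4.3 at 50 mGy/h took the opposite sign, 0.85. At 0.5 mGy/h, her4.1 changed by -1.05 and her4.2 by -1.06 (ENSDARG00000094426; edgeR adjusted p = 0.0572 and 0.0262), and the second her4.2 identifier was a DEG (adjusted p = 0.00872), while her4.3 had too few counts for a test.

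**Figure D3:**
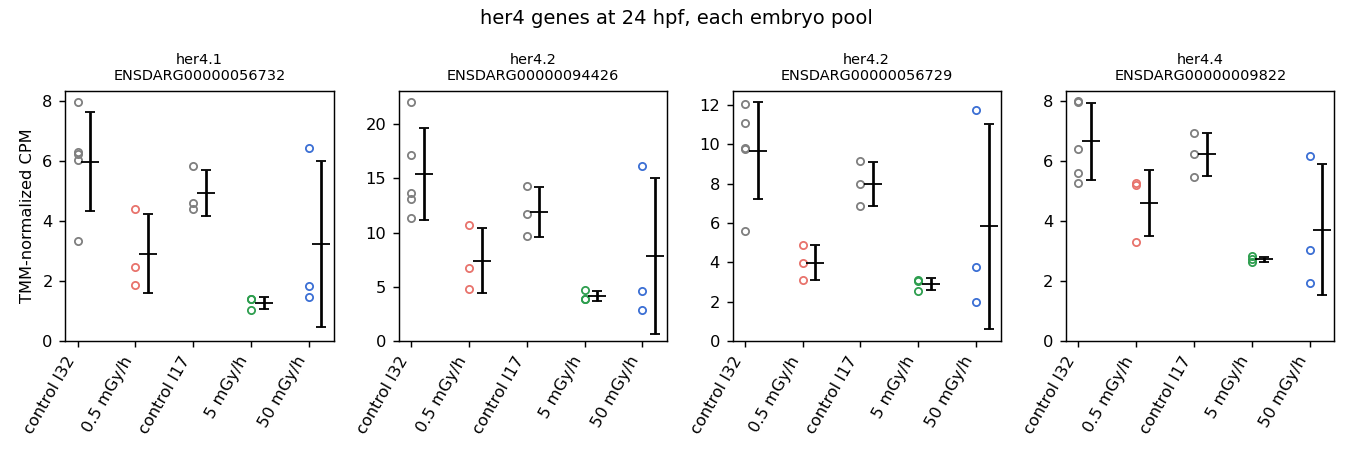
Expression of her4.1, her4.2 (2 identifiers) and her4.4 in each 24 hpf sample, as CPM after TMM scaling, with bars for mean and SD. The identifier ENSDARG00000056729 is also named her4.5. At 5 mGy/h the 3 samples lie below the 3 controls of batch I17 for these 4 genes, and at 50 mGy/h they overlap with them.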

By using whole mount *in situ* RNA hybridization, we found *her4.4* downregulation in groups of cells close to the central canal at all dose rates. The function of these cells is not known, but their location near the central canal suggests that they could be neuronal progenitors, and that IR could interfere with their differentiation into functional neurons. IR can also have an effect on neuronal migration. For instance, *in utero* acute irradiation of rat lead to ectopic neural populations in the cerebral cortex and hippocampus^50^. The disruption of expression pattern of *her4.4* observed in our study could thus be linked to an effect of IR on neuronal migration, but further studies (for instance by immunostaining of different neuronal populations by sox2, blbp and neuN) are required to better characterise this phenotype.

Interestingly, other members of the Hairy/Enhancer of Split family were, in contrast to the *her4* family, upregulated at 24 hpf after exposure to lR, for instance *her1* and *her7* (fold change < −2 and adjusted p-value < 0.05). These genes also function downstream of Notch-signalling but are necessary for the somite clock: the genetic network that regulates somite patterning in a time-dependant manner^51^. 

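At 24 hpf, her1 (ENSDARG00000014722) rose from 0.459 ± 0.00616 CPM (SD, n = 3) in controls to 3.51 ± 1.38 CPM (SD, n = 3) at 5 mGy/h and 2.94 ± 0.321 CPM (SD, n = 3) at 50 mGy/h. Its log2 fold changes were 2.93 (standard error 0.30, edgeR adjusted p = 7.96e-05) and 2.67 (standard error 0.30, adjusted p = 1.33e-04). For her7 (ENSDARG00000017917) the changes were 2.83 and 2.77 (edgeR adjusted p = 4.53e-04 and 4.98e-04). With each replicate left out in turn, the change of her1 at 5 mGy/h stayed between 2.62 and 3.18. A shift in developmental timing was not separated from these rises. At 0.5 mGy/h the changes were 0.47 and 0.65 (edgeR adjusted p = 0.282 and 0.222). After 24 hpf both genes had too few counts for a test.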

The analysis of *myogenin* (*myog*) expression pattern, a key TF during muscle development, highlighted clear ectopic expression in anterior parts of the trunk at 50 mGy/h, where *myog* should not be expressed anymore, irregular expression of *myog* at 0.5 mGy/h and 5 mGy/h. A significant overexpression of *myog* was detected in the mRNAseq data at 50 mGy/h, which is consistent with the supernumerary *myog* cells observed by RNA *in situ* hybridization. These observations on gene expression in the neural tube and somites are coherent with the impairments of the genetic networks regulating neurogenesis and muscle development observed at the molecular levels.

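At 50 mGy/h and 24 hpf, myog measured 95.7 ± 21.9 CPM (SD, n = 3), a log2 fold change of 1.81 (standard error 0.20, edgeR adjusted p = 1.13e-04). Every exposed sample was above every control, and with each replicate left out in turn the change stayed between 1.63 and 1.99. At 0.5 mGy/h it was 0.21 (edgeR adjusted p = 0.483), with overlapping groups.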

The integration of the multi-level data acquired in this study highlights that RA signalling is a major pathway perturbed during embryonic development after chronic exposure to IR. In the AOP framework we can thus propose that the disruption of RA signaling could be a major key event leading to the perturbation of somitogenesis and neurogenesis with harmful consequences on cognition and behavior.

## Material and Methods

### Animal experimentation and ethics

Animals were housed in the IRSN animal facilities accredited by the French Ministry of Agriculture for performing experiments on live zebrafish. Animal experiments were performed in compliance with French and European regulations on protection of animals used for scientific purposes (EC Directive 2010/63/EU and French Decret 2013–118). All experiments were approved by the Comité d’Ethique en Expérimentation Animale at the Institut de Radioprotection et de Sûreté Nucléaire (C2EA, IRSN, France) and authorised by the French Ministry of Research under the reference APAFIS#11488. Six to 9 month-old adults wild-type zebrafish (*Danio rerio*) of the AB strain were provided by Amagen (Gif-sur-Yvette, France). Fish were maintained under constant conditions in a ZebTEC system (Techniplast, France) at 28 ± 1 °C, 350–450 µS/cm, pH 7.5 and 12/12 h dark-light cycles. Fish were fed three times per day with TetraMin tropical fish food flakes (Tetra Werke, Germany). Health was monitored by daily inspection. Males and females were kept separated in 8 L tanks, 20 fish per tank, until mated. Males and females were kept separated in the same 1.7 L breeding tank (Beach Style Design, Techniplast, France) the night before mating, keeping the temperature constant at 28 ± 1 °C during the reproduction. Couples were mated the next morning during 15 min in fresh water. Eggs from all clutches were pooled and grown in 25 mL embryo medium (60 mg/L Instant Ocean, 0.01% (w/v) of methylene blue) under constant temperature (28.5 ± 0.2 °C) and dark-light cycles in MIR-154 incubator (Panasonic). Viable embryos were grown up to 120 hpf, reporting embryonic mortality daily. All experiments were conducted with a percentage of fertilization > 80%.

### Irradiation and dosimetry

Embryos were chronically exposed to gamma irradiation from the four-cell stage (1 hpf) up to 120 hpf by a ^137^Cs source of 370 GBq (Framatome ANP, Pierrelatte, France) in the MICADO experimental irradiation facility (IRSN, Cadarache, France). Clutches from 20 couples were polled and 50 fertilized embryos placed in 25 mL of 60 mg/L Instant Ocean, 0.01% (w/v) of methylene blue. Each condition consisted of three dishes (technical replicates), and the whole irradiation process was performed independently at least 3 times (three biological replicates). Non-fertilized eggs (coagulated eggs) were removed under the binocular at 24 hpf. Data loggers were placed in the MIR-154 incubators (Panasonic) in order to measure temperature stability during irradiation. Absorbed dose rates in 100 mm diameter Petri-dish containing 25 mL of fish water and air kerma rates were computed with the Monte-Carlo N-Particle transport code (MCNPX version X-24E). Operational dosimetry with radio-photoluminescent dosimeters (RPL, GD-301 type, Chiyoda Technol Corporation Japan) was used to confirm the simulations of the exposure to dose rates of 50 mGy/h, 5 mGy/h and 0.5 mGy/h and monitoring the radiation exposure. The effective dose rates were 46.80 ± 0.98 mGy/h, 5.13 ± 0.02 mGy/h and 0.48 ± 0.00 mGy/h (Supplementary Table T1). For hatching tests, homogeneous dose rate within 96 plates was checked, as before, for the three doses by MCNP computations followed by operational dosimetry with radio-photoluminescent dosimeters.

### Sequencing libraries preparation and data generation

Sequencing libraries were prepared from 1 µg of total RNA (extracted as described in Supplementary Material and Methods) with stranded TrueSeq mRNA version 2 kits and unique dual indexes from Illumina following manufacturer instructions. cDNA integrity, quality and concentration were assessed on DNA 1000 Chips (Bioanalyzer 2011, Agilent). Libraries were multiplexed at 2 nM and run on a NovaSeq. 6000 to produced 50 bases long paired-end reads at the Clinical Research Sequencing Platform (Broad Institute, MIT, United States).

### Transcriptomics data analysis

Quality over read length, duplication rates, insert size, adaptors contamination, nucleotide composition and mapping rates were controlled for each sample with an in house Perl script wrapping fastqc v0.11.5 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), cutadapt v1.10^52^ and Picard v2.5.0 (http://broadinstitute.github.io/picard/). Raw reads were subjected to quality selection (Phred score Q > 30) and adapter trimming with Trimgalor v0.4.2. Between 77–132 millions of good quality reads were produced for each sample (Supplementary Table T2). Trimmed reads were mapped against the GRCz11 zebrafish reference genome using RNA-STAR v020201^53^, with the known exon-exon junctions from Ensembl release 95^54^. For all samples, the percentage of uniquely mapped reads against the reference genome was > 70%, aligned pairs duplication level < 0.7% and percentage of adapters < 0.1%. Details on Phred quality over read length, mapping statistics against the zebrafish genome and %GC are provided in Supplementary Fig. S2. Hierarchical clustering of the variance stabilized expression data was produced with Pearson’s correlation and complete-linkage method. Potential outliers were removed in order to increase the power of the differential analysis. This led to the selection of 46 samples from the original set of 53 samples (Supplementary Fig. S1). Transcriptomics data were analysed in R using rlog normalised expression data and differential expression analysis obtained with DESeq. 2 v1.22.2^55^. Genes with |fold change| ≥ 1.5 and adjusted p-value < 0.01 (False Discovery Rate) were considered as differentially expressed. Hierarchical clustering of normalised expression data (rlog) or fold changes from DESeq. 2 were made with the R package *hclust* using Pearson’s correlation and the complete-linkage method.

### Functional enrichments of transcriptomics data

Gene ontology (GO)^56^ and KEGG^57^ functional enrichments were performed using the R packages *topGO*^58^ and *clusterProfiler*^59^. Enrichments with GO were performed with the zebrafish deregulated genes obtained from DESeq. 2. For KEGG analysis, we used the human gene orthologues with at least 30% homology using *biomaRt*^60^. Enrichments with p-value from Fisher’s exact test < 0.01 were considered significant. MA-plots, heat maps, histograms and Venn diagrams were produced using the R package *ggplot2*^61^. Selection of genes involved in the RA pathway were fetched with *biomaRt* using the GO terms: retinol metabolic process (GO:0042572) and retinoid metabolic process (GO:0001523). The selection of genes involved in neurogenesis was performed the same way using the GO term: neurogenesis (GO:0022008). Selection of DNA-binding TF was made, as published before^30^, using a selection of 609 curated DNA-binding domains, except that the list was updated for Interpro v72^62^ (Supplementary Table T3). Ensembl genes identifiers for all TF mapped in GRCz11 release 95 were retrieved using *biomaRt*. A total of 462 unique TF with a significant change (|fold change| ≥ 1.5 and adjusted p-value < 0.01) in at least one comparative analysis were used for hierarchical clustering of averaged fold changes.

### Transcription factor binding site analysis

Significantly (|fold change| ≥ 1.5 and adjusted p-value < 0.01) up and downregulated genes after exposure to 50 mGy/h at 24 hpf, 48 hpf and 96 hpf were searched for enrichments of TF DNA binding sites in their promoter sequences. A set of 5000 randomly chosen promoters was used as background. Promoter sequences were defined as DNA genomic sequences 2 kb upstream and 50 bp downstream the transcriptional start site and were retrieved via the Perl Applied Program Interface from Ensembl release 95. The resulting promoter sequences were searched for enrichment of TFBS with OPOSSUM v3^63^ and hidden Markov matrix models from Jaspar core-vertebrate database v2018^64^. Binding sites with Z-score > 6 and Fisher-score > 3 were considered significantly enriched. ChiP-Seq data in Bed format were retrieved from ENCODE^31^ for HES1 (ENCSR091JXL) and MEF2B (ENCSR177VFS). Enriched TFBS from OPPOSOM and binding sites from ChIP-Seq data were compared at the level of genomic coordinates by fetching human orthologues of zebrafish genes and checking overlap in 2 kb promoters of each potential target gene using the R package *GenomicRanges*^65^.

### Mass spectrometry analysis

Mass spectrometry analysis were done as already described previously^66^. Briefly, peptides obtained after trypsinisation were diluted in solvent A (0.1% v/v formic acid in 2% v/v acetonitrile) and concentrated using a pre-column (C18 PepMap100, 2 cm × 100 µm I.D, 100 Å pore size, 5 µm particle size, Dionex). Peptides were separated on a reverse phase Liquid Chromatography column (PepMap RSLC C18, 50 cm × 75 µm I.D, 100 Å pore size, 2 µm particle size, Dionex). Peptides were eluted by a two steps linear gradient of 4–20% v/v acetonitrile/H_2_O, 0.1% v/v formic acid for 220 min and 20–45% v/v acetonitrile/H_2_O, 0.1% v/v formic acid for 20 min at 300 nL/min flow rate and 40 °C. Peptide ionization was performed using an EASY-Spray nanosource (2.2 kV and capillary temperature set at 275 °C), and MS spectra acquired with an Orbitrap Fusion Lumos Tribrid Mass spectrometer (Thermo Fisher Scientific) using the following settings: m/z 400–160, FWHM resolution of 120 000 (measured at 200 m/z), AGC target set at 4.105 with 50 ms Maximum Injection Time, time between Masters Scans set to 3 seconds. The more abundant precursor ions were selected for MS/MS analysis. Collision induced dissociation fragmentations at 35% were performed and analyzed in the ion trap using: “Inject Ions for All Available Parallelizable time”, maximum injection time of 300 ms, AGC target set at 4.10^3^, charge state screening enabled to include precursors with 2 and 7 charges, dynamic exclusion enabled with one repeat count and duration of 60 sec.

### Quantitative proteomics processing

Data processing was performed using MaxQuant v1.6.1.0, computing relative intensities based on label-free quantification (LFQ) with the MaxLFQ algorithm. Mass spectra and differential protein expression analysis were performed as described before using Perseus v1.6.1.3^66^. Briefly precursors ions identification was performed using the *Danio rerio* UniProt protein database (12^th^ of February 2019 with 58994 entries) supplemented with 245 proteins commonly found as contaminants and a false positive rate of 1% for protein identification. Normalised intensity LFQ were log2 transformed to obtain a normal distribution and differentially expressed proteins identified by a multiple ANOVA t-test or student t-test, controlling the false positive rate (1% with 250 permutations). |fold-change| ≥ 1.5 and p-values < 0.01 were considered as significant. Functional analysis of proteomic data was performed with topGO using zebrafish proteins identifiers.

### γ-H2AX analyses

Dechorionated 24 hpf embryos and 48 hpf larvae were fixed in 4% w/v paraformaldehyde (PAF) overnight at 4 °C and transferred in 100% v/v methanol at −20 °C until use. Samples were rehydrated in a decreasing gradient of methanol diluted in phosphate-buffered solution (PBS) v/v at 70%, 50% and 25% for 5 min each and washed 4 times 5 min in PBS +0.1% v/v Tween 20 (PBST). Embryos and larvae were permeabilized with proteinase K at 10 µg/mL for 3 and 30 min respectively, and fixed for 20 min in 4% w/v PAF at 4 °C. The samples were washed 5 times 5 min in PBST, incubated 3 hours at room temperature with blocking buffer 0.2% w/v BSA and 1% v/v DMSO diluted in PBST, and incubated at 4 °C overnight with the γ-H2AX antibody (GTX127342, GeneTex, France) diluted at 1:200 in blocking solution. The next day, samples were washed five times 15 min in PBST, and incubated 2 h at room temperature with anti-rabbit-FITC antibody (F0382, Sigma-Aldrich, France) diluted to 1:200 in PBST. After 5 washes of 5 min in PBST, nuclei were stained 1.5 h in 300 nM DAPI in PBS, washed 2 times 5 min in PBST and kept protected from light at 4 °C until confocal analysis. Image acquisition was performed using a laser scanning confocal microscope (Carl Zeiss, France) equipped with a 20x dry objective. For FITC fluorescence, excitation was set to 488 nm and emission acquired between 510/550 nm. For DAPI detection, excitation was performed at 405 nm and detection between 420/500 nm. Embryos and larvae were mounted on 35 mm imaging dish with a polymer coverslip bottom (Ibidi, Germany) and oriented laterally in a 2% w/v methyl-cellulose solution for image acquisition. Ten embryos or larvae per condition were analysed, focusing in the trunk region located above the yolk extension. Smooth filtering was applied on TIFF images in ImageJ^67^ to increase the signal to noise ratio and background subtracted for each image. An average of 50 regions of interest (ROI) were chosen per embryos or larvae in duplicated experiments. At least 1200 nuclei were detected for each condition with the ImageJ tool ROI manager, and γ-H2Ax foci counted with the ImageJ function *Find Maxima* to compute the number of positive foci per nuclei. Analyse of normality showed that these data were not normally distributed. Hence, a Kruskall-wallis test was performed followed by pairwise Wilcoxon rank sum test as post-hoc tests and p-values were adjusted by the Holm method. Adjusted p-values < 0.05 were considered as significant.

### Body length measurement

Ten 48 hpf old larvae were immobilized in 2% w/v methylcellulose with 0.02% w/v MS-222 (Sigma-Aldrich, France) in PBS 1X to avoid movement during measurement. Pictures were taken under a Nikon SMZ800 stereomicroscope equipped with a high-resolution camera (acA1300-50gm, Basler, Germany). Images analysis to measure body length were performed with DanioScope v1.1.110 (Noldus Information Technology, Netherlands) from 67 to 101 larvae per condition. After control of normality, a one way ANOVA test was performed.

### Cardiac activities

Larvae were acclimated for 30 min in the illuminated incubator (AquaLytic, Germany) at 28 ± 1 °C located in the behavioural room. Ten 48 hpf larvae immobilized in 2% w/v methylcellulose with 0.02% w/v MS-222 (Sigma-Aldrich, France) in PBS 1X to avoid movements with an acclimation step of two minutes in the behavioural room. MS-222 concentration used in the present study was about 2 times higher than the EC_50_ found for 72 hpf zebrafish larvae 1 h after exposure^68^, in order to ensure that larvae were immotile during the short time of video recording (< 3 min). All larvae swam normally when placed back in clean embryo medium. Video recording was performed under a stereomicroscope (Nikon SMZ800) connected to a high-resolution camera (acA1300-60gm, Basler, Germany). A delay of 30 sec was respected before each video acquisition to avoid stress bias. The Media Recorder Software v.4.0.542.1 (Noldus Information Technology, Netherlands) was used for recording 30 sec long videos at frame rate = 25 Hz. Analysis were performed using DanioScope Software v.1.1.110 (Noldus Information Technology, Netherlands). The cardiac frequency measurement was computed from at least 61 larvae per condition. As these data were not normally distributed, a Kruskall-wallis test was performed followed by pairwise Wilcoxon rank sum test as post-hoc tests and the p-values were adjusted by the Holm method. Adjusted p-values < 0.05 were considered significant.

### Embryonic activity and larval motility tests

For all behavioural experiments embryos or larvae were acclimated for 30 min in the illuminated incubator (AquaLytic, Germany) at 28 ± 1 °C located in the behavioural room (itself set to 28 °C). For the embryonic activity at 24 hpf, ten embryos were immobilized in 2% w/v methylcellulose in PBS to avoid drift during video recording performed under a stereomicroscope (Nikon SMZ800) connected to a high resolution camera (acA1300-60gm, Basler, Germany). A delay of 2 min was respected before each video acquisition to avoid stress bias. Media Recorder Software v.4.0.542.1 (Noldus Information Technology, Netherlands) was used for recording 5 min long videos at frame rate = 25 Hz. Analysis were performed using DanioScope Software v.1.1.110 (Noldus Information Technology, Netherlands). Burst activity, determined as the percentage of time the embryo is moving, was computed from 147 to 250 embryos per condition in triplicates.

For the visual motor test, triplicated experiments of 56 to 128 larvae (120 hpf) per condition were placed in 24 wells plates filled with 2 mL of embryo medium. Test was performed the afternoon which is the most stable period for larval activity^69^. Control and exposed larvae were placed within each plate to avoid batch effects and analysed in the DanioVision Observation Chamber coupled with the DanioVision Temperature Control Unit (Noldus Information Technology, Netherlands) set to 28 ± 0.1 °C. An acclimation period of 10 min with light off was allowed for each plate inside the DanioVision Observation Chamber. Recording of videos started to track larval motility (defined as the distance moved in mm) over 3 phases: i) 5 min with light on, ii) 5 min light off and iii) 5 min light on. Videos were recorded and analysed with Ethovision XT Software v.13.0.1216 (Noldus Information Technology, Netherland). Statistical analysis of embryonic and larval locomotor activities was made by applying a linear mixed effect model with treatments as fixed effect using the R package *nlme*. Indeed, larvae within one replicate are more similar to each other than larvae in other replicates, especially in terms of growth since the videos were not strictly taken at the same time during the day. Replicates were thus used as a random effect in the model. Permutation tests, based on the linear mixed effect model were used to compare each treatment to control. Permutation tests were made with the R package *pgirmess*. p-value < 0.05 were considered as significant.

### Transmission electron microscopic analysis

Samples preparation and TEM microscopy analysis were performed as described previously^70^. More specifically, 96 hpf larvae were individually fixed with 2.5% w/v glutaraldehyde in 0.1 M, pH 7.4 sodium cacodylate buffer for two days at 4 °C. Larvae were washed three times 5 min with the same buffer and post-fixed 1 h with 1% w/v osmium tetroxide in cacodylate buffer. Embryos were dehydrated in increasing concentrations of ethanol and embedded in monomeric resin (Epon 812, Electron Microscopy Sciences, Hatfield, USA). Sections for optical and electron microscopy of 500 nm and 80 nm respectively were obtained using an ultramicrotome UCT (Leica Microsystems GmbH, Wetzlar, Germany). TEM observations were made on 80 nm thick and 3 mm long sections mounted on copper grids. Images were taken with an electron microscope (Tecnai 12G Biotowin, Netherlands) equipped with a CCD camera (Megaview III, Olympus Soft Imaging Solutions GmbH, Germany) with an accelerating voltage of 100 KeV. At least 20 ROI were taken for each individual in triplicates. ROI were categorised for the two highest dose rates (50 mGy/h and 5 mGy/h) and control groups according to the degree of surface damage observed: no damage, moderate or extensive damage. The percentage of TEM images defined as ROI was computed from at least 21 independent ROI in triplicate (n > 71 for each group). Data being categorical, the statistical analysis was done using a Pearson Chi-squared test and the p-values adjusted by the Holm method. Adjusted p-value < 0.05 were considered as significant.

### Whole mount RNA *in situ* hybridization and image acquisition

Antisense RNA probes labelled with digoxygenin (DIG) for *her4.4* and *myogenin* were generated from 24 hpf embryos as follows. Total RNA extraction from 24 hpf embryos was performed using a TRIzol/chloroform extraction (Life Technologies), with the exception that an additional chloroform extraction step was performed before the isopropyl alcohol precipitation of nucleic acids. Reverse transcription was made using SuperScript III (Life Technologies), dNTP, polydT primers and 1 µg of total RNA following manufacturer instructions. Gene specific PCR amplification was done using Taq platinum kit (Life Technologies) with 1 µL of RT and using the primers pairs: *her4.4* forward CCTGACGGAGAACTGAACACA, *her4.4* reverse GCAGAGCAAGAATCCTTCAATGA, *myogenin* forward AGTTGGTGTGGAGCAGTTGT, *myogenin* reverse GCCTTCCTGACTGCCTTAAGT. PCR were validated by electrophoresis on 1.2% w/v agarose gel and cloned into PCRII dual promoter bacterial vector following kit instructions (TOPO TA Cloning, Invitrogen). Chemically competent TOP10′ *E. coli* (Invitrogen) were transformed with 2 µL of ligation product, plated on Petri dish with LB agar with 100 µg/mL Ampicillin and incubated over night at 37 °C. At least three colonies for each construct were picked and grown individually in liquid LB medium with 100 µg/mL of Ampicillin overnight at 37 °C. Plasmid DNA were extracted following the alkaline lysis protocol and sent for Sanger sequencing to check cDNA identity and orientation of cloning in the PCRII vector. Antisense RNA probes were generated by cutting the DNA plasmid at the 5′ end of the cDNA, followed by a phenol/chloroform extraction of the linearized vector, and *in vitro* transcription of the Dig RNA probes with T7 or Sp6 RNA polymerase and the Dig-UTP labelling mix (Roche). Whole mount RNA *in situ* hybridization labelling was made following the protocol from Zfin (https://zfin.org/ZFIN/Methods/ThisseProtocol.html). At least 10 embryos were used per condition. Briefly, 24 hpf embryo were fixed overnight at 4 °C in 4% w/v PAF and transferred in 100% v/v methanol at −20 °C until use. Samples were rehydrated in a decreasing gradient of methanol diluted in PBS v/v at 70%, 50% and 25% for 5 min each and then washed 4 times 5 min in PBST. Embryos and larvae were incubated in proteinase K at 10 µg/mL for 3 min, fixed for 20 min in 4% w/v PAF at 4 °C and washed 3 times 5 min in PBST. Embryos were incubated 4 hours at 65 °C with RNA hybridization buffer and put in contact overnight with 100 ng of gene specific DIG-labelled RNA probes diluted in RNA hybridization buffer. Embryos were washed 15 min at 65 °C in four consecutive washing buffers, 3 times in PBST at room temperature, incubated 3 h at room temperature with blocking buffer and incubated at 4 °C with anti-Digoxigenin-AP Fab fragment antibody (Roche Diagnostics GmbH, Germany) diluted 1:4000 in blocking buffer. Then, embryos were washed 5 times with PTW buffer before staining with NBT/BCIP (Roche Diagnostics GmbH, Germany). Each *in situ* hybridization staining was repeated at least 2 times. Expression patterns were observed under a Nikon binocular (SMZ800N) equipped with a Toupcam U3CMOS 10000KPA camera (ToupTek Photonics, China). Images of representative embryos were taken for each group, when phenotypes could be observed under the binocular in at least 50% of the embryos (n = 10).

### Supplementary material and methods

A description of protocols for hatching rate, extraction of total RNA and proteins, as well as Taq-man assay can be found in Supplementary Material and Methods.

## Supplementary information

Supplementary Information

Supplementary Table T3

Supplementary Table T4

Supplementary Table T5

## Data Availability

All transcriptomics data are accessible in the GEO repository under the accession number GSE134634.

# Supplementary material for: A systems biology approach reveals neuronal and muscle developmental defects after chronic exposure to ionising radiation in zebrafish
**Source:** Sci Rep. 2019 Dec 27;9:20241. doi: 10.1038/s41598-019-56590-w
**Supplement:** Supplementary file 1 — Supplementary Information

A systems biology approach reveals neuronal and muscle developmental defects after chronic exposure to ionising radiation in zebrafish

Sophia Murat El Houdigui<sup>a</sup>, Christelle Adam-Guillermin<sup>c</sup>, Giovanna Loro<sup>a</sup>, Caroline Arcanjo<sup>a</sup>, Sandrine Frelon<sup>a</sup>, Magali Floriani<sup>a</sup>, Nicolas Dubourg<sup>a</sup>, Emilie Baudalet<sup>b</sup>, Stéphane Audebert<sup>b</sup>, Luc Camoin<sup>b</sup> & Olivier Armant<sup>a\*</sup>

## Supplementary Information

**Supplementary Table T1:** Results of MCNPX simulations and operational dosimetry obtained with radio photoluminescent dosimeter (mGy/h) at the target dose rates of 50 mGy/h, 5 mGy/h and 0.5 mGy/h. The corrected dose rate takes under account the layer of medium in the petri dish, considering that embryos younger than 48 hpf are located at the bottom and swimming larvae (> 48 hpf) 1 mm below water level. Tests 1 to 6 correspond to simulations and measures for 24 hpf embryos in the chorion at the bottom of the petri-dish, while tests 7 to 12 correspond to dose corrected for 48 hpf swimming larvae. The average and standard deviation (sd) are indicated for each condition.

**Supplementary Table T2:** Quality control of sequencing reads of the 58 samples analysed by mRNAseq. Replicates number, dose rate, irradiation batch and developmental stage are indicated for each sample, as well as the reads number obtained and the % of reads with Phred score (Q) > 30 (R1: read1, R2: read2).

**Supplementary Table T3:** List of Interpro domains specific to transcription factors. Functional category “a” indicates the high probability of the Interpro domain to be part of genuine transcription factors, as described before <sup>30</sup> (based on Interpro v25). The last column indicates if the domain is novel (present in the Interpro v72 database) or deprecated (absent in Interpro v72).

**Supplementary Table T4:** List of significantly ( $|\text{fold change}| \geq 1.5$  and adjusted p-value  $\leq 0.01$ ) deregulated zebrafish genes in each pair-wise comparative analysis.

**Supplementary Table T5:** List of zebrafish GO terms enriched in each comparative analysis. P-values from Fisher’s exact test are indicated.

**Supplementary Table T6:** List of zebrafish GO terms enriched in the 78 genes mis-regulated in common at the three dose rates at 48 hpf. P-values from Fisher's exact test are indicated.

**Supplementary Table T7:** List of the 56 zebrafish proteins differentially expressed in 96 hpf larvae exposed at 5 mGy/h.

**Supplementary Table T8:** List of the 88 zebrafish proteins differentially expressed in 96 hpf larvae exposed at 50 mGy/h.

**Supplementary Figure S1:** Assessment of biological variability of samples by hierarchical clustering. (a) Hierarchical clustering of all biological replicates. Potential outliers are indicated in red. (b) Hierarchical clustering of biological replicates after removal of potential outliers. The irradiation batch is indicated for each sample (I10, I17, I32), as well as the developmental time (24 hpf, 48 hpf and 96 hpf), the exposed condition (C: control, 05mG: 0.5 mGy/h, 5mG: 5 mGy/h, 50mG: 50 mGy/h) and the replicate number. Yellow indicates small and red high Euclidean distances.

**Supplementary Figure S2:** Quality controls of sequencing data. (a) Mean Phred Score quality (Q) across each base in the reads for 53 samples. (b) (%) GC content of reads for 53 samples (as read counts). (c) % of mapped reads falling into genomic features.

**Supplementary Figure S3:** Correlation of log<sub>2</sub>(fold change) obtained by TaqMan quantitative RT-PCR and mRNAseq. Spearman correlation coefficient ( $\rho$ ) are indicated.

**Supplementary Figure S4:** Dot plot of zebrafish GO terms. Top 10 pathways obtained from GO enrichment sorted by significance based on p-values from the Fisher's exact test.

**Supplementary Figure S5:** Dot plot of GO pathways using human orthologues. GO terms are sorted by significance based on p-values from the Fisher's exact test.

**Supplementary Figure S6:** Mean of normalised expression, with standard error bars, over developmental time at the three dose rates and in control condition. \*: significant change ( $|\text{fold change}| \geq 1.5$  and adjusted p-value  $\leq 0.01$ ).

**Supplementary Figure S7:** Volcano plots of the 1084 genes involved in neurogenesis (annotated in the Gene Ontology database with the term GO:0022008). Each dot

corresponds to a gene. Red: significant differential expression ( $|\text{fold Change}| \geq 1.5$  and adjusted p-value  $\leq 0.01$ ), grey: no change.

**Supplementary Figure S8:** Heatmap of the average of log2 fold change (from mRNAseq) of 12 genes expressed consistently in all conditions and involved in the RA pathway (annotated with the GO terms GO:0042572, retinol metabolic process, or GO:0001523, retinoid metabolic process). Red color indicates upregulation and blue downregulation compared to controls (white no change). 0.5: 0.5 mGy/h, 5: 5 mGy/h, 50: 50 mGy/h.

## **Supplementary Material & Methods**

### **Analysis of hatching rate**

160 fertilized eggs per condition were distributed individually into 96 wells plates containing 250  $\mu\text{L}$  of zebrafish embryo medium. Embryonic development was observed daily under the binocular (Leica EZ4HD, France). The number of hatched eggs was recorded at 53, 55 and 72 hpf. The hatching rate was determined as a proportion of hatched eggs over the total living eggs at a given time.

### **RNA extraction and TLDA TaqMan array**

Biological replicates (3 to 6 per condition) were made from pools of 40 embryos or larvae at 24 hpf, 48 hpf and 96 hpf. Total RNA extraction was performed using extraction by grinding (Precellys 24, Bertin Instruments, France) with ceramic beads tubes (CK14 tubes, Bertin Instruments, France) and a TRIzol/chloroform extraction (Life Technologies). RNA integrity (RIN), quality and concentration were assessed using RNA Nano Chips (Bioanalyser 2011, Agilent). No signs of RNA degradation were detected, all samples had a RIN  $> 8$ . Reverse transcription was made from 0.1  $\mu\text{g}$  of total RNA with the High Capacity cDNA Reversion Transcription Kit (Applied Biosystems) following manufacturer instructions. Quantitative PCR were made on a QuantStudio 7 Flex Real-Time PCR system (Applied Biosystems) with 384-well microfluidic TaqMan Array Card (Applied Biosystems). Comparative threshold (Ct) were analysed by ExpressionSuite Software for QuantStudio 6 & 7 Flex Real Time PCR System (Applied Biosystems) and exported to DataAssist v3.01 (Applied Biosystems). Five

endogenous controls (*apoa1a*, *cdk4*, *cox6a1*, *pcna* and *psmb5*) were used to normalize expression. Fold change were calculated compared to control group. Pearson coefficient was calculated between TaqMan Array Card fold change and RNAseq data fold change with R software.

### **Protein extraction**

Proteins were extracted from 96 hpf larvae (n=20) in triplicated experiments in RIPA buffer supplemented extemporaneously with 1 mg/mL leupeptin, 1 mg/mL aprotinin, 1 mM phenylmethylsulfonyl fluoride (Sigma, France). Samples were homogenized twice at 5000 rpm for 20 sec in the Precellys grinder system (Bertin Technologies, France) at 4 °C. After 15 min incubation on ice, lysates were centrifuged at 5000 g at 4 °C for 10 min and supernatant used for protein quantification with BCA kit (Thermo Scientific) according to the manufacturer's instructions. 20 µg of proteins were precipitated on ice for 20 min by the addition of 10 % v/v TCA (Sigma, France). Pellets were washed with ice-cold ethylacetate/ethanol (v/v), and resuspended at 30 °C in the dark under agitation at 1600 rpm in UTC924 buffer (9 M urea, 2 M thiourea, 4% (w/v) CHAPS, 20 mM Tris, pH 9.5) for 1.5 hours. The pH was adjusted to 8.5-8.6 with 50 mM Tris HCl pH 8.5 to get a final concentration of 2-3 µg/µL of proteins. Electrophoresis of 15 µg of proteins per replicate were done on a NuPAGE gel 4-12% (Life Technologies) for 6 min at 80 V using in MOPS buffer (Thermo Fisher Scientific) and stained by coomassie blue (Imperial protein stain, Thermo Fisher Scientific). Protein bands were then excised with a scalpel and digested overnight at 37°C with 0.6 µg trypsin (Promega, USA).

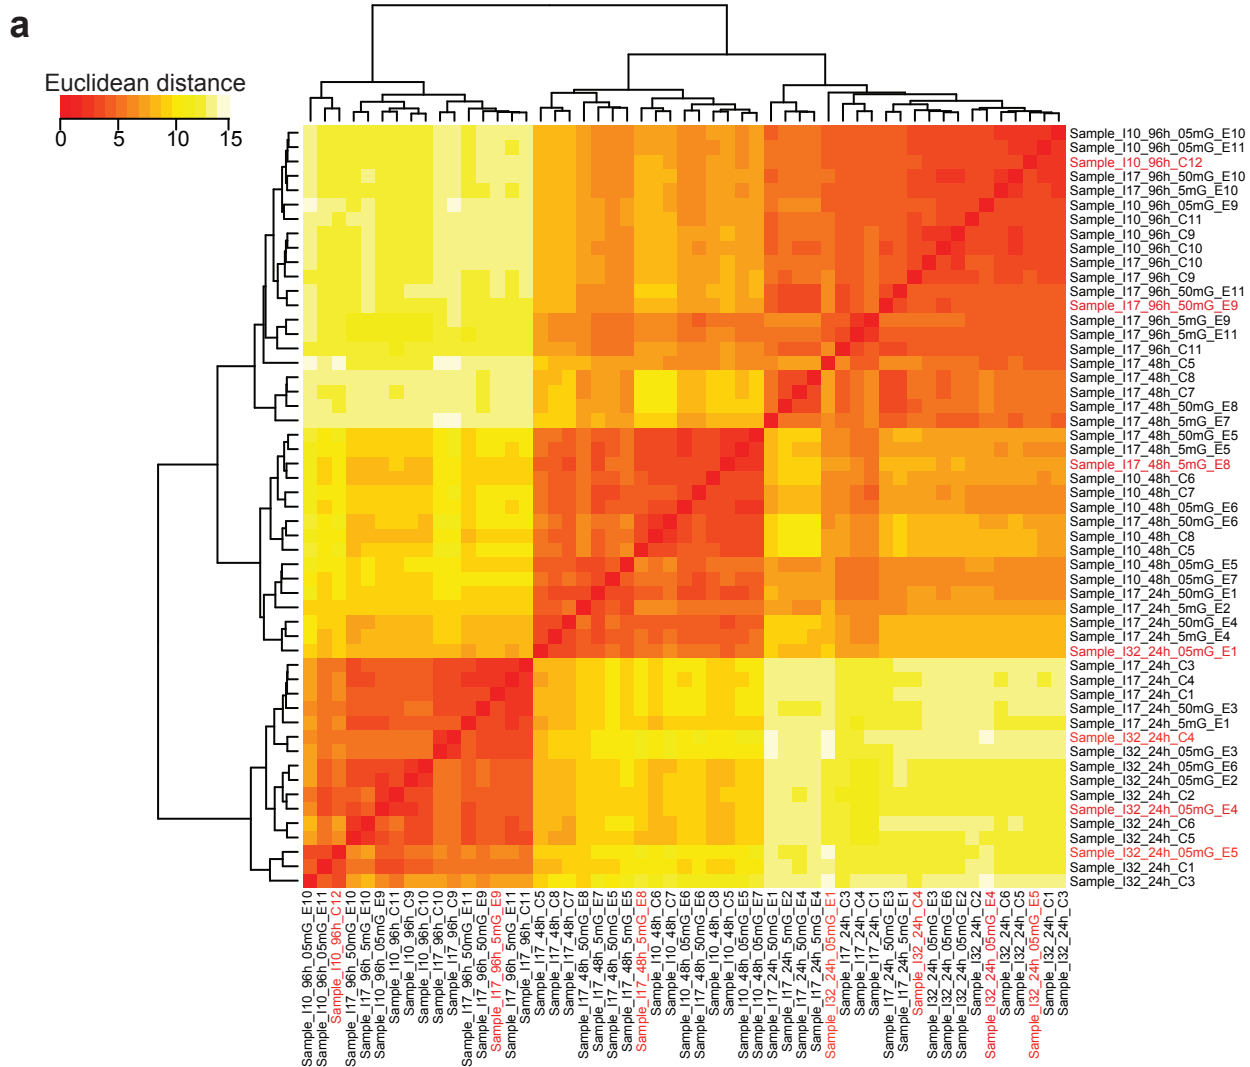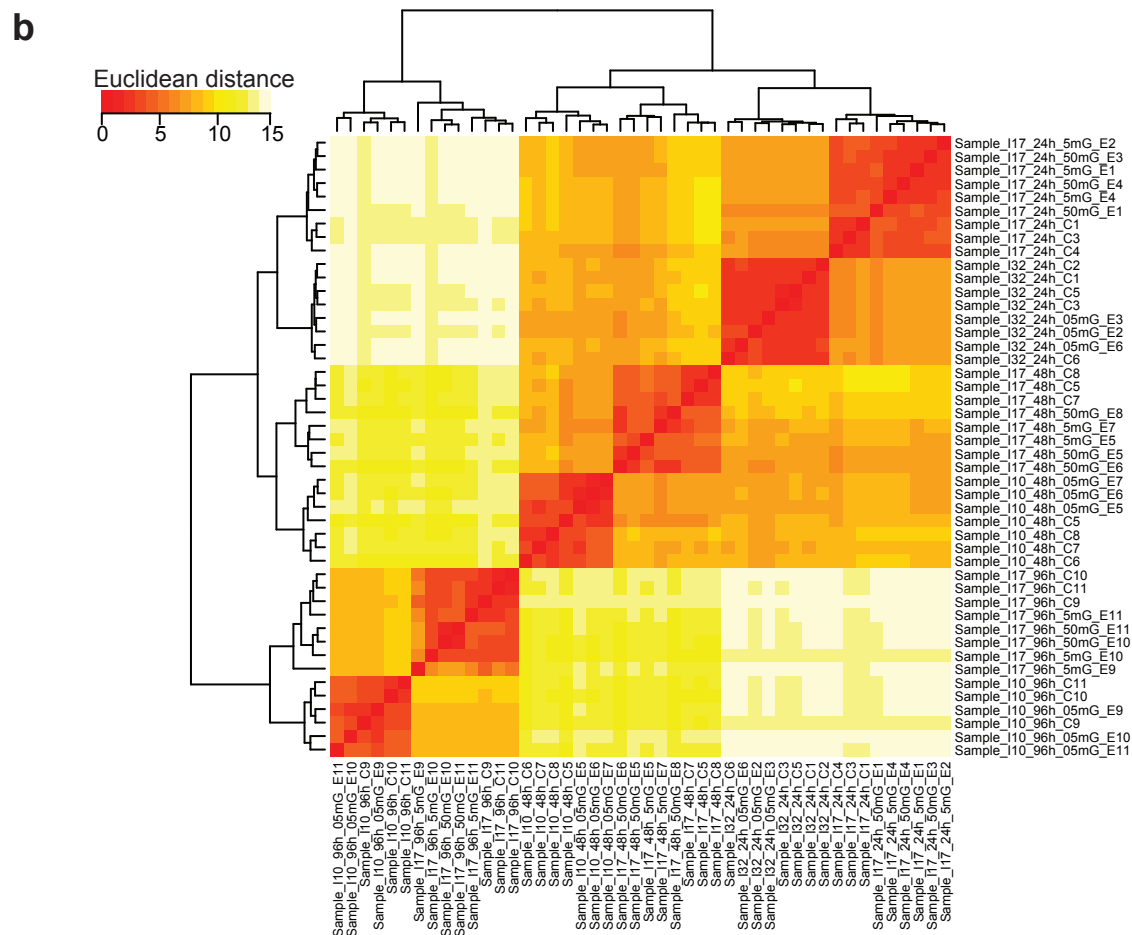

Supplementary Figure S1

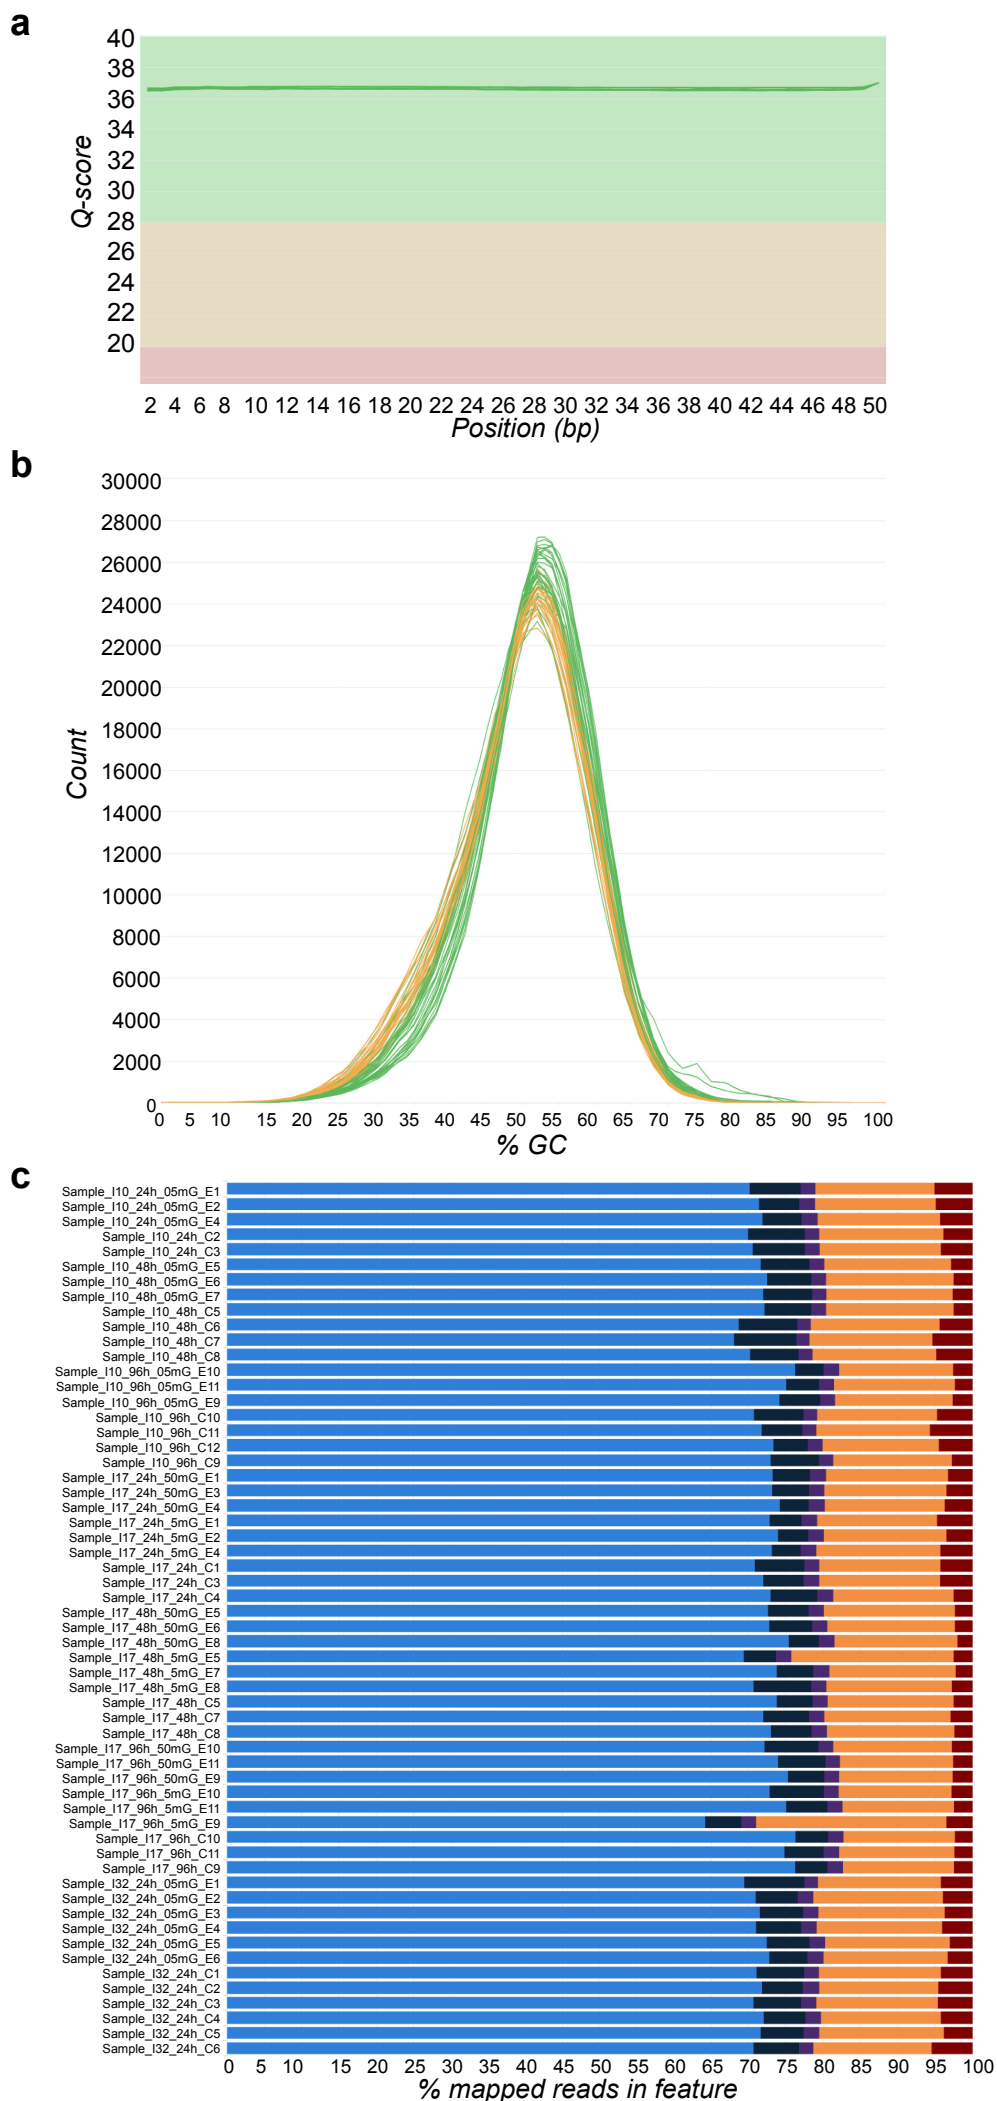

Supplementary Figure S2

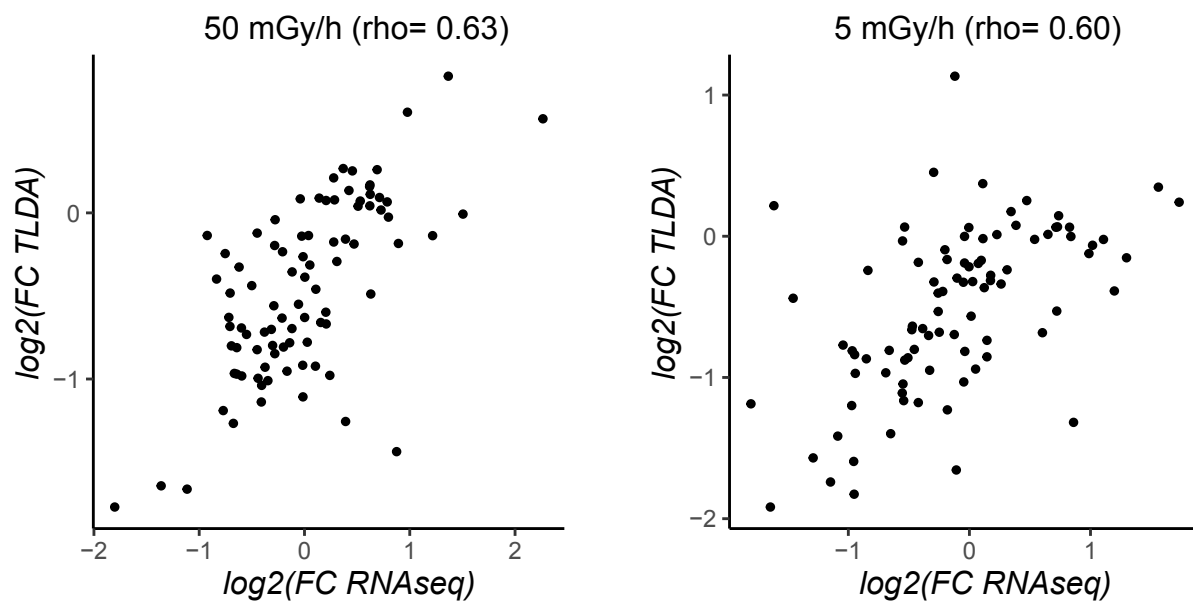

Supplementary Figure S3

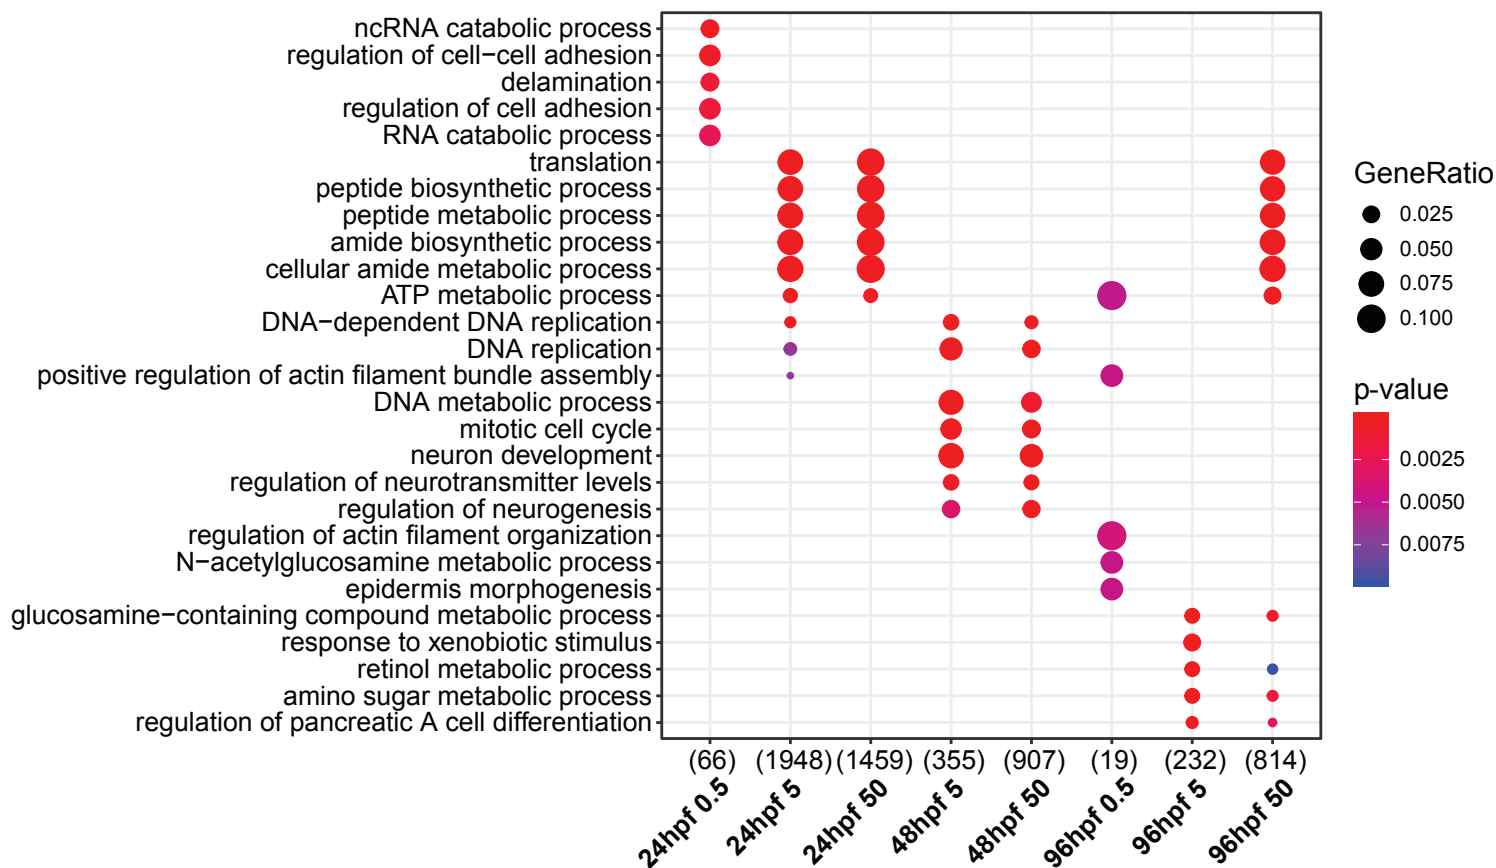

Supplementary Figure S4

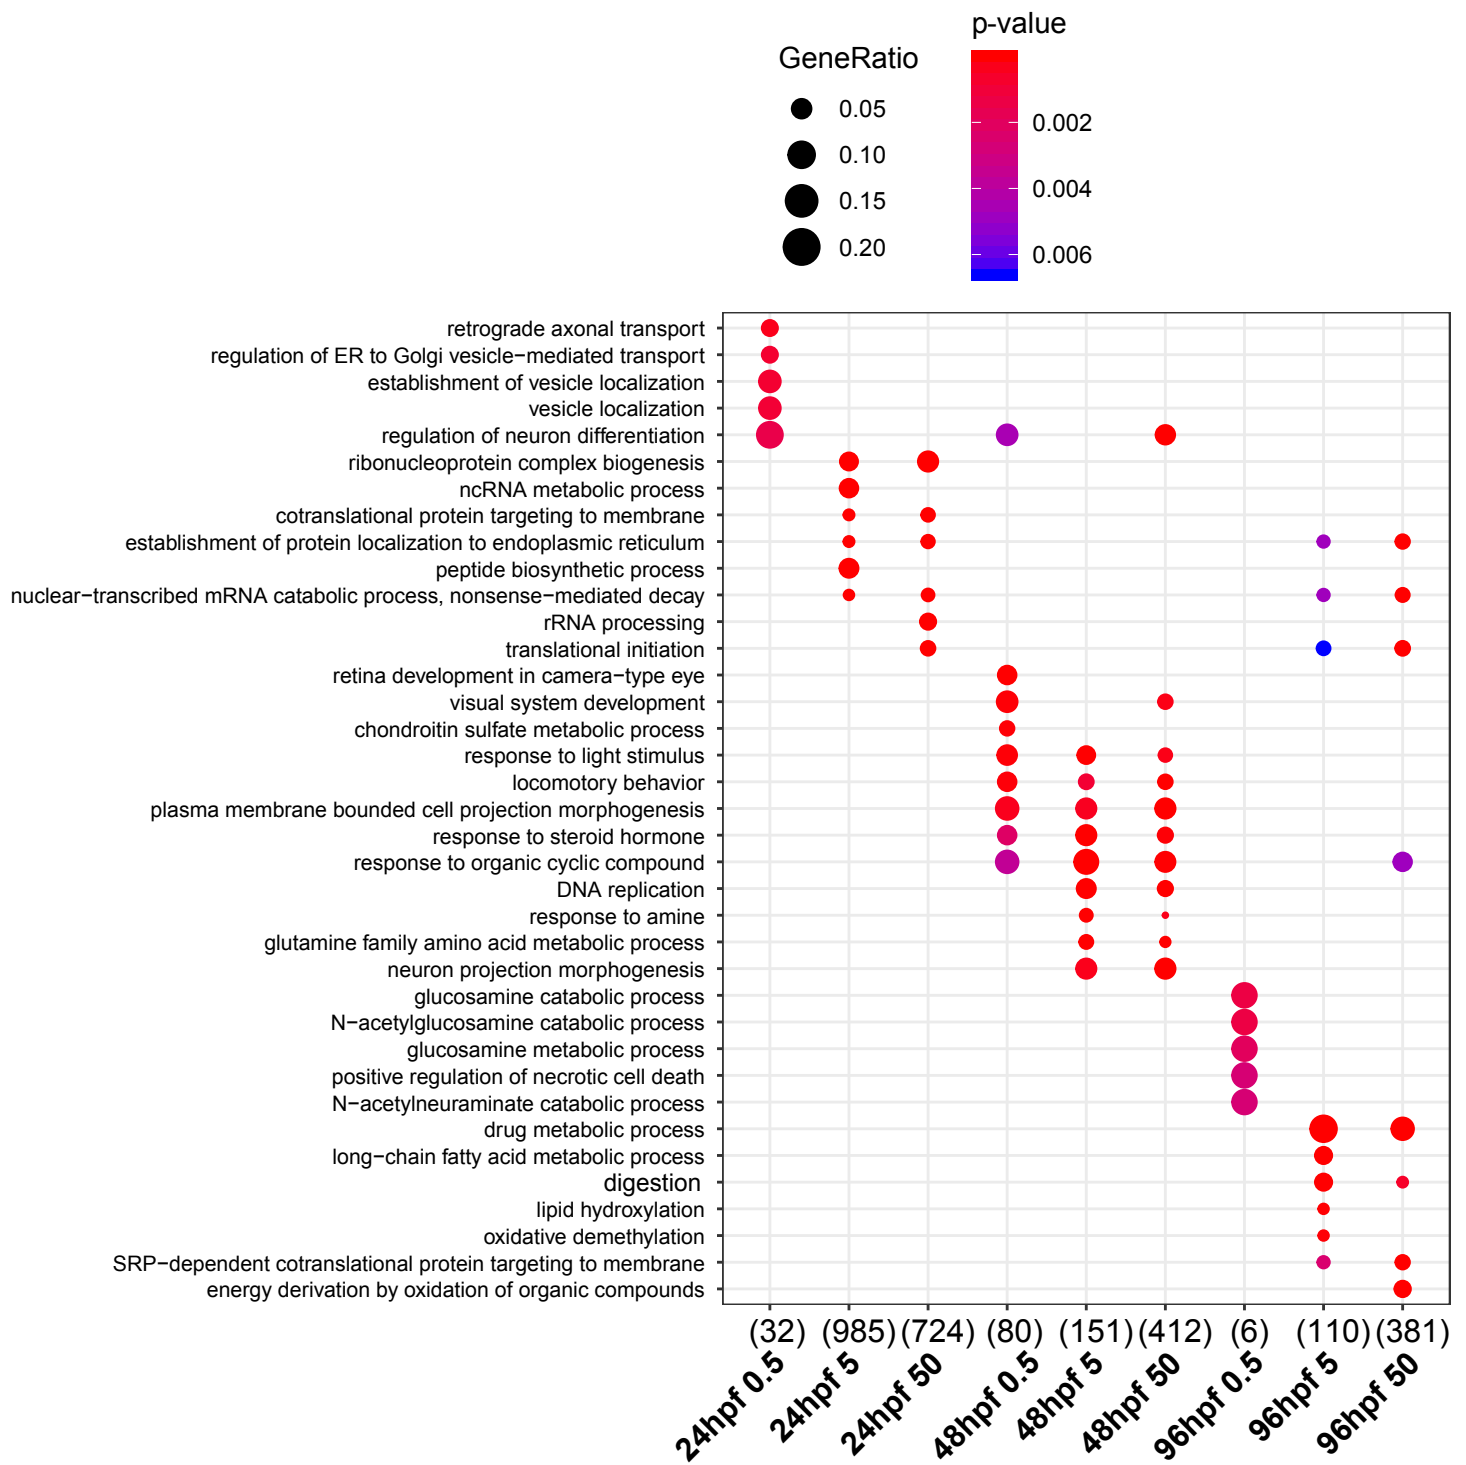

Supplementary Figure S5

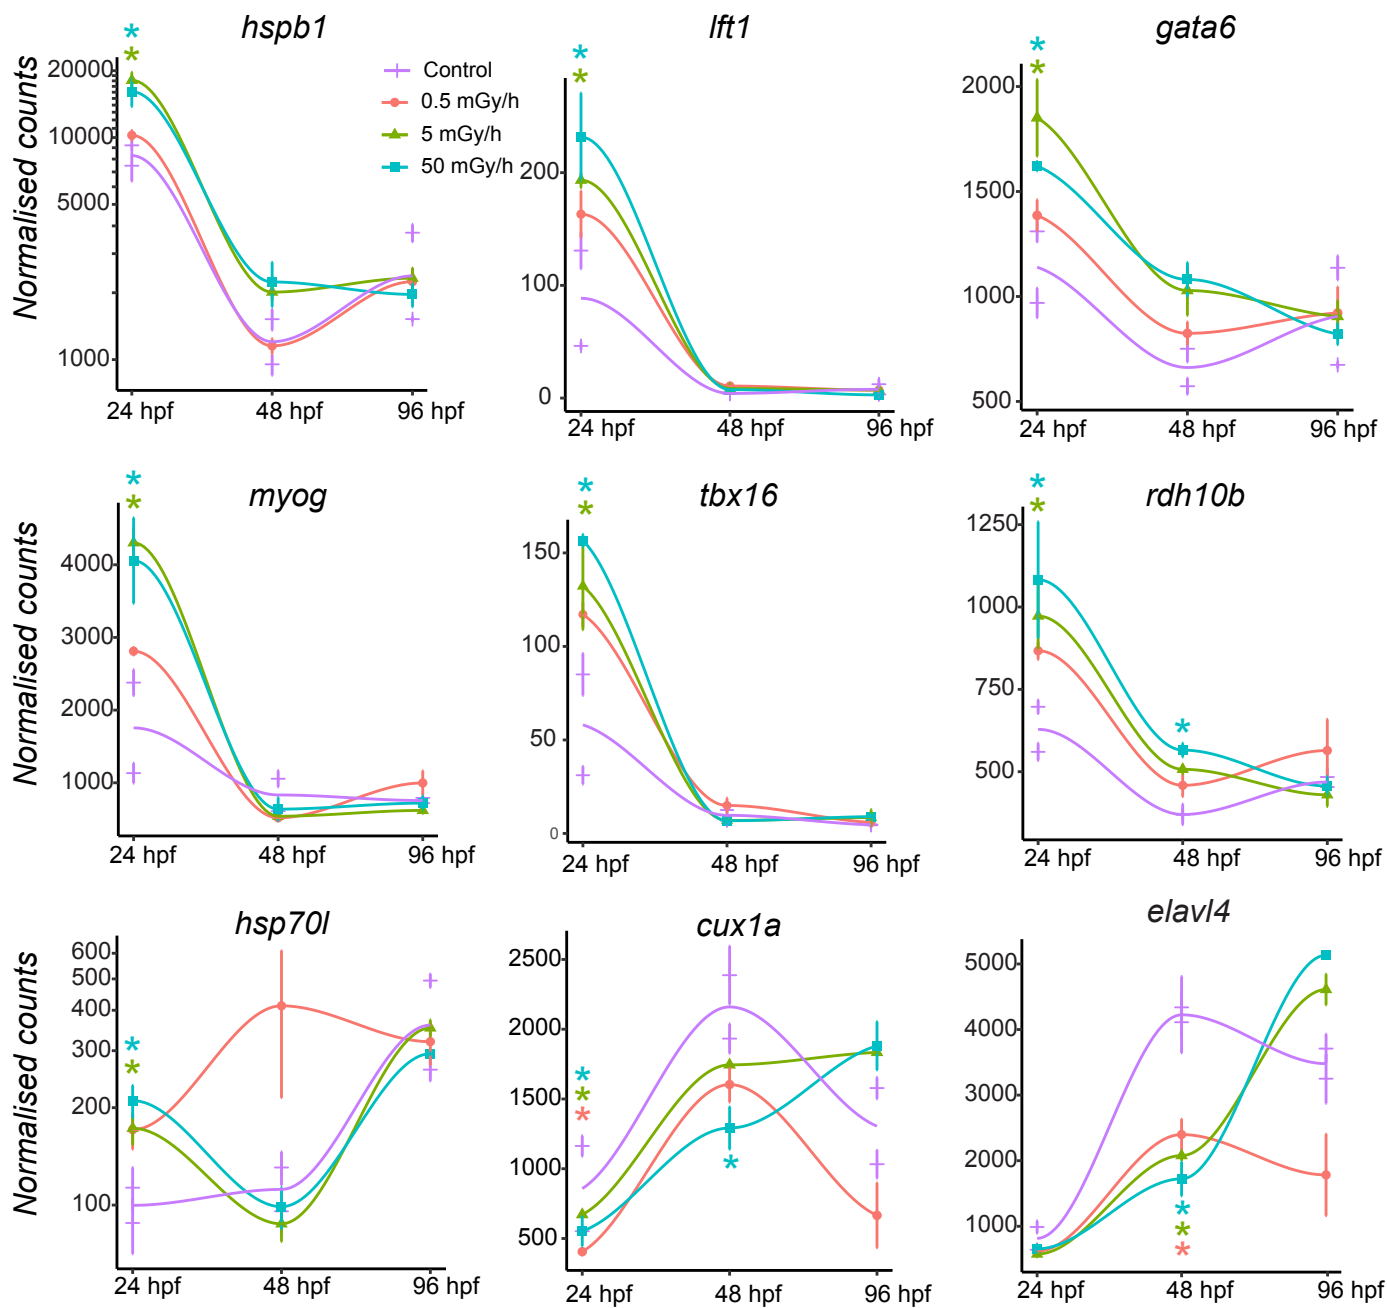

Supplementary Figure S6

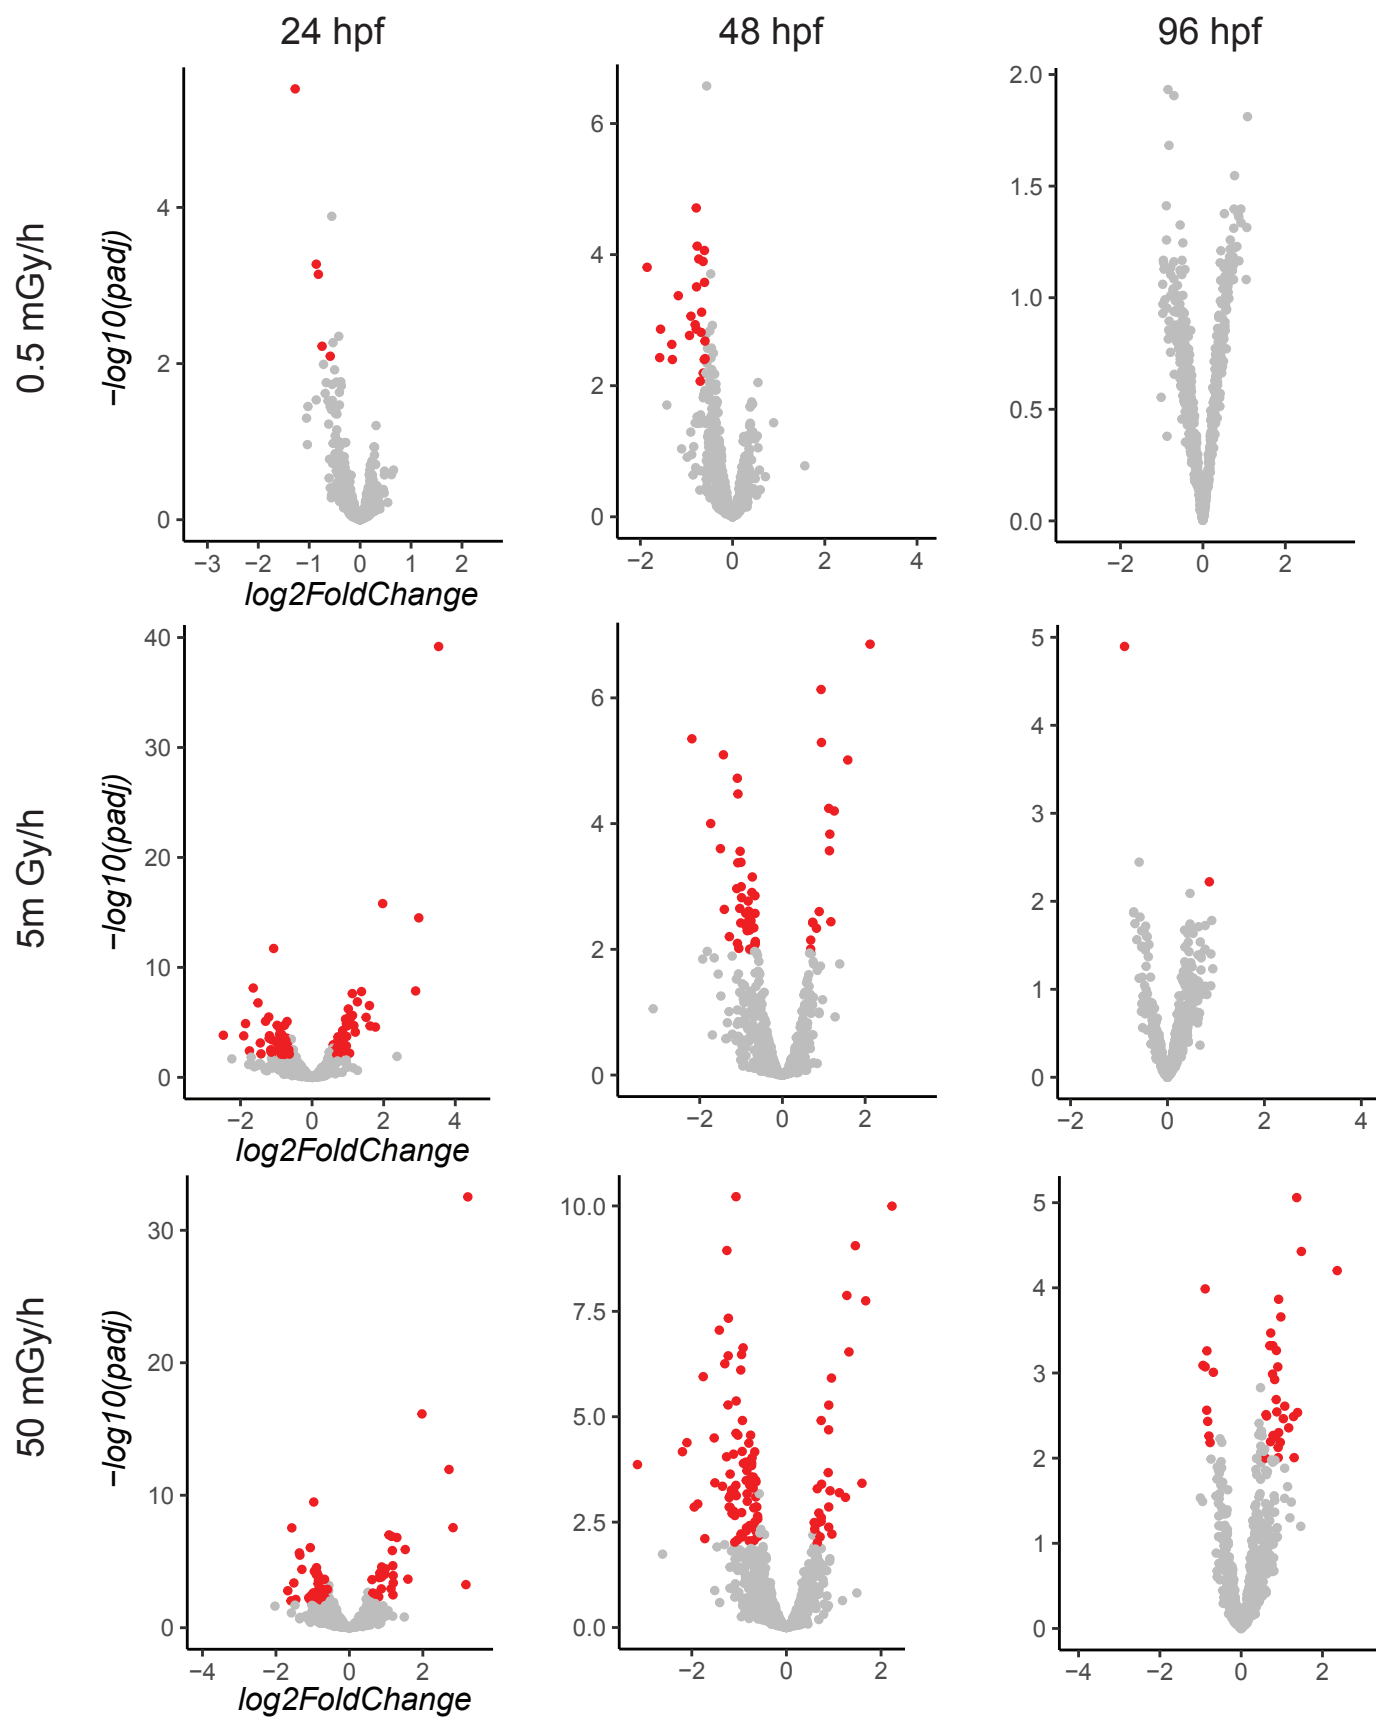

Supplementary Figure S7

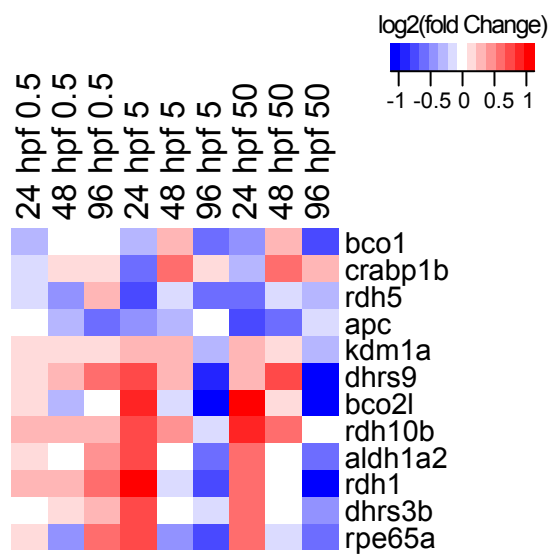

Supplementary Figure S8

Supplementary Table 1

**Target= 50 mGy/h**

| Test | MCNP simulation 370 GBq (mGy/h) | MCNP sd | Corrected measure (mGy/h) | Average dose rate (mGy/h) | sd   |
|------|---------------------------------|---------|---------------------------|---------------------------|------|
| 1    | 63.1168                         | 0.0035  | 48.22                     |                           |      |
| 2    | 59.7533                         | 0.0036  | 45.65                     |                           |      |
| 3    | 60.6307                         | 0.0036  | 46.32                     |                           |      |
| 4    | 60.1735                         | 0.0036  | 45.97                     |                           |      |
| 5    | 61.884                          | 0.0035  | 47.28                     |                           |      |
| 6    | 61.9783                         | 0.0035  | 47.35                     | 46.80                     | 0.98 |
| 7    | 61.3128                         | 0.0037  | 46.84                     |                           |      |
| 8    | 58.0429                         | 0.0038  | 44.35                     |                           |      |
| 9    | 58.8079                         | 0.0038  | 44.93                     |                           |      |
| 10   | 58.2608                         | 0.0038  | 44.51                     |                           |      |
| 11   | 60.1519                         | 0.0038  | 45.96                     |                           |      |
| 12   | 60.1714                         | 0.0037  | 45.97                     | 45.43                     | 0.98 |

**Target= 5 mGy/h**

| Test | MCNP simulation 370 GBq (mGy/h) | MCNP sd | Corrected measure (mGy/h) | Average dose rate (mGy/h) | sd   |
|------|---------------------------------|---------|---------------------------|---------------------------|------|
| 1    | 5.98406                         | 0.0024  | 5.13                      |                           |      |
| 2    | 5.98896                         | 0.002   | 5.13                      |                           |      |
| 3    | 6.02901                         | 0.0029  | 5.16                      |                           |      |
| 4    | 5.97657                         | 0.0025  | 5.12                      |                           |      |
| 5    | 5.98929                         | 0.0025  | 5.13                      |                           |      |
| 6    | 5.99333                         | 0.0023  | 5.13                      | 5.13                      | 0.02 |
| 7    | 5.63259                         | 0.0025  | 4.82                      |                           |      |
| 8    | 5.6685                          | 0.0029  | 4.86                      |                           |      |
| 9    | 5.57349                         | 0.0033  | 4.77                      |                           |      |
| 10   | 5.66473                         | 0.0036  | 4.85                      |                           |      |
| 11   | 5.69105                         | 0.0059  | 4.87                      |                           |      |
| 12   | 5.56204                         | 0.0024  | 4.76                      | 4.82                      | 0.05 |

**Target= 0.5 mGy/h**

| Test | MCNP simulation 370 GBq (mGy/h) | MCNP sd | Corrected measure (mGy/h) | Average dose rate (mGy/h) | sd   |
|------|---------------------------------|---------|---------------------------|---------------------------|------|
| 1    | 0.519629                        | 0.0144  | 0.49                      |                           |      |
| 2    | 0.505474                        | 0.004   | 0.48                      |                           |      |
| 3    | 0.507387                        | 0.0114  | 0.48                      |                           |      |
| 4    | 0.512226                        | 0.0099  | 0.48                      |                           |      |
| 5    | 0.513982                        | 0.0093  | 0.48                      |                           |      |
| 6    | 0.513566                        | 0.0119  | 0.48                      | 0.48                      | 0.00 |
| 7    | 0.47859                         | 0.0121  | 0.45                      |                           |      |
| 8    | 0.473933                        | 0.0075  | 0.45                      |                           |      |
| 9    | 0.463613                        | 0.0051  | 0.44                      |                           |      |
| 10   | 0.474284                        | 0.0108  | 0.45                      |                           |      |
| 11   | 0.480029                        | 0.0102  | 0.45                      |                           |      |
| 12   | 0.478105                        | 0.013   | 0.45                      | 0.45                      | 0.01 |

Supplementary Table 2

Supplementary Table 6

| GO ID      | GO Description                                                  | p-value    | Ensembl geneID                                                                                                                        |
|------------|-----------------------------------------------------------------|------------|---------------------------------------------------------------------------------------------------------------------------------------|
| GO:0042462 | eye photoreceptor cell development                              | 0.00043916 | ENSDARG00000070107/ENSDARG00000011989/ENSDARG00000019566                                                                              |
| GO:0001754 | eye photoreceptor cell differentiation                          | 0.00123495 | ENSDARG00000070107/ENSDARG00000011989/ENSDARG00000019566                                                                              |
| GO:0042461 | photoreceptor cell development                                  | 0.00151927 | ENSDARG00000070107/ENSDARG00000011989/ENSDARG00000019566                                                                              |
| GO:0048666 | neuron development                                              | 0.00183896 | ENSDARG00000070107/ENSDARG00000011989/ENSDARG00000093357/ENSDARG00000017007/ENSDARG00000019566/ENSDARG00000045639/ENSDARG000000103937 |
| GO:0044262 | cellular carbohydrate metabolic process                         | 0.00184156 | ENSDARG00000074684/ENSDARG00000105039/ENSDARG000000100352                                                                             |
| GO:0005977 | glycogen metabolic process                                      | 0.00274645 | ENSDARG00000105039/ENSDARG000000100352                                                                                                |
| GO:0006073 | cellular glucan metabolic process                               | 0.00274645 | ENSDARG00000105039/ENSDARG000000100352                                                                                                |
| GO:0044042 | glucan metabolic process                                        | 0.00274645 | ENSDARG00000105039/ENSDARG000000100352                                                                                                |
| GO:0044264 | cellular polysaccharide metabolic process                       | 0.00332231 | ENSDARG00000105039/ENSDARG000000100352                                                                                                |
| GO:0043401 | steroid hormone mediated signaling pathway                      | 0.00354339 | ENSDARG00000017007/ENSDARG00000004861/ENSDARG000000031768                                                                             |
| GO:0046530 | photoreceptor cell differentiation                              | 0.00354339 | ENSDARG00000070107/ENSDARG00000011989/ENSDARG000000019566                                                                             |
| GO:0005976 | polysaccharide metabolic process                                | 0.00362957 | ENSDARG00000105039/ENSDARG000000100352                                                                                                |
| GO:0006112 | energy reserve metabolic process                                | 0.00362957 | ENSDARG00000105039/ENSDARG000000100352                                                                                                |
| GO:0071383 | cellular response to steroid hormone stimulus                   | 0.00367306 | ENSDARG00000017007/ENSDARG00000004861/ENSDARG000000031768                                                                             |
| GO:0005975 | carbohydrate metabolic process                                  | 0.00372343 | ENSDARG00000074684/ENSDARG00000002197/ENSDARG00000013721/ENSDARG00000105039/ENSDARG000000100352                                       |
| GO:0006097 | glyoxylate cycle                                                | 0.00392107 | ENSDARG00000074684                                                                                                                    |
| GO:0009755 | hormone-mediated signaling pathway                              | 0.00579812 | ENSDARG00000017007/ENSDARG00000004861/ENSDARG000000031768                                                                             |
| GO:0048545 | response to steroid hormone                                     | 0.00579812 | ENSDARG00000017007/ENSDARG00000004861/ENSDARG000000031768                                                                             |
| GO:0071407 | cellular response to organic cyclic compound                    | 0.00597272 | ENSDARG00000017007/ENSDARG00000004861/ENSDARG000000031768                                                                             |
| GO:0010623 | programmed cell death involved in cell development              | 0.00782702 | ENSDARG00000011989                                                                                                                    |
| GO:0019918 | peptidyl-arginine methylation, to symmetrical-dimethyl arginine | 0.00782702 | ENSDARG000000033134                                                                                                                   |
| GO:0043576 | regulation of respiratory gaseous exchange                      | 0.00782702 | ENSDARG00000027529                                                                                                                    |
| GO:0045576 | mast cell activation                                            | 0.00782702 | ENSDARG00000010420                                                                                                                    |
| GO:0046487 | glyoxylate metabolic process                                    | 0.00782702 | ENSDARG00000074684                                                                                                                    |
| GO:0046666 | retinal cell programmed cell death                              | 0.00782702 | ENSDARG00000011989                                                                                                                    |
| GO:0046668 | regulation of retinal cell programmed cell death                | 0.00782702 | ENSDARG00000011989                                                                                                                    |
| GO:0046671 | negative regulation of retinal cell programmed cell death       | 0.00782702 | ENSDARG00000011989                                                                                                                    |
| GO:0110111 | negative regulation of animal organ morphogenesis               | 0.00782702 | ENSDARG00000011989                                                                                                                    |
| GO:0071396 | cellular response to lipid                                      | 0.00831568 | ENSDARG00000017007/ENSDARG00000004861/ENSDARG000000031768                                                                             |
| GO:0048562 | embryonic organ morphogenesis                                   | 0.00952709 | ENSDARG00000070107/ENSDARG00000040606/ENSDARG00000078052/ENSDARG00000062262/ENSDARG000000103937                                       |

Supplementary Table 7

Supplementary Table 8

|        |          |       |      |                 |
|--------|----------|-------|------|-----------------|
| Q6IQE4 | tnni2a.4 | 0.99  | 4.48 | NA              |
| Q6NZW3 | cfl2     | -1.01 | 2.37 | cfl2            |
| Q6P1J5 | atp5f1d  | -0.67 | 3.38 | NA              |
| Q6PI45 | igbp1    | -0.92 | 2.73 | NA              |
| Q6ZM52 | sart3    | -1.00 | 2.13 | sart3           |
| Q7T1B1 | hbbe3    | -0.61 | 4.01 | NA              |
| Q7T1R2 | tgfb1    | 1.66  | 2.04 | NA              |
| Q7T2E6 | xab2     | -1.76 | 2.83 | NA              |
| Q7ZT36 | pvalb3   | -1.24 | 2.66 | pvalb3          |
| Q7ZTZ7 | bckdk    | 1.21  | 2.48 | NA              |
| Q7ZUB0 | myl13    | 0.69  | 3.24 | myl13           |
| Q7ZV01 | NA       | -1.76 | 2.10 | NA              |
| Q7ZV33 | tm9sf3   | 1.27  | 2.06 | NA              |
| Q7ZVJ0 | pfn2l    | -0.83 | 3.23 | pfn2l           |
| Q7ZVP3 | matn1    | 2.34  | 3.44 | NA              |
| Q7ZVX4 | rab14    | -0.59 | 3.52 | rab14           |
| Q7ZVX8 | atp6v1d  | -1.59 | 3.29 | atp6v1d         |
| Q804W0 | pvalb1   | -0.61 | 2.04 | pvalb1          |
| Q90YJ0 | col1a2   | 0.66  | 5.09 | NA              |
| Q9DD57 | cd81a    | -0.73 | 2.45 | NA              |
| Q9I8U9 | tnnt3a   | 0.83  | 3.72 | tnnt3a          |
| X1WDH8 | NA       | 0.70  | 2.33 | i:dkey-261m9.19 |
| X1WGK9 | NA       | 0.68  | 6.83 | zgc:153405      |
| X4YKC7 | CRP      | -1.64 | 4.63 | NA              |
| Z4YJ68 | cisd2    | -1.03 | 3.57 | cisd2           |

---

How the deposited data were processed for this re-analysis (not part of the article)

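The mRNAseq data cover pools of embryos or larvae at 24, 48 and 96 hpf, exposed at 0.5, 5 or 50 mGy/h (effective dose rates of 0.48, 5.13 and 46.80 mGy/h in the paper) or kept as controls, in 58 samples. The counts were made by the authors, who aligned stranded paired-end reads of 50 bases to the GRCz11 assembly (Ensembl release 95) with STAR and deposited the reads that STAR counted on each gene, without normalization. Each deposited file gives the counts in 3 columns, without regard to strand and for each strand. The column of the strand that holds most counts was used, and the column without regard to strand served as an alternative. Reads that map to more than 1 place are not in these counts and made up between 14.9% and 25.5% of the read pairs of a sample, with a median of 16.4%. The highest shares were in kept samples exposed at 5 mGy/h, replicate 9 at 96 hpf (25.5%) and replicate 5 at 48 hpf (21.8%). The next highest was 17.5%.

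The condition, stage, batch and replicate number of each sample came from the sample labels and Supplementary Table T2. The 46 samples kept in Supplementary Fig. S1b were compared. The authors removed 7 samples as potential outliers in hierarchical clustering, and 5 samples of batch I10 at 24 hpf are in neither panel. These 12 entered alternatives only, except that the 2 controls among the 5 also marked 24 hpf in the measure of developmental timing.

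Between 38.8 and 66.5 times 10 to the power of 6 read pairs per sample gave between 28278920 and 49971607 counts on genes, 65.4% to 77.5% of the pairs. The floor for a gene was taken as 3 counts, which covers counting error only.

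Counts were analysed in R 4.3.3 with edgeR 4.0.16. Samples of 1 stage and 1 irradiation batch were fitted together, so that 5 mGy/h, 50 mGy/h and the controls of batch I17 shared an estimate of the spread. Genes were filtered with filterByExpr (a count of at least 10 in enough samples and a total of at least 15), scaled by TMM and tested with the quasi-likelihood test (glmQLFit and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method within each comparison, and DEG had a fold change of at least 1.5 and an adjusted p under 0.01. The effects at 2 stages were compared with the interaction of dose rate and stage in a single fit of the batch I17 samples. Gene lists for 17 processes were tested on log2 CPM (prior count 2) with camera of limma 3.58.1, at an inter-gene correlation of 0.01 and an adjusted p under 0.05. Those p-values were adjusted together over the 9 comparisons with controls, and apart for the comparisons of 50 with 5 mGy/h. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

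Single values were compared with exact permutation tests, and correlations with protein changes with 100000 resamples. Developmental timing was measured as the position of each sample on the change of the controls between 2 stages in another batch, in percent of that change. TF were counted by families of gene symbols, because Supplementary Table T3 gives domains and no genes. Of the 32057 genes, 1867 took their symbol from Supplementary Table T4, and 3062 had none in it or in a table of gene names.

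The genes named in the text were fixed by a rule: each gene that the paper names for the mRNAseq data, the 12 genes of Supplementary Fig. S8, and list genes that were DEG in at least 3 comparisons. In each of the 9 comparisons the rule adds, in each direction, the 2 DEG with the largest log2 fold change among those with an average log2 CPM of at least 1 and every exposed sample beyond every control. Genes of the circadian clock were named after their values were seen.

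The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors in edgeR, no filter on low counts, all mapped samples, the swap of a 96 hpf outlier, the batch I10 samples alone at 24 hpf, a batch covariate, pooled controls of a stage, separate fits of each exposed group, the replicate number as a block, the column without regard to strand, each replicate left out in turn, an adjusted p of 0.05, a test against a fold change of 1.5 (glmTreat), different controls for each dose rate, an estimated inter-gene correlation, and TF with all znf symbols. The pairing by replicate number comes from the sample labels. Other splits of the samples were drawn, at most 100 per comparison.

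The tests were checked on simulated data, in which 200 genes were changed by known fold changes. With edgeR, 65.5% were recovered for 3 samples against 3 at 24 hpf and 5 mGy/h, and 53.5% for 2 against 3 at 48 hpf and 5 mGy/h, with 2 false calls each. A planted mean log2 fold change of 0.58 for a list was found as 0.58 over 18358 genes, and a planted shift of 30 percent in position as 25.7 over 20533 genes. Left out were the proteomic raw data and the motif analysis, since no such data are among the files used, and 2 gene identifiers of Supplementary Table T6 that carry an extra digit. Supplementary Table T5 was read in a copy whose cells are shortened.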

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

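The test of time of day and that of developmental timing at 96 hpf were chosen only after the result was seen.

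The paper compares stages by the number of DEG. A test of the difference itself found, at an adjusted p under 0.01 (edgeR interaction test with Benjamini-Hochberg adjustment), 167 of 21470 genes whose change at 5 mGy/h differed between 24 and 48 hpf, 2587 between 24 and 96 hpf and 185 between 48 and 96 hpf. At 50 mGy/h there were 275, 1962 and 574. Of those tested at both stages, 134 of 167, 2488 of 2556 and 180 of 185 had opposite signs at 5 mGy/h, and 213 of 271, 1873 of 1927 and 547 of 569 at 50 mGy/h. Choosing genes by a difference between stages favours opposite signs by itself. The log2 fold changes at 24 and 96 hpf had a correlation across genes of -0.483 at 5 mGy/h and -0.330 at 50 mGy/h, and those at 24 and 48 hpf of 0.276 and 0.306. Genes are not independent replicates. Exposed samples lay behind their controls on the control change with stage at 24 hpf (differences of -18.1 and -19.5 percent of that change at 5 and 50 mGy/h), at 48 hpf (-13.3 and -10.1) and at 96 hpf (-8.16 and -11.0), so a difference between stages cannot be told apart from a shift in developmental timing. That shift is itself a candidate biological effect of exposure and not only a technical one, which the design cannot separate, since the time between exposure and sampling is not varied apart from stage.

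In the 5 samples of batch I10 at 24 hpf, which Supplementary Table T2 lists and neither panel of Supplementary Fig. S1 shows, 2 genes were DEG. The log2 fold change of per1 (ENSDARG00000012499) was -2.63 (standard error 0.16, edgeR adjusted p = 1.01e-04) and that of per3 (ENSDARG00000010519) was -1.56 (standard error 0.13, edgeR adjusted p = 9.41e-04). All 3 exposed samples were below both controls, with 7.54 to 9.84 CPM of per1 against 45.9 to 61.4 and 12.3 to 14.3 CPM of per3 against 37.7 to 39.2. In batch I32, where the paper's 24 hpf samples at 0.5 mGy/h come from, the changes were -0.035 and -0.33 (edgeR adjusted p = 0.922 and 0.119). For per3 every exposed sample there was also below every control (16.4 to 17.8 CPM against 18.8 to 24.3). For per1 the groups overlapped. The symbol per1 names more than 1 identifier in the counts. Both genes belong to the circadian clock. Of 29 other clock genes tested, 10 (34.5%) had an unadjusted p under 0.05, against 10.3% of all genes (Fisher's exact test, two-sided, p = 4.16e-04), 22 were lower in exposed samples, and 0 had an adjusted p under 0.05 (edgeR). In batch I32 there were 6 of 29 (20.7% against 13.4%, exact p = 0.269), and 19 of the 29 were lower in exposed samples. A difference in the time of day at sampling is a candidate explanation that the value of 4.16e-04 leaves open. An effect of exposure at 0.5 mGy/h, with these 2 genes called in 1 batch only, cannot be told apart from a difference in time of day.

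The paper's text does not discuss p53 target genes, though Supplementary Table T5 lists an apoptotic term of the p53 class at 96 hpf and 50 mGy/h. A list of 25 such genes, fixed beforehand, was higher at 50 than at 5 mGy/h at each stage, by a mean log2 fold change of 0.30 at 24 hpf (21 of 25 genes higher, camera adjusted p = 2.52e-04), 0.31 at 48 hpf (19 higher, adjusted p = 2.52e-04) and 0.16 at 96 hpf (18 higher, adjusted p = 0.00416). Against controls it changed at 24 hpf by -0.25 at 5 mGy/h (camera adjusted p = 0.0574) and 0.053 at 50 mGy/h (adjusted p = 0.948), so the difference at that stage is mostly a fall at 5 mGy/h. It rose at 50 mGy/h by 0.35 at 48 hpf (camera adjusted p = 0.00204, the lowest) and 0.34 at 96 hpf (adjusted p = 0.00287). With the inter-gene correlation estimated from the data, the lowest adjusted p of the list against controls was 0.349 (camera), and that of 50 against 5 mGy/h was 0.777 at each stage. No list passed with that estimate, so it cannot decide between a rise of this list and correlated genes, and the rise cannot be told apart from them. As both dose rates come from batch I17, the comparison of 50 with 5 mGy/h does not cross batches.

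In groups of 4 to 6 samples, 13 of 174 tests (7.47%) found a sample far from the others, where chance gives 8.7 at 1 in 20. The samples that the paper removed account for 8 of the 13, though this was not set against how many samples were removed. The gap to the nearest sample as a share of the range is given. Replicate 1 of 0.5 mGy/h at 24 hpf (batch I32, removed by the paper) stood apart in the share of counts on its 10 highest genes (0.642), in hspb1 (0.719), myog (0.839), gata6 (0.637), rdh1 (0.754) and dhrs3 (ENSDARG00000044803; 0.688). Among its controls, replicate 3 stood apart in pou4f2 (0.657), replicate 4, which the paper removed, in vox (0.658), and replicate 1 in ryr3 (0.735). Controls of batch I10 stood apart at 48 hpf in meox1 (replicate 5, 0.844), kdm1a (replicate 8, 0.840) and rdh1 (replicate 8, 0.867), and at 96 hpf in dhrs9 (replicate 12, removed by the paper, 0.843). No biological explanation was tested for single samples, and a mixed or mislabelled sample was not tested.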

How the results depend on the processing

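The alternatives reported here were chosen before the data were examined, and no test in this part was chosen only after the result was seen. As reported at the claims, DEG numbered 13, 1816 and 1079 at 0.5, 5 and 50 mGy/h at 24 hpf, 10, 31 and 302 at 48 hpf, and 0, 56 and 33 at 96 hpf. TF among them numbered 2, 110 and 68, then 1, 2 and 41, then 0, 1 and 1. Counts within 1.5 times of these are not listed again, and for each change that follows the cause was not tested. Apart from fits that left out a replicate, which were not compared in this way, DEG were most numerous at 24 hpf at 5 mGy/h under each alternative that covers the 3 stages, and at 50 mGy/h under each except separate fits of each exposed group (320 at 24 hpf and 675 at 96 hpf). From 48 to 96 hpf the count at 50 mGy/h fell except in these fits and without a filter on low counts. At 5 mGy/h it rose, as reported and with DESeq2 size factors, without a filter, over all mapped samples, with the numbers as a block and from the unstranded column, and fell under DESeq2, the batch covariate, pooled controls, separate fits, glmTreat and the 0.05 limit. At 0 DEG for 0.5 mGy/h and 96 hpf, 4097 genes had an unadjusted p under 0.05.

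With DESeq2 in place of edgeR, DEG numbered 110 at 0.5 mGy/h, 2858 at 5 mGy/h and 2202 at 50 mGy/h (24 hpf), 230 at 0.5 mGy/h, 496 at 5 mGy/h and 1239 at 50 mGy/h (48 hpf) and 30 at 0.5 mGy/h, 336 at 5 mGy/h and 1163 at 50 mGy/h (96 hpf). Genes differing between 50 and 5 mGy/h numbered 2 at 48 hpf and 27 at 96 hpf. TF among the DEG numbered 6 at 0.5 mGy/h and 117 at 50 mGy/h (24 hpf), 27 at 0.5 mGy/h, 56 at 5 mGy/h and 105 at 50 mGy/h (48 hpf) and 4 at 0.5 mGy/h, 13 at 5 mGy/h and 48 at 50 mGy/h (96 hpf). DEG common to all dose rates numbered 12 at 24 hpf, 81 at 48 hpf and 7 at 96 hpf. DEG common to 5 and 50 mGy/h numbered 1702 at 24 hpf, 409 at 48 hpf and 265 at 96 hpf. The correlation of log2 fold changes at 5 and 50 mGy/h was 0.837 at 48 hpf and 0.876 at 96 hpf. TF called in at least 1 comparison numbered 296. Genes whose response differed between stages numbered 489 (24 against 48 hpf) and 677 (48 against 96 hpf) at 5 mGy/h and 637 (24 against 48 hpf), 3120 (24 against 96 hpf) and 1427 (48 against 96 hpf) at 50 mGy/h. DEG at 24 hpf and 0.5 mGy/h that are in Supplementary Table T4 numbered 110. The protein and mRNA correlation was -0.0113 (Supplementary Table T7, 5 mGy/h) and 0.0273 (Supplementary Table T7, 50 mGy/h). Of 182 results for single genes, 135 kept their direction and side of the threshold, while 47 newly passed it. DESeq2 has no test of gene lists, so it gave no value for them, and it gave no adjusted p for crabp1 (ENSDARG00000045926) at 24 hpf and 50 mGy/h.

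With DESeq2 size factors in edgeR, DEG numbered 17 at 50 mGy/h (96 hpf). Calls shared by all dose rates numbered 1 at 48 hpf. Those shared by 5 and 50 mGy/h numbered 7 at 96 hpf. Of 53 results for gene lists, 53 kept their direction and side of the threshold. Direction and side of the threshold held for 177 of 183 results for single genes, while 4 no longer passed it and 2 newly passed it.

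Without a filter on low counts, DEG numbered 120 at 0.5 mGy/h, 2816 at 5 mGy/h and 1992 at 50 mGy/h (24 hpf), 206 at 0.5 mGy/h, 139 at 5 mGy/h and 683 at 50 mGy/h (48 hpf) and 1 at 0.5 mGy/h, 286 at 5 mGy/h and 1033 at 50 mGy/h (96 hpf). Between 50 and 5 mGy/h, the DEG numbered 2 at 24 hpf, 1 at 48 hpf and 23 at 96 hpf. Among the DEG, TF numbered 10 at 0.5 mGy/h and 111 at 50 mGy/h (24 hpf), 24 at 0.5 mGy/h, 21 at 5 mGy/h and 66 at 50 mGy/h (48 hpf) and 9 at 5 mGy/h and 43 at 50 mGy/h (96 hpf). Over all dose rates, shared DEG numbered 18 at 24 hpf, 35 at 48 hpf and 1 at 96 hpf. Between 5 and 50 mGy/h, shared DEG numbered 1522 at 24 hpf, 122 at 48 hpf and 227 at 96 hpf. Log2 fold changes at 5 and 50 mGy/h had a correlation that was 0.582 at 24 hpf, 0.540 at 48 hpf and 0.517 at 96 hpf. TF called in at least 1 comparison numbered 243. Between stages, genes with another response numbered 258 (24 against 48 hpf) at 5 mGy/h. Calls at 24 hpf and 0.5 mGy/h listed in Supplementary Table T4 numbered 104. Direction and side of the threshold held for 51 of 53 results for gene lists, while 1 no longer passed it and 1 newly passed it. Among single genes, 142 of 183 results kept direction and side of the threshold, while 41 newly passed it.

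Over all mapped samples, DEG numbered 0 at 0.5 mGy/h (24 hpf), 8 at 5 mGy/h and 43 at 50 mGy/h (48 hpf) and 27 at 5 mGy/h and 6 at 50 mGy/h (96 hpf). Of these DEG, the TF numbered 0 at 0.5 mGy/h (24 hpf) and 0 at 5 mGy/h and 3 at 50 mGy/h (48 hpf). DEG common to all dose rates numbered 0 at 24 hpf. DEG common to 5 and 50 mGy/h numbered 8 at 48 hpf and 5 at 96 hpf. Genes whose response differed between stages numbered 276 (24 against 48 hpf), 841 (24 against 96 hpf) and 27 (48 against 96 hpf) at 5 mGy/h and 615 (24 against 96 hpf) and 185 (48 against 96 hpf) at 50 mGy/h. Lists whose mean log2 fold change took the other sign were somite clock and presomitic mesoderm (24 hpf, 0.5 mGy/h; -0.041). DEG at 24 hpf and 0.5 mGy/h that are in Supplementary Table T4 numbered 0. Proteins and mRNA had a correlation that was 0.0722 (Supplementary Table T8, 50 mGy/h). Genes with an unadjusted p under 0.05, where DEG numbered 0, were 723 for 24 hpf and 0.5 mGy/h. Among gene lists, 51 of 53 results kept direction and side of the threshold, while 1 no longer passed it and 1 reversed. For single genes, 162 of 183 results kept both direction and side of the threshold, while 21 no longer passed it.

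When at 96 hpf replicate 9 of 50 mGy/h was kept and replicate 9 of 5 mGy/h left out, DEG numbered 13 at 5 mGy/h and 5 at 50 mGy/h (96 hpf). TF among the DEG numbered 0 at 50 mGy/h (96 hpf). Those shared by 5 and 50 mGy/h numbered 2 at 96 hpf. Between stages, genes with another response numbered 1225 (24 against 96 hpf) at 50 mGy/h. The correlation with proteins was 0.0722 (Supplementary Table T8, 50 mGy/h). For gene lists, 9 of 10 results kept both direction and side of the threshold, while 1 no longer passed it. Of 28 results for single genes, 23 kept their direction and side of the threshold, while 5 no longer passed it.

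For the batch I10 samples alone at 24 hpf, DEG numbered 2 at 0.5 mGy/h (24 hpf). Among the DEG, TF numbered 0 at 0.5 mGy/h (24 hpf). Calls shared by all dose rates numbered 0 at 24 hpf. Lists whose mean log2 fold change took the other sign were somite clock and presomitic mesoderm (24 hpf, 0.5 mGy/h; -0.68). Genes whose log2 fold change took the other sign were ENSDARG00000082753 (24 hpf, 0.5 mGy/h; -0.27) and rdh10b (24 hpf, 0.5 mGy/h; -0.15). The shift of samples exposed at 0.5 mGy/h along the control change from 24 to 48 hpf, in percent, was 3.97. Calls at 24 hpf and 0.5 mGy/h listed in Supplementary Table T4 numbered 0. Of 4 results for gene lists, 1 kept their direction and side of the threshold, while 2 no longer passed it and 1 reversed. Direction and side of the threshold held for 11 of 15 results for single genes, while 2 no longer passed it and 2 reversed.

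In a single fit per stage with the batch as covariate, DEG numbered 0 at 0.5 mGy/h, 3413 at 5 mGy/h and 2561 at 50 mGy/h (24 hpf), 0 at 0.5 mGy/h, 426 at 5 mGy/h and 1362 at 50 mGy/h (48 hpf) and 6 at 5 mGy/h and 8 at 50 mGy/h (96 hpf). In the direct test of 50 against 5 mGy/h, DEG numbered 1 at 48 hpf and 0 at 96 hpf. Of these DEG, the TF numbered 0 at 0.5 mGy/h, 170 at 5 mGy/h and 136 at 50 mGy/h (24 hpf), 0 at 0.5 mGy/h, 47 at 5 mGy/h and 116 at 50 mGy/h (48 hpf) and 0 at 5 mGy/h and 0 at 50 mGy/h (96 hpf). Over all dose rates, shared DEG numbered 0 at 24 hpf. Between 5 and 50 mGy/h, shared DEG numbered 1912 at 24 hpf, 361 at 48 hpf and 3 at 96 hpf. TF called in at least 1 comparison numbered 286. DEG at 24 hpf and 0.5 mGy/h that are in Supplementary Table T4 numbered 0. Genes with an unadjusted p under 0.05, where DEG numbered 0, were 1614 for 24 hpf and 0.5 mGy/h, 2556 for 48 hpf and 0.5 mGy/h and 594 for 50 against 5 mGy/h at 96 hpf. Direction and side of the threshold held for 53 of 53 results for gene lists. Among single genes, 147 of 183 results kept direction and side of the threshold, while 14 no longer passed it and 22 newly passed it.

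When all controls of a stage were pooled, DEG numbered 0 at 0.5 mGy/h and 2873 at 5 mGy/h (24 hpf), 0 at 0.5 mGy/h, 125 at 5 mGy/h and 849 at 50 mGy/h (48 hpf) and 2 at 5 mGy/h and 2 at 50 mGy/h (96 hpf). Genes differing between 50 and 5 mGy/h numbered 0 at 96 hpf. TF among the DEG numbered 0 at 0.5 mGy/h (24 hpf), 0 at 0.5 mGy/h and 9 at 5 mGy/h (48 hpf) and 0 at 5 mGy/h and 0 at 50 mGy/h (96 hpf). DEG common to all dose rates numbered 0 at 24 hpf. The correlation of log2 fold changes at 5 and 50 mGy/h was 0.761 at 24 hpf and 0.576 at 96 hpf. DEG common to 5 and 50 mGy/h numbered 97 at 48 hpf and 1 at 96 hpf. Lists whose mean log2 fold change took the other sign were muscle contraction (24 hpf, 5 mGy/h; 0.17), muscle contraction (24 hpf, 50 mGy/h; 0.047) and pancreatic enzymes (96 hpf, 0.5 mGy/h; -0.21). Single genes with the other sign were her4.3 (24 hpf, 50 mGy/h; 0.85), rpe65 ENSDARG00000054420 (24 hpf, 5 mGy/h; 0.19) and rpe65 ENSDARG00000054420 (24 hpf, 50 mGy/h; 0.29). Calls at 24 hpf and 0.5 mGy/h listed in Supplementary Table T4 numbered 0. The protein and mRNA correlation was -0.189 (Supplementary Table T7, 5 mGy/h), -0.106 (Supplementary Table T7, 50 mGy/h), 0.0551 (Supplementary Table T8, 5 mGy/h) and 0.0587 (Supplementary Table T8, 50 mGy/h). Genes with an unadjusted p under 0.05, where DEG numbered 0, were 2709 for 24 hpf and 0.5 mGy/h, 3234 for 48 hpf and 0.5 mGy/h and 276 for 50 against 5 mGy/h at 96 hpf. Among gene lists, 40 of 53 results kept direction and side of the threshold, while 7 no longer passed it, 3 newly passed it and 3 reversed. For single genes, 130 of 183 results kept both direction and side of the threshold, while 38 no longer passed it, 12 newly passed it and 3 reversed.

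With each exposed group fitted apart with its controls, DEG numbered 3347 at 5 mGy/h and 320 at 50 mGy/h (24 hpf), 729 at 5 mGy/h and 78 at 50 mGy/h (48 hpf) and 32 at 5 mGy/h and 675 at 50 mGy/h (96 hpf). Between 50 and 5 mGy/h, the DEG numbered 0 at 96 hpf. Among the DEG, TF numbered 171 at 5 mGy/h and 32 at 50 mGy/h (24 hpf), 83 at 5 mGy/h and 10 at 50 mGy/h (48 hpf) and 34 at 50 mGy/h (96 hpf). Those shared by 5 and 50 mGy/h numbered 311 at 24 hpf and 73 at 48 hpf. Calls shared by all dose rates numbered 3 at 48 hpf. TF called in at least 1 comparison numbered 253. Proteins and mRNA had a correlation that was -0.0113 (Supplementary Table T7, 5 mGy/h). Genes with an unadjusted p under 0.05, where DEG numbered 0, were 637 for 50 against 5 mGy/h at 96 hpf. For gene lists, 42 of 43 results kept both direction and side of the threshold, while 1 no longer passed it. Of 155 results for single genes, 110 kept their direction and side of the threshold, while 20 no longer passed it and 25 newly passed it. These fits give no value for 0.5 mGy/h, whose fit already holds 1 exposed group, or for the interaction of dose rate and stage.

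Without a block the counts of DEG were those at the top, 13, 1816 and 1079 (24 hpf), 10, 31 and 302 (48 hpf) and 0, 56 and 33 (96 hpf). Under the replicate block, DEG numbered 26 at 0.5 mGy/h and 838 at 5 mGy/h (24 hpf), 107 at 0.5 mGy/h, 4 at 5 mGy/h and 3 at 50 mGy/h (48 hpf) and 1 at 0.5 mGy/h, 112 at 5 mGy/h and 2 at 50 mGy/h (96 hpf). In the direct test of 50 against 5 mGy/h, DEG numbered 7 at 96 hpf. Of these DEG, the TF numbered 5 at 0.5 mGy/h and 70 at 5 mGy/h (24 hpf), 12 at 0.5 mGy/h, 0 at 5 mGy/h and 0 at 50 mGy/h (48 hpf) and 3 at 5 mGy/h and 0 at 50 mGy/h (96 hpf). Over all dose rates, shared DEG numbered 1 at 24 hpf. Between 5 and 50 mGy/h, shared DEG numbered 3 at 48 hpf and 2 at 96 hpf. Log2 fold changes at 5 and 50 mGy/h had a correlation that was 0.668 at 48 hpf. Genes whose response differed between stages numbered 33 (24 against 48 hpf), 1703 (24 against 96 hpf) and 91 (48 against 96 hpf) at 5 mGy/h and 48 (24 against 48 hpf), 1133 (24 against 96 hpf) and 73 (48 against 96 hpf) at 50 mGy/h. Genes whose log2 fold change took the other sign were rpe65 ENSDARG00000054420 (24 hpf, 5 mGy/h; 0.018). Of 53 results for gene lists, 51 kept their direction and side of the threshold, while 2 no longer passed it. Direction and side of the threshold held for 142 of 183 results for single genes, while 31 no longer passed it, 9 newly passed it and 1 reversed. Same-numbered samples are different pools, and their deviations from the group means had a correlation of 0.0329 over 28 pairs, against -0.0112 over 77 other pairs, so the numbers do not pair the samples.

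From the unstranded count column, TF among the DEG numbered 2 at 0.5 mGy/h (48 hpf). Direction and side of the threshold held for 53 of 53 results for gene lists. Among single genes, 181 of 183 results kept direction and side of the threshold, while 2 no longer passed it.

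By edgeR's glmTreat test against a fold change of 1.5, DEG numbered 0 at 0.5 mGy/h, 91 at 5 mGy/h and 92 at 50 mGy/h (24 hpf), 0 at 0.5 mGy/h, 12 at 5 mGy/h and 27 at 50 mGy/h (48 hpf) and 10 at 5 mGy/h and 0 at 50 mGy/h (96 hpf). Genes differing between 50 and 5 mGy/h numbered 6 at 96 hpf. Genes with an unadjusted p under 0.05, where DEG numbered 0, were 196 for 24 hpf and 0.5 mGy/h, 364 for 48 hpf and 0.5 mGy/h and 1250 for 96 hpf and 50 mGy/h.

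At a limit of 0.05 on the adjusted p, DEG numbered 116 at 0.5 mGy/h, 3861 at 5 mGy/h and 3026 at 50 mGy/h (24 hpf), 257 at 0.5 mGy/h, 319 at 5 mGy/h and 1530 at 50 mGy/h (48 hpf) and 1 at 0.5 mGy/h, 213 at 5 mGy/h and 1302 at 50 mGy/h (96 hpf). Between 50 and 5 mGy/h, the DEG numbered 1 at 48 hpf. This limit and glmTreat were applied to the counts of DEG only.

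Taking different control samples for each dose rate, in the lowest of 6 assignments, the correlation of log2 fold changes at 5 and 50 mGy/h was 0.539 at 24 hpf, 0.457 at 48 hpf and 0.345 at 96 hpf.

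For the highest of those assignments, log2 fold changes at 5 and 50 mGy/h had a correlation that was 0.602 at 48 hpf and 0.587 at 96 hpf.

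With the inter-gene correlation estimated in camera, 10 of 53 gene list results kept their side of the threshold and 43 no longer passed it. Adding all znf symbols to the TF left all 9 counts of TF within 1.5 times.

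DEG common to all dose rates ranged from 0 to 4 at 24 hpf and from 0 to 15 at 48 hpf across the fits that each left out 1 replicate. DEG ranged from 0 to 56 at 0.5 mGy/h, from 196 to 2334 at 5 mGy/h and from 171 to 1680 at 50 mGy/h (24 hpf), from 0 to 345 at 0.5 mGy/h, from 6 to 8 at 5 mGy/h and from 8 to 1813 at 50 mGy/h (48 hpf) and from 0 to 222 at 0.5 mGy/h, from 7 to 95 at 5 mGy/h and from 0 to 429 at 50 mGy/h (96 hpf). In the direct test of 50 against 5 mGy/h, DEG ranged from 0 to 9 at 24 hpf and from 0 to 1 at 48 hpf. DEG common to 5 and 50 mGy/h ranged from 122 to 1459 at 24 hpf, from 6 to 31 at 48 hpf and from 0 to 66 at 96 hpf across the fits that each left out 1 replicate. TF called in at least 1 comparison ranged from 71 to 247. Among the DEG, TF ranged from 0 to 7 at 0.5 mGy/h, from 27 to 113 at 5 mGy/h and from 20 to 94 at 50 mGy/h (24 hpf), from 0 to 28 at 0.5 mGy/h, with 0 in each fit at 5 mGy/h and from 0 to 156 at 50 mGy/h (48 hpf) and from 0 to 18 at 0.5 mGy/h, from 0 to 2 at 5 mGy/h and from 0 to 17 at 50 mGy/h (96 hpf). DEG at 24 hpf and 0.5 mGy/h that are in Supplementary Table T4 ranged from 0 to 50 across the fits that each left out 1 replicate. The correlation with proteins ranged from -0.138 to -0.00252 (Supplementary Table T7, 5 mGy/h), from -0.170 to -0.0321 (Supplementary Table T8, 5 mGy/h), from -0.0837 to 0.0522 (Supplementary Table T7, 50 mGy/h) and from -0.0516 to 0.0710 (Supplementary Table T8, 50 mGy/h). The correlation of log2 fold changes at 5 and 50 mGy/h ranged from 0.7095 to 0.868 at 24 hpf, from 0.606 to 0.793 at 48 hpf and from 0.576 to 0.839 at 96 hpf. Log2 fold changes of single genes ranged from -1.84 to 0.035 for her4.3 (24 hpf, 50 mGy/h), from -0.16 to 0.12 for rpe65 ENSDARG00000054420 (24 hpf, 50 mGy/h) and from -0.043 to 0.11 for cux1b (48 hpf, 50 mGy/h) across the fits that each left out 1 replicate. Among 317 values for gene lists in these fits, 287 kept direction and side of the threshold, 16 no longer passed it, 5 newly passed it and 0 reversed. Among 1111 values for single genes, 851 did so, 216 no longer passed it, 29 newly passed it and 4 reversed. Values of groups left with 1 sample carry no call.

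In simulated data with 200 changed genes, edgeR recovered between 53.5% and 89.5% of them over 6 comparisons and DESeq2 between 62.0% and 91.5%. False calls numbered 2 to 5 with edgeR and 2 to 18 with DESeq2. DESeq2 made most of them, 18, at 96 hpf for 0.5 mGy/h, with 13 at 48 hpf for 5 mGy/h. Recovery was lowest, at 53.5%, at 48 hpf for 5 mGy/h and at 96 hpf for 0.5 mGy/h, and highest for edgeR, at 89.5%, at 24 and 48 hpf for 0.5 mGy/h, where 13 and 10 DEG were found. At 96 hpf for 0.5 mGy/h 107 of the 200 were recovered, so changes of the planted sizes could be found in such data. Of the 200, 150 were changed at least 2-fold, and each gene was drawn independently of the others. A spread that many genes of a sample share was not simulated. Low power for the real changes is therefore not ruled out as a reason for 0 DEG there.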

Differences from the paper's values

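The values given here as the paper's are set against edgeR, with the alternatives set before the data were examined. An alternative is named where its value came within 1.5 times of the paper's, and those not named for a measure did not close its gap. The paper's methods name DESeq2.

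Genes called at all dose rates at 24 hpf numbered 2, against the paper's 12, a gap that DESeq2 (12) and no filter on low counts (18) closed. Genes called at all dose rates at 48 hpf numbered 0, against the paper's 78, a gap that DESeq2 (81) closed. Genes called at all dose rates at 96 hpf numbered 0, against the paper's 7, a gap that DESeq2 (7) closed. The lowest share of DEG found at 5 and 50 mGy/h only, over the 3 stages, was 10.0%, against the paper's 21%, a gap that DESeq2 (20.7), all mapped samples (15.09) and the batch covariate (25.3) closed. At 48 hpf the share of DEG common to all dose rates was 0%, against the paper's 5.6%, a gap that DESeq2 (5.73) and no filter on low counts (4.29) closed. In all comparisons together 149 TF were called, against the paper's 462, a gap that none of the alternatives closed.

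The 24 hpf, 5 mGy/h comparison gave 1816 DEG against about 2800 in the paper's Fig. 3, read by eye, a gap that DESeq2 (2858), no filter on low counts (2816), the batch covariate (3413), pooled controls (2873), separate fits of each exposed group (3347), the 0.05 limit on the adjusted p (3861) and leaving out control replicate 3 (2334) closed. The 24 hpf, 50 mGy/h comparison gave 1079 DEG against about 2100 in the paper's Fig. 3, read by eye, a gap that DESeq2 (2202), no filter on low counts (1992), the batch covariate (2561), pooled controls (1499), the 0.05 limit on the adjusted p (3026) and leaving out control replicate 3 (1680) closed. The 48 hpf, 0.5 mGy/h comparison gave 10 DEG against about 230 in the paper's Fig. 3, read by eye, a gap that DESeq2 (230), no filter on low counts (206), the 0.05 limit on the adjusted p (257) and leaving out control replicate 5 (345) closed. The 48 hpf, 5 mGy/h comparison gave 31 DEG against about 460 in the paper's Fig. 3, read by eye, a gap that DESeq2 (496), the batch covariate (426) and the 0.05 limit on the adjusted p (319) closed. The 48 hpf, 50 mGy/h comparison gave 302 DEG against about 1200 in the paper's Fig. 3, read by eye, a gap that DESeq2 (1239), the batch covariate (1362), pooled controls (849) and the 0.05 limit on the adjusted p (1530) closed. The 96 hpf, 0.5 mGy/h comparison gave 0 DEG against about 30 in the paper's Fig. 3, read by eye, a gap that DESeq2 (30) closed. The 96 hpf, 5 mGy/h comparison gave 56 DEG against about 330 in the paper's Fig. 3, read by eye, a gap that DESeq2 (336) and no filter on low counts (286) closed. The 96 hpf, 50 mGy/h comparison gave 33 DEG against about 1100 in the paper's Fig. 3, read by eye, a gap that DESeq2 (1163), no filter on low counts (1033) and the 0.05 limit on the adjusted p (1302) closed. The 24 hpf, 0.5 mGy/h comparison gave 13 DEG against the 112 that the paper's Supplementary Table T4 lists, a gap that DESeq2 (110), no filter on low counts (120) and the 0.05 limit on the adjusted p (116) closed.

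TF called at 24 hpf, 5 mGy/h numbered 110 against about 330 in the paper's Fig. 4a, read by eye, a gap that none of the alternatives closed. TF called at 48 hpf, 5 mGy/h numbered 2 against about 75 in the paper's Fig. 4a, read by eye, a gap that DESeq2 (56) and separate fits of each exposed group (83) closed. TF called at 96 hpf, 5 mGy/h numbered 1 against about 15 in the paper's Fig. 4a, read by eye, a gap that DESeq2 (13) closed. TF called at 24 hpf, 50 mGy/h numbered 68 against about 190 in the paper's Fig. 4a, read by eye, a gap that the batch covariate (136) closed. TF called at 48 hpf, 50 mGy/h numbered 41 against about 150 in the paper's Fig. 4a, read by eye, a gap that DESeq2 (105), the batch covariate (116) and leaving out exposed replicate 8 (156) closed. TF called at 96 hpf, 50 mGy/h numbered 1 against about 70 in the paper's Fig. 4a, read by eye, a gap that DESeq2 (48) closed. TF called at 24 hpf, 0.5 mGy/h numbered 2 against about 10 in the paper's Fig. 4a, read by eye, a gap that no filter on low counts (10) and leaving out control replicate 2 (7) closed. TF called at 48 hpf, 0.5 mGy/h numbered 1 against about 35 in the paper's Fig. 4a, read by eye, a gap that DESeq2 (27), no filter on low counts (24) and leaving out control replicate 5 (28) closed. TF called at 96 hpf, 0.5 mGy/h numbered 0 against about 5 in the paper's Fig. 4a, read by eye, a gap that DESeq2 (4) closed.

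The paper names lef1 as altered at 24 hpf at the higher dose rates, where its log2 fold changes were 0.26 and 0.17 and no setting called it. Supplementary Fig. S6 shows lft1 in its place, with 2.02 and 2.30, a DEG at both. For rdh10b at 24 hpf and 5 mGy/h the change of 0.75 was called by DESeq2, DESeq2 size factors, no filter on low counts, the batch covariate and separate fits. The paper has elavl4 and cux1 altered at 48 and 96 hpf. At 96 hpf elavl4 changed by 0.34 and 0.52 and cux1 (ENSDARG00000078459) by 0.24 and 0.30, above controls, and no setting called them. At 48 hpf and 5 mGy/h elavl4 (-1.06) was called by DESeq2 and separate fits, and at 0.5 mGy/h (-0.79) by DESeq2, no filter, the block by replicate number and the fit without control replicate 5. The change of cux1 was -0.45 at 5 mGy/h, called by no setting, and -0.87 at 50 mGy/h, called by DESeq2, no filter, the batch covariate, pooled controls and the fit without exposed replicate 8.

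In the stress response the paper counts hsp70l, whose change of 0.95 at 24 hpf and 5 mGy/h was called by DESeq2, no filter, separate fits and the fit without control replicate 3. Fig. 4d marks pax6b at 48 hpf at each dose rate. For 0.5 mGy/h (-0.70) it was called by DESeq2, no filter, the block by replicate number and the fit without control replicate 5, at 5 mGy/h (-0.70) by no setting, and at 50 mGy/h (-0.87) by DESeq2, no filter, the batch covariate, pooled controls and the fit without exposed replicate 8. For pou4f2 at 48 hpf and 5 mGy/h (-1.47), DESeq2, no filter, the batch covariate, pooled controls and separate fits made the call, and for vox (1.15) DESeq2 and separate fits did. The change of tal1 at 24 hpf and 5 mGy/h (0.60) was called by DESeq2, DESeq2 size factors, no filter, the batch covariate and separate fits.

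The paper describes lower her4 genes at 24 hpf at a limit of its own, a fold change under -2 and an adjusted p under 0.05. At that limit edgeR had 4 of the 5 identifiers at 5 mGy/h, all except her4.3 (adjusted p = 0.0678), both of her4.2 at 0.5 mGy/h and none at 50 mGy/h. Of the her4.2 identifiers, ENSDARG00000056729 is also named her4.5, which the paper does not list. At the limit of 0.01 used for DEG, edgeR called her4.1 at 5 mGy/h and 1 identifier of her4.2 at 0.5 mGy/h. Of the others, at 5 mGy/h her4.4 (-1.19) was called by DESeq2, no filter, the batch covariate, pooled controls and separate fits, the identifiers of her4.2 (-1.51 and -1.47) by these except DESeq2, and her4.3 (-1.73) by separate fits alone. At 50 mGy/h her4.1 (-0.62), her4.2 (-0.60 and -0.46) and her4.4 (-0.76) were called only in the fit without exposed replicate 1, and her4.3 (-0.39) by no setting. In embryos exposed at 0.5 mGy/h, her4.4 (-0.54) was called by no setting, her4.1 (-1.05) by no filter and the block by replicate number, and her4.2 (-1.06) by these and the fit without control replicate 2. Of the genes that the paper lists under retinol metabolic process at 96 hpf, edgeR called 0 of 4 and DESeq2 all 4, and all 4 had an unadjusted p under 0.05. Under regulation of neurogenesis at 48 hpf, edgeR called 0 of 10 genes at 5 mGy/h and 2 of 21 at 50 mGy/h, and DESeq2 called each of them.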

Other observations

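The tests of timing at 96 hpf, of the opposite direction at 0.5 mGy/h and 96 hpf, and of the genes with the highest counts were chosen only after the result was seen.

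Developmental timing was measured on the change of the controls of another batch. For samples of batches I17 and I32, 24 hpf was marked by the 2 controls of batch I10 that neither panel of Supplementary Fig. S1 shows. On the change from 24 to 48 hpf, 24 hpf samples exposed at 5 and 50 mGy/h lay at 6.66 ± 1.68 and 5.28 ± 5.28 percent (SD, n = 3 each) and their controls at 24.8 ± 1.48 percent (SD, n = 3), a difference of -18.1 and -19.5. For 0.5 mGy/h it was -2.55 (4.78 ± 0.418 against 7.33 ± 1.41 percent; SD, n = 3 and 5; exact permutation p = 0.0357). On the change from 48 to 96 hpf, 48 hpf samples differed by -3.88 (exact permutation p = 0.0571), -13.3 and -10.1 at 0.5, 5 and 50 mGy/h. The 96 hpf samples differed by 3.68, -8.16 and -11.0. On the change from 24 to 48 hpf the 48 hpf samples differed by more, -12.8 (exact permutation p = 0.0286), -26.6 and -29.6. Every exposed sample was behind every control except at 0.5 mGy/h and 96 hpf, where the groups overlapped. At 5 and 50 mGy/h, with 3 or 2 samples against 3, the smallest exact permutation p is 0.1, so shifts there cannot pass a threshold on their own. The I10 samples at 24 hpf moved the other way, by 3.97 (exact permutation p = 0.3). A delay in development may account for part of the changes at 5 and 50 mGy/h, as these values go in the same direction. Across DEG, log2 fold changes had correlations of -0.593 and -0.636 with the control change from 24 to 48 hpf at 24 hpf. At 48 hpf they were -0.638 and -0.900, and at 96 hpf -0.579 and -0.710 with the change from 48 to 96 hpf. Across all genes they were weaker, -0.31 and -0.38 at 24 hpf, and genes are not independent replicates. The controls of batch I17 at 24 hpf (24.8) stand apart from those of batch I32 (7.33). So by position or these correlations a delay of exposed samples cannot be told apart from controls that were ahead. Controls that were ahead would bring exposed samples nearer to the controls of batch I32 than their own controls were in most DEG, and at 24 hpf this held for 29.2% and 44.2% of DEG at 5 and 50 mGy/h, which goes against it for the others. With disjoint controls, the change with exposure and the change between control batches had mean correlations across genes of 0.258 and 0.330 at 24 hpf. These were 0.150 and 0.275 at 48 hpf and 0.394 and 0.498 at 96 hpf. Over the assignments of controls they ran from -0.0087 to 0.460 and from 0.0854 to 0.496 at 24 hpf. At 48 hpf they ran from -0.0142 to 0.314 and from 0.0972 to 0.435, and at 96 hpf from 0.275 to 0.453 and from 0.432 to 0.554. The means go with controls that were ahead, but the lowest values at 5 mGy/h at 24 and 48 hpf do not. Controls that were ahead are thus not ruled out.

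Controls of the batches used for 0.5 mGy/h and for the higher dose rates differed by 1539 DEG at 24 hpf, 2714 at 48 hpf and 3668 at 96 hpf. Each dose rate was tested against controls of its own batch, so this difference does not by itself lower the number of DEG at 0.5 mGy/h. In simulated data edgeR recovered 89.5% of changed genes at 0.5 mGy/h at 24 and at 48 hpf, against 65.5% and 53.5% at 5 mGy/h. As no batch had both 0.5 mGy/h and the higher dose rates, a response that differs with dose rate cannot be told apart from one that differs with batch. As a share of their DEG, samples exposed at 5 and 50 mGy/h were nearer to controls of the other batch than their own controls were in 29.2% and 44.2% of DEG at 24 hpf, 58.1% and 37.4% at 48 hpf and 58.9% and 72.7% at 96 hpf, against 38.6%, 44.9%, 44.3%, 46.7%, 65.8% and 65.6% of all genes. The log2 fold changes at 0.5 mGy/h and 24 hpf in batches I10 and I32 had a correlation of 0.243 over 18437 genes, and 12 of the 13 DEG of batch I32 had the same sign in batch I10, where none of them was a DEG and 1975 of 19180 genes had an unadjusted p under 0.05.

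With different controls for each dose rate, the lowest correlation of log2 fold changes at 5 and 50 mGy/h was 0.539 at 24 hpf, 0.457 at 48 hpf and 0.345 at 96 hpf. An exposure change against a control sample reached absolute correlations of 0.489, 0.0955 and 0.384 with the difference between the remaining controls. At 96 hpf the assignments had a mean of 0.465 and a highest value of 0.587, both above 0.384. The lowest was below it, so by that assignment the likeness of the 2 dose rates at 96 hpf cannot be told apart from spread among controls.

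The common dispersion of the batch I17 samples at 48 hpf was 1.17 times that at 24 hpf, and at 96 hpf 0.590 times that at 48 hpf. A wider spread may therefore account for part of the fall in DEG from 24 to 48 hpf, while from 48 to 96 hpf the spread fell with the DEG at 50 mGy/h. Total counts of exposed samples were 0.990 (24 hpf, 5 mGy/h), 1.11 (24 hpf, 50 mGy/h) and 1.20 times (48 hpf, 50 mGy/h) those of controls, with overlapping groups. At 96 hpf and 5 mGy/h they were 0.841 times those of controls and the groups did not overlap (exact permutation p = 0.1). With the 16 genes of highest counts left out before scaling, 1790 DEG were found at 24 hpf and 5 mGy/h, against 1816. The share of counts on the 10 highest genes was 14.1 ± 0.869% there (SD, n = 3), against 10.2 ± 1.42% in controls (SD, n = 3), with an exact permutation p of 0.1, the smallest that 3 against 3 can give. Over all mapped samples, DEG numbered 0 at 0.5 mGy/h and 24 hpf, 8 and 43 at 5 and 50 mGy/h at 48 hpf, and 0, 27 and 6 at 0.5, 5 and 50 mGy/h at 96 hpf, against 13, 31, 302, 0, 56 and 33, so the counts of 31, 302, 56 and 33 depend on the outlier removal. For 0.5 mGy/h and 24 hpf all mapped samples also include the 5 of batch I10, and the removed samples were not added back alone. At 24 hpf 723 genes had an unadjusted p under 0.05 over all mapped samples. For 0.5 mGy/h and 96 hpf both counts are 0, and 4097 and 1366 genes had an unadjusted p under 0.05 over the kept and over all mapped samples.

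Other splits of the samples into groups of the same sizes were fitted. With 3 samples against 3, 1 of the 4 splits that part as many same-numbered pairs gave as many DEG as the real one, at 24 hpf for 5 and 50 mGy/h, at 48 hpf for 50 mGy/h and at 96 hpf for 5 mGy/h. This 1 is the real split, and the 9 others of all 10 splits, which part more or fewer pairs in 6 cases, gave 0 DEG. At 96 hpf and 0.5 mGy/h, all 4 gave as many, since the real one gave 0. At 24 hpf and 0.5 mGy/h it was 1 of 8 (1 of 56 splits in all), and at 48 hpf and 0.5 mGy/h 1 of 8, where 2 of 35 splits in all gave as many and the highest other gave 249. Splits that part as many pairs, and all 10 splits of 3 against 3, cannot give a share under 0.05 whatever the data, so this test cannot decide, and on these splits the counts cannot be told apart from a grouping of samples by accident. With the numbers set aside, as they do not pair the samples, the real split at 24 hpf and 0.5 mGy/h was the 1 of 56 with as many DEG, and the 55 others gave 0.

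The lowest counts of the her4 genes over the 24 hpf samples were 26 for her4.1, 94 and 69 for the identifiers of her4.2 (ENSDARG00000094426 and ENSDARG00000056729), 0 for her4.3 and 66 for her4.4. Except for her4.3, the falls thus rest on counts above the floor, but reads shared between these paralogs are not in the counts and a shift between them was not tested.

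The log2 fold changes at 0.5 mGy/h and 96 hpf ran opposite to those at 5 and 50 mGy/h. After the control change from 48 to 96 hpf was taken out, the partial correlation across genes was -0.375 (control change of batch I10) and -0.389 (batch I17) with 5 mGy/h, and -0.387 and -0.403 with 50 mGy/h. Before, these were -0.410, -0.412, -0.422 and -0.423. The changes at 0.5 mGy/h had a correlation of only 0.191 and 0.154 with the control change of the 2 batches, so little was taken out, and a part of developmental timing that this change does not measure is not ruled out. The 2 sets come from different batches, and a batch effect on the direction was not tested apart from dose rate. In 96 hpf larvae at 0.5 mGy/h, the lists of pancreatic enzymes, ribosomal proteins and oxidative phosphorylation rose by mean log2 fold changes of 0.72, 0.70 and 0.57. They fell at 5 mGy/h by 1.25, 0.48 and 0.34, and at 50 mGy/h by 1.56, 0.64 and 0.43. With controls of all batches pooled the pancreatic change at 0.5 mGy/h took the other sign, -0.21. At 24 hpf the ribosomal list rose by 1.00 and 0.91 at 5 and 50 mGy/h and the oxidative phosphorylation list by 0.51 and 0.53.

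Among 79 pairs of samples of the same condition 0 were identical, and the closest pair differed by a chi-square of 5.56 per gene over 18454 genes. Pairs across conditions were not compared. DESeq2 size factors in place of TMM moved the median log2 fold change of all genes by at most 0.040.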
